# Genetic disruption of mitochondrial dynamics and stasis leads to liver injury and tumorigenesis

**DOI:** 10.1172/JCI194441

**Published:** 2025-12-16

**Authors:** Xiaowen Ma, Xiaoli Wei, Mengwei Niu, Chen Zhang, Zheyun Peng, Wanqing Liu, Junrong Yan, Xiaoyang Su, Lichun Ma, Shaolei Lu, Wei Cui, Hiromi Sesaki, Wei-Xing Zong, Hong-Min Ni, Wen-Xing Ding

**Keywords:** Cell biology, Hepatology, Liver cancer

## Abstract

Mitochondrial fission is mediated by dynamin-related protein 1 (gene name *DNM1L*) and fusion by mitofusins (MFN1 and MFN2) and optic atrophy 1. The role of mitochondrial dynamics in liver disease and cancer remains poorly understood. We analyzed single, double, and triple liver-specific KO mice lacking mitochondrial fission and fusion proteins using systematic analyses of mitochondrial morphology, untargeted metabolomics, RNA-seq, hydrodynamic tail vein injection of oncogenes, and human hepatocellular carcinoma samples. Liver-specific *Dnm1l-*KO (L*-Dnm1l*–KO) mice showed increased alanine aminotransferase levels and hepatic fibrosis, with spontaneous liver tumors developing by 12 to 18 months of age. L-*Mfn1*– and L-*Mfn2*–KO mice showed no significant liver damage or tumor development, although a small percentage of L-*Mfn1*, *Mfn2* double KO mice developed tumors. *Dnm1l*, *Mfn1*, and *Mfn2* triple KO (TKO) mice experienced significantly reduced liver injury and fibrosis, along with decreased spontaneous and oncogene-induced tumorigenesis. L-*Dnm1l*–KO mice showed increased activation of the cGAS/STING/interferon pathway and pyrimidine metabolism, which were significantly normalized in TKO mice. Deletion of hepatic *cGas* reduced both basal and oncogene-induced liver injury and tumor development in L-*Dnm1l*–KO mice. These findings indicate that mitochondrial dynamics are crucial for maintaining hepatic pyrimidine metabolism and regulating the cGAS/STING-mediated immune response to prevent liver tumorigenesis.

## Abstract 2

Alterations in mitochondrial dynamics and the accumulation of large mitochondria contribute to liver tumor development.

## Introduction

Primary liver cancer is the sixth most prevalent cancer and the third leading cause of global cancer mortality as of 2020, with an estimated 906,000 new cases and 830,000 deaths each year (1). Hepatocellular carcinoma (HCC) is the most common type of primary liver cancer that accounts for 75%–85% of instances and has had an increasing incidence over the years (1). Although early HCC is curable by surgical resection, in most cases, HCC is diagnosed at an advanced stage, from which the standard anti-angiogenic drugs, such as sorafenib and lenvatinib, can only slightly improve the survival rate (2). Recent studies have shown that mitochondria in HCC tumor tissues exhibit distinct morphological features, which are associated with HCC cell survival and promote the infiltration of tumor-associated macrophages (3, 4). Mitochondria size is strictly regulated by fission/fusion machinery: mitofusin 1 (MFN1), MFN2, and optic atrophy 1 mediate the fusion of mitochondrial outer and inner membranes, while dynamin-related protein 1 (DRP1) (gene name *DNM1L*) serves as a major fission protein, driving mitochondrial fragmentation (5, 6). Mitochondrial fusion is widely recognized for maintaining the fidelity of mtDNA, whereas dysfunctional mitochondria normally undergo fragmentation and tend to be removed by selective mitophagy and replaced via mitochondria biogenesis (5, 6). In addition to quality control, mitochondrial morphological homeostasis is also closely involved in various stress-induced cellular responses, including apoptosis, energy transmission, innate and sterile inflammation, cell cycle regulation, and dedifferentiation (6, 7). Although clinical evidence regarding mitochondrial size in HCC tumor tissues is controversial, increased levels of fission protein DRP1 and decreased levels of fusion protein MFNs have been observed in both human HCC and mouse models of liver cancer (8–11). Increased mitochondrial fission has been associated with a higher risk of distant metastasis and poor prognosis in patients with HCC (3, 8). However, it remains unclear whether the imbalanced fission and fusion events in cancer tissues represent an adaptive metabolic response for survival or actively contribute to HCC tumorigenesis.

Chronic liver injury is often associated with anomalous mitochondrial morphology (12–14), suggesting dysregulated mitochondrial dynamics in precancerous conditions. From an etiological perspective, metabolic dysfunction-associated steatotic liver disease (MASLD) and alcohol-associated liver disease (ALD) have emerged as major contributors to HCC development, and alcohol-associated cirrhosis is now the second most common cause of HCC worldwide, following HBV infection (15). Both MASLD and ALD have been shown to induce hepatic megamitochondria formation (13, 16). In ALD, megamitochondria formation is initially a respiratory adaptive response to facilitate alcohol metabolism, but megamitochondria accumulate under chronic alcohol exposure, leading to mitochondrial maladaptation and liver injury (16). Whether the long-standing megamitochondria also contribute to liver tumor formation is unknown. This study investigates the role of mitochondria fission/fusion homeostasis in liver tumorigenesis by generating genetically engineered mice with impaired mitochondrial fission (*Dnm1l*) and/or fusion (*Mfn1* or *Mfn2*) and performing systematic analysis of mitochondrial morphology, untargeted metabolomics, and RNA-seq.

## Results

### Abnormal and heterogeneous expression of DRP1/DNM1L in human HCC samples.

To determine whether changes in mitochondrial dynamic proteins and genes are associated with human HCC, we first examined the expression of DRP1 protein using clinical samples from tissue microarrays (TMAs). These TMAs contained 75 HCC samples, consisting of 35 stage II, 38 stage III, and 2 stage IV malignant tumors, along with 18 normal human liver samples (LV1002). IHC staining for DRP1 revealed significant heterogeneity in its expression between normal liver and HCC tissues, but no substantial differences were observed between them. However, there was a trend of decreased DRP1 expression in the more malignant HCC samples (Figure 1, A and B). Bioinformatics analysis utilizing The Cancer Genome Atlas (TCGA), the Liver Cancer Institute (LCI), and the Mongolia databases also indicated considerable heterogeneity in *DNM1L* expression in both normal human liver and HCC tissues. Interestingly, all 3 datasets showed a trend of increased *DNM1L* expression in HCC, though a small proportion of HCC samples exhibited relatively lower *DNM1L* expression levels (Figure 1C). Furthermore, single-cell analysis of the NCI-CLARITY cohort revealed significant variability in *DNM1L* expression within both malignant and nonmalignant cells. Only 17.6% of malignant cells and 9.9% of nonmalignant cells exhibited higher *DNM1L* expression (Figure 1D and Table 1). We conducted further analyses of gene expression related to mitochondria and HCC, focusing on mitochondrial dynamics, biogenesis regulators, tumor suppressors, the WNT/β-catenin pathway, mTOR-PI3K-AKT signaling, oxidative stress responses, growth factors, de novo pyrimidine synthesis, nucleotide interconversion, and nucleotide catabolism (Supplemental Figures 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/JCI194441DS1). Our findings revealed a positive correlation between *DNM1L* expression and the genes *MNF1* and *MFN2*. This correlation likely indicates a compensatory mechanism that maintains mitochondrial dynamics. Additionally, *DNM1L* expression showed positive correlations with several tumor suppressor genes, including *TP53*, *ARID2*, and *CDKN2A*. Interestingly, we also found that *DNM1L* expression negatively correlated with genes involved in de novo pyrimidine synthesis. Overall, these data suggest that HCC cells exhibit abnormal and heterogeneous *DNM1L* expression, with a positive correlation between *DNM1L* and *MFN1* and *MFN2*.

### L-Dnm1l–KO mice have an increased number of megamitochondria, liver injury, fibrosis, and spontaneous liver tumorigenesis, which can be rescued by restoration of mitochondrial stasis.

L-*Dnm1l*–KO; L-*Mfn1–* and L-*Mfn2*–double KO (DKO); and L-*Mfn1–,* L-*Mfn2–,* and *Dnm1l*–triple KO (TKO) mice were born at the expected Mendelian ratio, and the appearance of newborns was normal. An approximately 5-fold increase in serum alanine aminotransferase (ALT) and a 2-fold increase in serum aspartate aminotransferase (AST) activities were found in L-*Dnm1l*–KO mice at 2 months old (2M) compared with their matched WT littermates, which were completely rescued by further deletion of mitochondrial fusion proteins MFN1 and MFN2 (Figure 2, A and B). L-*Dnm1l*–KO mice had increased hepatic Sirius red staining and hepatic α-smooth muscle actin (α-SMA) levels than WT mice, both of which were blunted in TKO mice (Figure 2C and Supplemental Figure 3). Ultrastructure electron microscopy (EM) analysis showed heterogeneity of mitochondrial size in hepatocytes of mouse liver, but the number of large or elongated mitochondria was more than 2-fold higher in L-*Dnm1l*–KO mice than in WT or TKO mice (Figure 2, D and E). There was an increased number of mitochondria exhibiting loss or abnormal reorganization of mitochondrial cristae in TKO hepatocytes (Figure 2D, arrowheads). Mitochondrial energetic analysis using Seahorse also revealed a decreased oxygen consumption rate in TKO hepatocytes compared with WT hepatocytes (Supplemental Figure 4). Furthermore, mitophagy decreased in L-*Dnm1l*–KO mouse livers, and the reduced mitophagy was restored in TKO mouse livers (Supplemental Figure 5, A and B). Overexpression of MFN2 increased the number of elongated mitochondria and resulted in liver injury (Supplemental Figure 6, A–D). This is similar to the effects observed in L-*Dnm1l*–KO mice, supporting the idea that the accumulation of megamitochondria in hepatocytes can lead to liver injury. Furthermore, levels of serum ALT, hepatic triglyceride, and cholesterol as well as positive Sirius red staining and expression of inflammatory cytokines were markedly decreased in CDAHFD-fed DKO mice compared with WT mice (Supplemental Figure 7, A–G). These data indicate that loss of hepatic *Mfn1* and *Mfn2* protects against diet-induced metabolic dysfunction–associated steatohepatitis (MASH).

Starting at the age of 12M, L-*Dnm1l*–KO mice developed spontaneous liver tumors, with 64% incidence at 12M and 92% incidence after 15–18M in male mice. The incidence of liver tumors was much lower in female L-*Dnm1l–*KO mice than in the age-matched L-*Dnm1l*–KO male mice (Table 2). Neither L-*Mfn1–*KO nor L-*Mfn2–*KO mice had an obvious liver injury or visible tumor formation (Figure 3, A–D). However, a small proportion (29%) of DKO mice developed liver tumors at 15M, but the tumor burden and maximum size were significantly lower than those of age-matched L-*Dnm1l*–KO mice (Figure 3, B and C). No visible tumors were found in the TKO mouse livers (Figure 3, A and B, and Table 2), indicating that reestablishment of mitochondrial stasis is critical to rescue the liver tumorigenesis induced by the unbalanced mitochondrial fission and fusion. The elevated serum ALT activity in L-*Dnm1l*–KO mice persisted until 12M, with the peak at 2M, and normalized at 15–18M (Figure 2A and Figure 3D). No significant changes in ALT activities were found in TKO or DKO mice (Figure 3D). Starting at 6M, the nuclei in L-*Dnm1l*–KO hepatocytes showed a pleomorphic pattern with an increased number of vacuolated nuclei (Figure 3E, arrows), which were more obvious in 12M L-*Dnm1l*–KO hepatocytes but were absent in age-matched WT and TKO hepatocytes (Figure 3E). Moreover, we found severe liver fibrosis in L-*Dnm1l–*KO mice, but not TKO or DKO, as early as 6M and persistent to 12M, showing prototypical perisinusoidal (chicken wire) collagen fiber deposition by Sirius red staining and increased hepatic α-SMA (Figure 3E and Supplemental Figure 3, B and C), indicating increased wound-healing response to the chronic liver injury in L-*Dnm1l*–KO mice. Taken together, impaired mitochondrial fission in hepatocytes leads to increased liver injury, fibrosis, and liver tumorigenesis in mice, which can be rescued with hepatic mitochondria stasis.

### Loss of liver Dnm1l activates the cGAS/STING/interferon pathway and induces liver inflammation, which are attenuated in TKO mouse livers.

To investigate the potential mechanisms underlying early-stage liver injury in L-*Dnm1l*–KO mice, we performed RNA-seq analysis on liver tissues from 2M and 6M mice. 

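RNA from the livers of WT, L-*Dnm1l*–KO, TKO and DKO mice at 2M and 6M was sequenced, with 4 libraries per genotype and age and 32 libraries in all. DKO mice lack *Mfn1* and *Mfn2* in the liver, and TKO mice lack *Dnm1l* as well. Poly(A) RNA was made into strand-specific libraries, and the authors mapped the reads with HISAT2 to the mouse genome GRCm38, counted them on genes with HTSeq-counts and compared genotypes with DESeq2. The authors' deposited table gives 21880 genes and 6 comparisons, each knockout genotype against WT of the same age. The WT libraries are labelled as Drp1 (*Dnm1l*) WT, and no WT of the TKO or DKO line is labelled. In TKO and DKO mice a difference between mouse lines therefore cannot be told apart from an effect of the deletions. Each comparison has a log2 fold change, its standard error, a Wald statistic, a *P* value and a Benjamini-Hochberg adjusted *P* value. Each gene also has 1 mean normalized count over all libraries, the same in the 6 comparisons. Counts of single libraries were not used here, so no value per mouse and no total per library is given, and the spread between mice enters through the deposited standard errors. The mean normalized counts sum to 900450 over genes with a median of 1.52 per gene, and 12419 genes have a mean of at least 1 and 4423 of at least 10. DESeq2's filter on low counts left between 4488 and 9153 genes with an adjusted *P* value, depending on the comparison. By the GENCODE M21 annotation of GRCm38, 4804 of the genes overlap an exon of a coding gene on the opposite strand, including 92% of the 100 genes with the highest mean counts. The strand setting of the counting is not named in the methods, and values of genes that overlap another gene are uncertain for that reason. If reads were counted on the opposite strand, a gene with no neighbour there would keep only a remainder of its own reads. Values of such genes would then be uncertain too. Coding genes with no gene on the opposite strand make up 12 of 19 interferon pathway, 14 of 19 cGAS-STING pathway and 10 of 12 pyrimidine metabolism genes tested below. Among genes with a mean of at least 10, those that overlap a coding gene on the opposite strand had a median log2 fold change of 0.12 in 2M L-*Dnm1l*–KO mice, and coding genes that overlap no gene on that strand had a median of −0.46. In DKO mice at 6M these medians were 0.30 and −0.85. Medians of gene lists, their percentiles among 10000 random lists of as many genes matched on mean count, set tests and tests of the difference between ages were computed from the table.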

In 2M mice, principal component analysis (PCA) revealed a distinct separation in gene expression between the WT and L-*Dnm1l*–KO groups, while the TKO group exhibited a gene expression profile closer to that of WT mice (Figure 4A). 

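In place of a PCA, which needs values per library, the distance of each genotype from WT was computed as the root mean square log2 fold change over the 1013 genes with a mean normalized count of at least 100, with the squared standard errors subtracted. At 2M, this distance was 0.447 ± 0.042 (jackknife standard error over chromosomes) in L-*Dnm1l*–KO mice. It was 0.103 ± 0.020 in TKO mice, a ratio to the L-*Dnm1l*–KO distance of 0.231 ± 0.060. DKO mice lay at 0.551 ± 0.045. The ratio changed most with the minimum count: over genes with a mean of at least 30 it was 0.391. Comparisons against the same WT libraries share the WT error, and for unchanged groups 100 simulations gave a mean correlation across genes of 0.499 between L-*Dnm1l*–KO and TKO log2 fold changes. With TKO unchanged and L-*Dnm1l*–KO changed as observed they gave 0.196. The observed correlation across the 1013 genes, which are not independent replicates, was −0.04.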

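At 6M, the root mean square log2 fold change from WT over the same 1013 genes was 0.301 ± 0.019 in L-*Dnm1l*–KO mice, 0.212 ± 0.018 in TKO mice and 0.60 ± 0.014 in DKO mice (jackknife standard errors over chromosomes). The ratio of the TKO to the L-*Dnm1l*–KO distance was 0.704 ± 0.078, against 0.231 at 2M. Over genes with a mean normalized count of at least 30 the ratio was 0.598 ± 0.053, against 0.391 ± 0.095 at 2M. The jackknife errors measure spread over genes and not between mice, so they cannot test a difference between ages. The correlation between L-*Dnm1l*–KO and TKO log2 fold changes across genes was 0.53, against 0.499 for simulated groups that were both unchanged and share the WT libraries, and 0.256 with TKO unchanged and L-*Dnm1l*–KO changed as observed. Genes higher in 6M L-*Dnm1l*–KO mice had a median log2 fold change of 0.41 in 6M TKO mice. The range over the 100 simulations with TKO unchanged was 0.11 to 0.31. Those simulations took the observed L-*Dnm1l*–KO changes as true and drew errors independently for each gene. Their range may therefore be too low and too narrow to bound an unchanged group.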

A similar gene distribution pattern was identified in 6M mice (Supplemental Figure 8A). In 2M mice, 743 upregulated and 125 downregulated genes were identified in L-*Dnm1l*–KO mice compared with the WT, whereas only 48 differential genes were detected between the TKO and WT mice (Figure 4B). These findings suggest that the gene expression alterations in L-*Dnm1l–*KO mice were effectively corrected by the reconstitution of mitochondria stasis through a simultaneous block of fusion and fission events in TKO mice. 

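With an adjusted *P* value under 0.05 and a log2 fold change above 1 or below −1 in the authors' deposited table, 104 genes were higher and 154 lower in 2M L-*Dnm1l*–KO mice than in WT mice. By the same thresholds, 17 genes differed between TKO and WT mice at 2M, 5 higher and 12 lower. The fold change threshold of the pathway analysis, 1.5, left 52 higher and 74 lower genes in L-*Dnm1l*–KO mice and 12 genes in TKO mice. Adjusting over all 21879 genes with a *P* value, without DESeq2's filter, gave 80 higher and 86 lower genes in L-*Dnm1l*–KO mice and 14 genes in TKO mice. Of the 154 lower genes, 104 are coding genes with no gene on the opposite strand, and of the 104 higher genes, 83 overlap a coding gene on the opposite strand. When the 2 classes of genes were centred separately, an alternative chosen after the values had been seen, 159 genes were higher and 47 lower in L-*Dnm1l*–KO mice, and the share of lower genes fell from 59.7% to 22.8%. Large increases in the authors' deposited table, among genes past the thresholds with a mean normalized count of at least 1, include those of *Malsu1*, *Gm20652*, *Art3* and *Gm44148*. The largest decreases there were those of *Mup17*, *Tnxa*, *Serpina4-ps1*, *Mup7* and *Mup-ps22*, and the *Mup* genes and pseudogenes are near-identical copies among which reads could have been split.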

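The 104 genes higher in 2M L-*Dnm1l*–KO mice had a median log2 fold change of 1.51 there and of 0.07 in TKO mice of the same age. In TKO mice 61 of them lay above WT and 1 passed the thresholds in the same direction. The effect was smaller in TKO than in L-*Dnm1l*–KO mice for 78 of the 104 genes (*P* under 0.05, Wald test of the difference). The 154 lower genes had a median log2 fold change of −1.46 in L-*Dnm1l*–KO mice and −0.03 in TKO mice, with a smaller effect in TKO mice for 117. Genes selected for a large effect in one group tend to have a smaller one in any other. By the same test the effect was smaller for 26 of the higher and 22 of the lower genes in 2M DKO mice, and for 37 and 90 in 6M L-*Dnm1l*–KO mice. Because the genes were selected in L-*Dnm1l*–KO mice against the same WT libraries, an unchanged TKO group would still lean the same way. In 100 simulations, with the limits given above, its median over the higher genes averaged 0.20 and ranged from 0.12 to 0.31. In 6M TKO mice the same 104 genes had a median of −0.18, and in 2M DKO mice one of 0.98. From the small number of differential genes in TKO mice, the paper proposes that mitochondrial stasis corrected the changes in gene expression of L-*Dnm1l*–KO mice.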

Compared with WT mice, many of the top upregulated genes in L-*Dnm1l*–KO mice, such as *Ifi44*, *Ifi27*, *Oasl2,* and *Irf7*, belong to the cyclic GMP-AMP Synthase (cGAS)/Stimulator of Interferon Genes (STING)/interferon innate immune pathway. In contrast, *Mfn1* and *Mfn2* are among the most significantly downregulated genes in TKO mouse livers (Figure 4B), confirming a successful deletion of these genes in TKO mice. 

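*Ifi27* (ENSMUSG00000064215; chromosome 12, 103434211 to 103440239 on GRCm38) had a log2 fold change of 2.84 in 2M L-*Dnm1l*–KO mice in the authors' deposited table, with a standard error of 0.56 and an adjusted *P* value of 5.8e-05 from DESeq2's Wald test. By unadjusted *P* value it ranked as number 27 of the 9540 genes with a positive log2 fold change. *Oasl2* (chromosome 5, 114896936 to 114912234) had a log2 fold change of 4.36 with a standard error of 1.49 in the authors' deposited table. Its unadjusted *P* value was 0.0034, its mean normalized count was 1.39, and DESeq2's filter gave it no adjusted *P* value. *Irf7* (chromosome 7, 141262706 to 141266481) overlaps *Phrf1* on the opposite strand by 45 bp. The authors' deposited table gives *Irf7* a log2 fold change of 1.01, a standard error of 0.49 and an adjusted *P* value of 0.22 by the same test. *Ifi44* (chromosome 3, 151730922 to 151749960) had a mean normalized count of 0.413, a log2 fold change of 1.72 and a standard error of 2.25 in the authors' deposited table, a change smaller than its error. Ranked by log2 fold change among genes with a mean of at least 1, *Oasl2* was number 6, *Ifi27* number 79 and *Irf7* number 1102.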

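*Mfn2* (ENSMUSG00000029020; chromosome 4, 147873599 to 147904704 on GRCm38) had a log2 fold change of −2.05 in 2M TKO mice in the authors' deposited table (standard error 0.53, adjusted *P* value 0.039 from DESeq2's Wald test). *Mfn1* (ENSMUSG00000027668; chromosome 3, 32529465 to 32579239) had one of −1.80 there, with a standard error of 0.94 and an adjusted *P* value of 0.91. By unadjusted *P* value, *Mfn2* was number 14 and *Mfn1* number 346 of the 9264 genes with a negative log2 fold change in 2M TKO mice. Without DESeq2's filter, the call of *Mfn2* was lost. The Wald statistics of the 2 genes combined gave z = −4.08 in 2M TKO mice (adjusted *P* value 8.9e-05 over the 6 comparisons) and −4.74 in 2M DKO mice (6.3e-06). In L-*Dnm1l*–KO mice, in which neither gene was deleted, the combined z was 0.02 at 2M and 1.21 at 6M. At 6M it was −4.01 in TKO mice and −4.86 in DKO mice. *Dnm1l* (ENSMUSG00000022789; chromosome 16, 16312230 to 16358959) did not differ detectably from WT in any comparison of the authors' deposited table. Its log2 fold change was −0.42 (standard error 0.52) in 2M L-*Dnm1l*–KO mice and 0.58 (standard error 0.48) in 2M TKO mice in the authors' deposited table. A deleted exon can leave reads on the rest of a gene, and the mean normalized count was 8.70 for *Dnm1l*, 9.04 for *Mfn2* and 4.64 for *Mfn1*.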

Ingenuity Pathway Analysis revealed a strong activation of the inflammation-related and tumor microenvironment pathways in L-*Dnm1l*–KO mice (Figure 4C), along with a notable upregulation of genes within the cGAS/STING/interferon pathway, as shown in the heatmap (Figure 4D). 

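Of the 20 interferon pathway genes read from Figure 4D, 19 were in the table. Their median log2 fold change in 2M L-*Dnm1l*–KO mice was 0.73, above 99.96% of the random lists, and 14 of the 19 genes were higher than in WT mice. The 19 genes of the cGAS-STING pathway had a median of 0.77, above 99.94% of the random lists, with 11 of 19 higher. Most of these genes have few counted reads. Only 13 interferon pathway genes have a mean normalized count of at least 1, with a median of 0.20, and for the 15 such cGAS-STING pathway genes the median was −0.07. After adjustment over all genes, 1 interferon pathway gene was higher and 1 lower, and 1 cGAS-STING pathway gene was higher. Adjusted over the list alone, 1 interferon pathway gene was higher and 1 lower, and 2 cGAS-STING pathway genes were higher. Camera with a preset correlation of 0.01, which compares a list's Wald statistics with those of the other genes, gave an adjusted *P* value of 0.29 for the interferon pathway and 0.047 for the cGAS-STING pathway. Among genes with a mean of at least 1 the latter was 0.24. Among genes with a mean of at least 10, where 3 interferon pathway genes remain, that list lay lower than the other genes (median −0.31, adjusted *P* value 0.96). Fry and an estimated correlation need values per library and were not run.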

Interestingly, the increased expression of cGAS/STING/interferon pathway genes in L-*Dnm1l–*KO mice persisted from 2M to 6M but was nearly completely abolished in TKO mice (Figure 4D and Supplemental Figure 8B). In addition, no significant changes in the expression of cGAS/STING/interferon pathway genes were observed in DKO mice compared with WT mice (Supplemental Figure 8B), suggesting that inhibiting mitochondria fission, rather than fusion, is more critical for the activation of the cGAS/STING innate immune pathway.

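In 6M L-*Dnm1l*–KO mice, the interferon pathway genes had a median log2 fold change of 0.77 (camera, adjusted *P* value 0.00062) and the cGAS-STING pathway genes one of 1.06 (1.8e-06), above 99.98% and 99.99% of the random lists. For genes with a mean normalized count of at least 1 these medians were 0.77 and 0.84. The L-*Dnm1l*–KO effect was not distinguishable between ages for either list (camera on the difference, adjusted *P* value 0.38 and 0.25). In TKO mice, the interferon pathway median was 0.00 at both ages. The cGAS-STING pathway median in TKO mice was −0.61 at 2M, above 0.76% of the random lists, and −0.23 at 6M. Tested as a difference between TKO and L-*Dnm1l*–KO mice, the cGAS-STING pathway was lower in TKO mice at 2M (adjusted *P* value 0.0022) and at 6M (3.5e-07). The interferon pathway differed at 6M (0.00053, or 0.11 over its 3 genes with a mean of at least 10) and was not distinguishable at 2M (0.17).

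**Figure D1:**
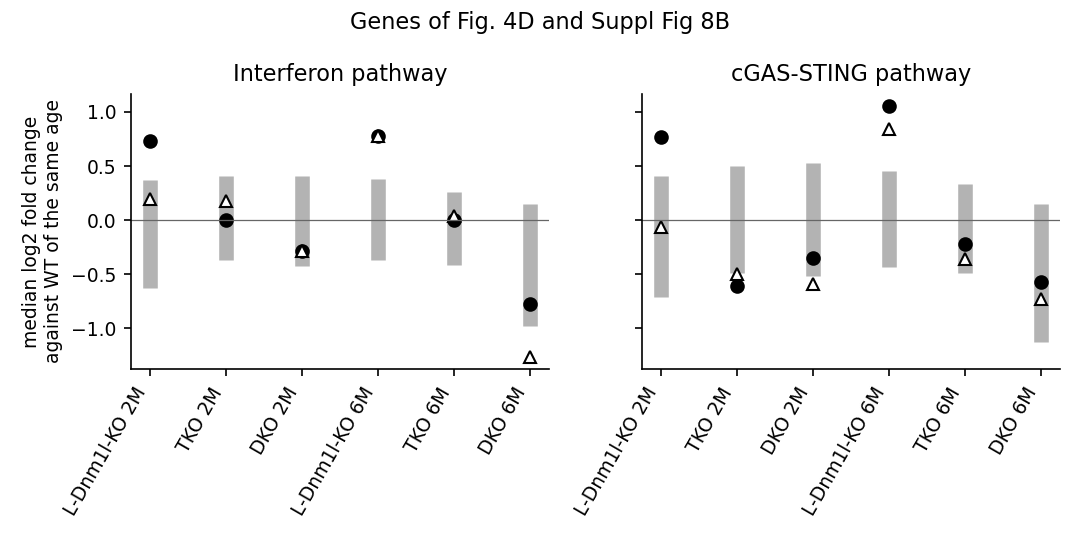
Median log2 fold change against WT of the same age (y axis) of the interferon and cGAS-STING pathway genes in each knockout genotype and age (x axis). Filled circles are all genes of a list, open triangles are its genes with a mean normalized count of at least 1, and grey bars span the central 95% of medians of 10000 random lists; the circles of 2M L-Dnm1l-KO mice, 0.73 and 0.77, lie above the bars, with the triangles at 0.20 and −0.07.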

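In DKO mice, the interferon pathway genes had a median log2 fold change of −0.28 at 2M and −0.77 at 6M, with 12 of 19 genes lower than in WT mice at 2M and 14 at 6M. The medians of the cGAS-STING pathway genes were −0.35 and −0.57. Camera gave adjusted *P* values of 0.32 and 0.29 for the interferon pathway and 0.52 and 0.35 for the cGAS-STING pathway, so that neither list was distinguishable from the other genes. Of these genes, 1 interferon pathway gene and 1 cGAS-STING pathway gene were lower at 6M after adjustment over all genes. The difference between DKO and L-*Dnm1l*–KO mice was itself tested at 2M, with an adjusted *P* value of 0.000999 for the interferon pathway (0.42 over its 3 genes with a mean of at least 10) and 0.00053 for the cGAS-STING pathway. From the absence of significant changes in DKO mice, the paper proposes that inhibition of fission matters more than inhibition of fusion for activation of this pathway.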

In parallel, IHC staining revealed enriched IRF7-positive immune cell infiltration in the livers of 2M L-*Dnm1l*–KO mice (Figure 4, E and F). Protein levels of cGAS, STING, p-TBK1, IRF3, and IRF7 were significantly elevated in the normal tissues of 15–18M L-*Dnm1l–*KO mice, with even higher levels detected in the tumor tissues. However, most of these increases were reduced in age-matched TKO mice (Supplemental Figure 8C). Western blot analysis confirmed the successful deletion of hepatic DRP1, MFN1, and MFN2 in the KO, TKO, and DKO mice (Supplemental Figure 8D). In L-*Dnm1l–*KO mouse liver, we found an increased number of F4/80^+^ macrophages and myeloperoxidase^+^ neutrophils compared with WT and TKO mice, and the F4/80^+^ macrophage-enriched areas also had increased IRF7^+^ cells (Supplemental Figure 9, A and B, and Supplemental Figure 10). This phenomenon was particularly obvious in 2M mice but was attenuated by 6M. Consistent with the IHC staining, RNA-seq analysis indicated decreased expression of gene signatures in hepatocytes and increased expression in hepatic stellate cells and Kupffer cells/macrophages in 2M and 6M L-*Dnm1l–*KO mice, although the changes were less prominent in 6M. 

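The hepatocyte signature of Supplemental Figure 11 has 5 genes in the table, all with a mean normalized count of at least 10. In 2M L-*Dnm1l*–KO mice all 5 were lower than in WT mice, with a median log2 fold change of −1.04 (camera, adjusted *P* value 8.3e-07). Of the 5, 2 passed an adjusted *P* value of 0.05 over all genes and 5 adjusted over the list alone. Most coding genes without an opposite-strand gene were also lower in these mice, and among random lists matched on that property as well, though not on the share of reads from each strand, the signature's median lay above 2.44%. At 6M the median was −0.03, with 3 of 5 genes lower (adjusted *P* value 0.59), and the effect differed between ages (0.00053, or 0.068 among genes with a mean of at least 10). In DKO mice the signature was lower as well, with a median of −0.78 at 2M (0.0046) and −1.23 at 6M (2.4e-06), and the call at 2M was lost among genes with a mean of at least 1 (0.062). For the hepatic stellate cell signature, 9 of 10 genes were in the table, and 1 had a mean of at least 1. Its median was 0.73 at 2M and 1.59 at 6M, with adjusted *P* values of 0.33 and 0.12. The Kupffer cell and macrophage signature, with 6 genes, had a median of 0.37 at 2M and 1.02 at 6M (0.67 and 0.33). Over its 4 genes with a mean of at least 1 the medians were −0.11 and 0.25. For both of these signatures the medians were larger at 6M than at 2M, and neither was distinguishable from the other genes or between ages (0.92 and 0.88).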

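In TKO mice, all 5 genes of the hepatocyte signature were higher than in WT mice at both ages, with a median log2 fold change of 0.29 at 2M and 0.23 at 6M, and neither passed the threshold in camera (adjusted *P* values 0.11 and 0.32). The difference between TKO and L-*Dnm1l*–KO mice did so at 2M (2.3e-09) and at 6M (0.027), where the call was lost with each alternative tried (0.076 to 0.22). For the hepatic stellate cell signature the median in TKO mice was 0.75 at 2M and 0.00 at 6M, and the difference from L-*Dnm1l*–KO mice was not distinguishable (0.74 and 0.16). The Kupffer cell and macrophage signature had medians of 0.01 and 0.09, and its difference from L-*Dnm1l*–KO mice had adjusted *P* values of 0.36 and 0.64. A separate list of 8 macrophage markers, written before the data were examined, was lower in TKO than in L-*Dnm1l*–KO mice at 6M (3.3e-06). At 2M its difference was not distinguishable (0.064).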

Interestingly, regardless of age, the alterations in cell-type–specific gene signatures were significantly blunted in TKO mice (Supplemental Figure 11, A and B). Furthermore, the levels of cleaved caspase-3 and ER stress markers, including BIP and CHOP, were markedly increased in the livers of 2M L-*Dnm1l*–KO mice (Supplemental Figure 9C), suggesting that hepatic DRP1 loss may induce ER stress, apoptosis, and inflammation, which may contribute to the early stage of liver injury in mice.

### Enhanced pyrimidine synthesis and decreased mitochondrial gene expression in L-Dnm1l–KO mouse livers are restored in TKO mice.

Metabolomics analysis of the mitochondrial TCA cycle, amino acids, and nucleotides showed that pyrimidine-related metabolites, including glutamate, orotate, N-carbamoyl-aspartate, and uracil, exhibited the most significant increases in the livers of 2M L-*Dnm1l*–KO mice compared with WT, DKO, and TKO mice (Figure 5A). This trend was similarly observed in the livers of 6M mice (Figure 5B). To rigorously validate the changes in pyrimidine metabolism, we conducted untargeted metabolomics analysis using a different batch of 2M mouse liver tissues. The results confirmed an increase in hepatic pyrimidine metabolites, specifically dihydroorotate and orotate, which were elevated approximately 50-fold and 14-fold respectively, in L-*Dnm1l*–KO mice compared with WT mice (Figure 5, C and D). Therefore, these results provide direct evidence that mitochondrial morphology affects pyrimidine metabolism. In contrast, no significant differences were observed in DKO or TKO mice relative to WT mice (Figure 5, C and D). 

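The 12 pyrimidine metabolism genes of Figure 5E had a median log2 fold change of 0.67 in 2M L-*Dnm1l*–KO mice, above 98.9% of the random lists, and 8 of the 12 were higher than in WT mice and 3 lower. Of the 12 genes, 7 have a mean normalized count under 1. The other 5, *Cps1*, *Upp2*, *Nme1*, *Nme2* and *Umps*, had a median of −0.61. In camera the list's direction turned from higher to lower when restricted to genes with a mean of at least 1. *Cad* and *Dhodh* are not among those 5, so the turn does not bear on them. No gene of the list passed an adjusted *P* value of 0.05, over all genes or adjusted over the list alone, and camera over all genes gave an adjusted *P* value of 0.67. *Dhodh* had a mean normalized count of 0.675 and a log2 fold change of 0.03 (standard error 1.89) in the authors' deposited table. A change was not detectable at this count. *Dhodh* has no gene on the opposite strand, and most of its reads would be missing if reads were counted on that strand. The legend of Figure 5E gives 6 mice per group, and 4 libraries per genotype and age are labelled.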

Consistent with the metabolomics data, RNA-seq analysis revealed increased expression of genes related to pyrimidine metabolism in 2M L-*Dnm1l–*KO mice compared with WT mice. These changes were less pronounced in 6M mice as well as in TKO and DKO mice (Figure 5E). 

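At 6M, the pyrimidine metabolism genes had a median log2 fold change of 0.46 in L-*Dnm1l*–KO mice (camera, adjusted *P* value 0.33), and the 5 genes with a mean normalized count of at least 1 had a median of 0.33. The L-*Dnm1l*–KO effect on the list was not distinguishable between ages (0.86). TKO mice had medians of 0.00 at 2M and 0.04 at 6M, and DKO mice had medians of 0.04 and −0.96. None of these differed from the other genes in camera, with adjusted *P* values of 0.98 and 0.32 in TKO mice and 0.78 and 0.52 in DKO mice. In 6M DKO mice, 2 genes of the list were lower after adjustment over all genes. The difference from L-*Dnm1l*–KO mice at 2M had adjusted *P* values of 0.71 in TKO mice and 0.92 in DKO mice. At 6M it was not distinguishable in TKO mice (0.93). The list was lower in 6M DKO than in 6M L-*Dnm1l*–KO mice (0.037, or 0.17 over its 3 genes with a mean of at least 10).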

Hepatic protein levels of dihydroorotate dehydrogenase (DHODH), which is a rate-limiting mitochondrial enzyme in the de novo pyrimidine synthesis pathway, showed a significant increase in the livers of L-*Dnm1l*–KO mice and were attenuated in the TKO mouse livers (Supplemental Figure 12).

To better understand the broader mitochondrial dysfunction in L-*Dnm1l–*KO mice, we next examined gene expression profiles associated with various mitochondrial components and functions. This analysis included genes related to complexes I, II, III, and IV, as well as mitochondrial cristae architecture, metabolic transporters, mitochondrial transcription, protein import, RNA/tRNA modification and processing, proteostasis and mitophagy, tRNA amino acid synthetases, ubiquinone synthesis, mtRibosome subunits and assembly factors, mitochondrial translation, and mtDNA replication. In 2M L-*Dnm1l*–KO mice, gene expression in these pathways generally showed a downward trend compared with WT mice but was largely corrected in TKO mice. However, the overall gene expression in the above pathways was higher in 6M WT mice compared with 2M WT mice, and the differences between L-*Dnm1l*–KO mice and WT mice were substantially reduced (Supplemental Figures 13–17), suggesting possible adaptive responses to mitochondrial dysfunction developed with age in L-*Dnm1l*–KO mice.

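The mitochondrial lists combined hold 464 genes, all in the table, with a median mean normalized count of 4.20. In 2M L-*Dnm1l*–KO mice their median log2 fold change was −0.34, below each of the 10000 random lists, and 287 of the 464 were lower than in WT mice. Single genes rarely stood out: 7 were lower and 3 higher after adjustment over all genes, and adjusted over the list alone 1 was higher. Camera gave the combined lists an adjusted *P* value of 0.024. The call was lost with each alternative tried: 0.18 among genes with a mean of at least 1, 0.62 among those with a mean of at least 10, 0.58 with a correlation of 0.05 and 0.092 with gene classes centred separately. In 2M TKO mice the median was 0.05 (adjusted *P* value 0.52), and the difference between TKO and L-*Dnm1l*–KO mice had an adjusted *P* value of 0.0015, or 0.17 among genes with a mean of at least 10. Of the single lists, complex I was lower in L-*Dnm1l*–KO mice with a median of −0.50 and 41 of 54 genes lower (0.00028, or 0.36 among genes with a mean of at least 10 and 0.067 with a correlation of 0.05). The mitochondrially encoded genes, a list of 13 added before the data were examined, had a median of −0.94 (4.2e-14). In 2M TKO mice these 13 genes had a median of −0.50 (6.7e-11).

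**Figure D2:**
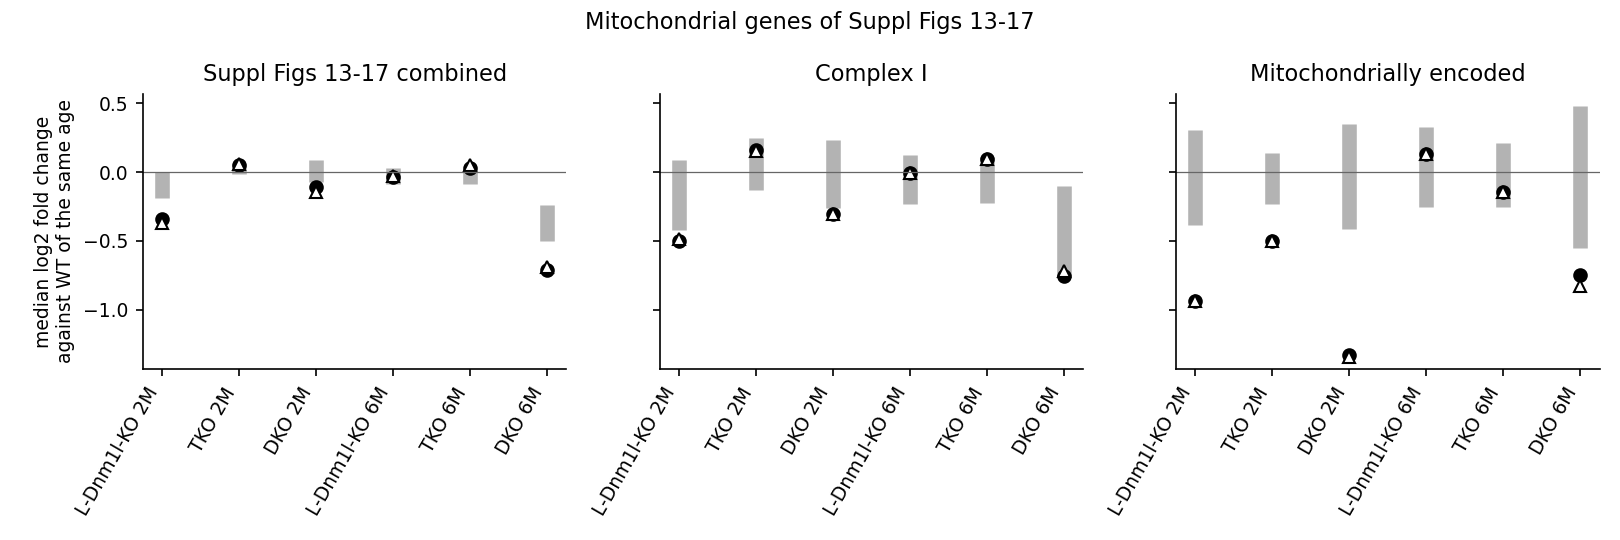
Median log2 fold change against WT of the same age (y axis) of the mitochondrial lists combined, of complex I and of the mitochondrially encoded genes in each knockout genotype and age (x axis). Filled circles are all genes of a list, open triangles are its genes with a mean normalized count of at least 1, and grey bars span the central 95% of medians of 10000 random lists; mitochondrially encoded genes lie below the bars in all 3 genotypes at 2M.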

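WT mice of the 2 ages were not compared here, since each comparison is against WT mice of the same age. In 6M L-*Dnm1l*–KO mice the mitochondrial lists combined had a median log2 fold change of −0.03 with 244 of 464 genes lower (camera, adjusted *P* value 0.99). The difference between the 6M and 2M effects had an adjusted *P* value of 0.020, and the call was lost with each alternative tried (0.072 to 0.43). Between ages, the effect also differed for complex I (0.0017), complex III (0.016) and the mitochondrially encoded genes (3.4e-13), with medians at 6M of −0.01, 0.12 and 0.13. With genes of a mean normalized count of at least 10 the calls of complex I (0.25) and complex III (0.31) were lost, and that of complex III also with each other alternative (0.066 to 0.089). With a correlation of 0.05 that of complex I was lost as well (0.10). Gene by gene, 49 of 5336 genes had an effect in L-*Dnm1l*–KO mice that differed between ages (adjusted *P* value under 0.05, Wald test of the difference, no shared libraries). They include *mt-Nd1*, named here after its values were seen, with log2 fold changes of −1.02 at 2M and 0.36 at 6M in the authors' deposited table. In 6M DKO mice the lists combined had a median of −0.71 with 340 of 464 genes lower (0.0046). That call was kept with gene classes centred separately. It was lost among genes with a mean of at least 1 (0.14) or 10 (0.43) and with a correlation of 0.05. Random lists of the same classes had a median of −0.43 there.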

### L-Dnm1l–KO mice develop hepatocellular adenoma associated with increased tumor-related signaling pathways.

To characterize the tumor type in L-*Dnm1l–*KO mice, we performed histopathological analysis. H&E staining of tumor sections revealed the presence of hepatocellular adenoma in L-*Dnm1l–*KO mice. The adenomas lacked portal triads and were poorly defined, with benign hepatocytes arranged in plates of regular thickness accompanied by infiltrated inflammatory cells (Figure 6A, white arrow). Some tumor cells also showed marked steatosis, forming a steatotic adenoma and indicating a deficiency of lipid metabolism (Figure 6A, black arrow). Reticulin was utilized to highlight the normal thickness of liver cell plates, excluding the diagnosis of well-differentiated HCC. Our findings indicate that certain liver tumors exhibited steatosis and intact reticulin fibers and lacked Glypican 3 and nuclear β-catenin staining, which are characteristics of adenoma (Figure 6A, arrowhead).

Next, we assessed tumor heterogeneity in spontaneous tumors from L-*Dnm1l–*KO mice using Western blot analysis and identified 3 distinct types of changes. Increased levels of hepatic p62 have oncogenic effects by promoting the activation of NRF2 and mTORC1 pathways in the liver (17, 18). First, there was a consistent increase in tumor-related signaling pathways in all 3 tumors, including NRF2-related (p62, GCLM, and NQO1), PTEN/AKT–related (p-PTEN, p-AKT, and p-GASK3β), SOX9, SMA, mammalian STE20-like kinase 1 (MST1)/yes-associated protein (YAP)/TAZ pathways. Second, there was an increase in mTOR (p-S6, p-4EBP1) and p-ERK, though with significant variation among the tumors. Third, there were increases in both tumor and tumor-adjacent normal tissues in L-*Dnm1l–*KO mice, including p-S6, CD133, SOX9, p-PTEN, p-AKT, p-GSK3β, p-ERK, and MST1-YAP-TAZ (Figure 6B).

We next determined whether adenoma cells also lost the Dnm1l gene. Results from Western blot analysis using total liver lysates confirmed the deletion of DRP1 in the livers of L-*Dnm1l*–KO and TKO mice. Among the 3 spontaneous tumors in the L-*Dnm1l*–KO mice, 1 showed no detectable DRP1, another had relatively lower DRP1 levels, and 1 exhibited remarkably higher DRP1 expression (Supplemental Figure 18A). IHC staining results showed that DRP1 levels were significantly lower in both normal and spontaneous tumor tissues of L-*Dnm1l*–KO mouse livers compared with WT mice. WT normal liver tissues showed cytosolic DRP1 staining in distinct zonation, with higher DRP1 expression in the central vein area and lower expression in the portal vein area (Supplemental Figure 18B). The distinct zonational expression of DRP1 is consistent with previous findings that periportal and pericentral mitochondria are morphologically and functionally distinct in mouse liver (19). However, DRP1 staining was substantially reduced in L-*Dnm1l*–KO normal and tumor tissues. Interestingly, strong DRP1 staining persisted in a subset of immune cells and the endothelial cells of blood vessels (Supplemental Figure 18B, arrows). These findings suggest that the adenoma tumor cells in L-*Dnm1l*–KO mice are most likely derived from DRP1-KO hepatocytes. However, because we could only examine a limited number of spontaneous tumor tissues due to their small size, we cannot exclude the possibility that some tumors may originate from residual WT hepatocytes that carry mutations in L-*Dnm1l*–KO mice. Overall, these results indicate that hepatocellular adenoma, but not HCC, develops in L-*Dnm1l*–KO mice.

### Increased DNA damage, senescence, and compensatory proliferation in the liver of L-Dnm1l–KO but not TKO mice.

DNA damage and cell proliferation play a crucial role in cancer development and progression. Results from the IHC staining showed an increased number of phosphorylated γ-H2AX and Ki67^+^ cells in 2M L-*Dnm1l–*KO mouse liver (Figure 7, A–C). Intriguingly, the number of phosphorylated γ-H2AX and Ki67^+^ hepatocytes was significantly decreased in 6M L-*Dnm1l*–KO mice compared with 2M, suggesting a possible ongoing DNA lesion repair and adaptive process in these mice (Figure 7, A–C). Consistent with this, p21 and p27, the target genes of tumor suppressor p53 — whose induction leads to transcriptional downregulation of many cell cycle genes and levels of PCNA and γ-H2AX — were upregulated in the tumors of 18M L-*Dnm1l*–KO mice compared with WT mice (Figure 7D). There were higher numbers of γ-H2AX and Ki67^+^ cells in the tumor areas than the adjacent normal hepatocytes (Figure 7E). Furthermore, the number of β-galactosidase^+^ (β-Gal^+^) senescent cells increased in 18M L-*Dnm1l–*KO and TKO mouse livers, although it only increased in the 2M TKO but not L-*Dnm1l*–KO mouse livers (Supplemental Figure 19, A and B). Collectively, these data suggest that L-*Dnm1l*–KO mice have increased DNA damage, and compensatory proliferation in the liver as early as 2M, which is absent in TKO mice.

### Genetic restoration of mitochondrial stasis abolishes oncogene-driven liver cancer.

To determine the role of mitochondria dynamics in oncogene-induced liver cancer, we used the sleeping beauty transposon and hydrodynamic tail vein injection system to deliver *c*-*MYC* and the constitutively active *YAP* mutant (*YAP S127A*), which has been characterized to induce HCC (20). After 8 weeks following the hydrodynamic injection of *c-MYC/YAP*, visible tumor nodules appeared in mouse liver, with both tumor size and numbers, as well as serum ALT levels, increased in L-*Dnm1l*–KO mice. Strikingly, hydrodynamic injection of *c-MYC/YAP* did not increase serum ALT levels in TKO mice, and only 2 out of 11 TKO mice developed visible tumors (Figure 8, A–D). H&E staining revealed typical HCC features of these tumors with increased nuclear cytoplasmic ratios. IHC staining showed increased Glypican 3 staining and Ki67^+^ cells.

IHC staining showed cytosolic DRP1 staining in WT mouse tumors but significantly reduced DRP1 staining in normal and tumor tissues in L-*Dnm1l*–KO mice, with only strong staining in a subset of immune cells (Supplemental Figure 20, arrows). Western blot analysis of liver tissues from normal and tumor samples in WT, L-*Dnm1l*–KO, and TKO mice showed that DRP1 levels are notably lower in L-*Dnm1l–*KO and TKO liver tissues (both tumor and adjacent normal tissues) compared with WT tissues. Levels of DRP1, MFN1, and MFN2 were generally lower in tumor samples compared with adjacent normal tissues. There was a slight increase in the levels of outer mitochondrial membrane proteins and the inner membrane protein TIM23 in L-*Dnm1l*–KO tumors, but no change was observed in the mitochondrial matrix proteins (Supplemental Figure 21, A and B). Notably, the size of mitochondria in tumor cells of WT mice was larger than in adjacent normal cells. In contrast, the normal cells neighboring the tumors in L-*Dnm1l*–KO mice already exhibited larger mitochondria, with sizes being comparable between normal and tumor cells (Supplemental Figure 22).

These tumors were also positive for c-MYC and YAP proteins, confirming that they were driven by c-MYC/YAP (Figure 8E and Supplemental Figure 23). Notably, the levels of c-GAS, STING, TBK1, and IRF7, but not IRF3, were elevated in tumors of WT mice and further increased in L-*Dnm1l–*KO mice. There were no significant changes in c-GAS, STING, TBK1, and IRF7 in nontumor sections of TKO mice compared with WT mice (Supplemental Figure 23). These data suggest that loss of hepatic *Dnm1l* promotes oncogene-induced HCC, which is blunted by restoration of hepatic mitochondrial stasis in mice.

### Loss of hepatic cGAS inhibits spontaneous and oncogene-driven liver tumor development.

We generated L-*Dnm1l–* and *cGas-*DKO mice, and these mice were either fed a chow diet for 15–18 months or injected with *c-MYC/YAP* and sleeping beauty plasmids. We found that these DKO mice at 15–18M exhibit decreased serum ALT levels, reduced tumor incidence and size, and improved histology compared with L-*Dnm1l*–KO mice (Supplemental Figure 24 and Supplemental Table 1). Similarly, the L-*Dnm1l–* and *cGas-*DKO mice also showed decreased serum ALT levels, fewer tumors, smaller tumor sizes, improved histology, and fewer Ki67^+^ cells compared with WT mice that received the oncogene injection (Figure 9).

## Discussion

Mitochondrial morphological changes have been observed in various cancers and are considered a crucial metabolic factor that supports cancer cell growth and metastasis (21–23). Human HCC tissues are generally found to have higher DRP1/MFN1 expression ratios, which was linked to a poor prognosis, and enhanced mitochondrial fission has been shown to promote HCC cell survival in vitro and in vivo via elevated ROS production (3, 10). These results led to a widely accepted notion that fragmented mitochondria promote the viability of cancer cells in nonpermissive conditions. However, there is still no verdict on the actual mitochondrial size in human HCC tumor tissues. Indeed, direct evidence from 2 independent studies investigating mitochondrial length from paired HCC tumor-peritumor tissues through EM drew conflicting conclusions (3, 24), indicating a strong heterogeneous metabolic feature of cancer cells in HCC. However, mitochondrial fusion was also found to support liver tumor growth (24). Another study revealed that metabolic reprogramming via mitochondrial elongation is favorable for HCC cell survival and adaptation to energy stress (25). In the present study, we also observed increased mitochondria size in *c-MYC/YAP*–induced HCC cells in mice. Therefore, the role of mitochondrial architecture changes in liver cancer progression is complicated, and it seems that both fragmented and elongated mitochondria can be protumorigenic in the liver.

In this study, we found that deletion of either mitochondrial fission protein DRP1 or the 2 fusion proteins MFN1 and MFN2 in the liver resulted in spontaneous tumor formation in mice, and this phenotype can be rescued by restoration of mitochondrial dynamic balance through triple depletion of DRP1, MFN1, and MFN2. These findings suggest that mitochondria stasis is the key to preserve normal cellular functions in the liver and prevent tumorigenesis. Unlike previous reports showing that the removal of *Mfn1* or *Mfn2* promoted liver tumor formation either under aging-associated spontaneous conditions for up to 24M or triggered by carcinogen exposure (9, 26, 27), our data suggested that single KO of either *Mfn1* or *Mfn2* is not sufficient to cause age-related spontaneous tumor formation in the liver up to 18M. Some differences between the published results and ours may stem from our L-*Mfn2* mice being younger (18M) compared with the older ones used (24M). Nonetheless, it is highly likely that the loss of 1 MFN protein may be compensated by the other. In this study, we found a small portion (29% incidence) of L-*Mfn1*, *Mfn2* DKO mice developed tumors at 15–18M; however, the tumor burden and size in these mice were significantly lower than L-*Dnm1l–*KO mice, suggesting that mitochondrial fission may play a more critical role than mitochondrial fusion in maintaining hepatocyte homeostasis and preventing tumorigenesis. As fragmented mitochondria are more readily removed by mitophagy, it is likely that the lower levels of mitophagy in L-*Dnm1l–*KO mice compared with L-*Mfn1*, *Mfn2* DKO mice would lead to increased accumulation of damaged mitochondria, elevated oxidative stress, DNA damage, genome instability, and, eventually, liver tumorigenesis.

One of the most intriguing findings of this study is the increased metabolism of pyrimidines observed in the livers of L-*Dnm1l–*KO mice. Mitochondria are essential in pyrimidine metabolism, particularly in de novo pyrimidine synthesis, as the key enzyme catalyzing the conversion of dihydroorotate to orotate, DHODH, is located within the mitochondrial inner membrane (28). Our current study found that increased DHODH levels in L-*Dnm1l*–KO mice were associated with megamitochondria and enhanced pyrimidine biosynthesis. The increased production of pyrimidine nucleotides, which are essential for DNA and RNA synthesis, may contribute to liver tumor development in L-*Dnm1l–*KO mice. Future research is needed to further explore the causal relationship between megamitochondria formation, increased DHOH levels, and how DHODH-mediated pyrimidine synthesis and metabolism promote liver cancer progression.

The activation of adaptive and innate immune responses is a key outcome of mitochondrial dysfunction, which has been implicated in tumor surveillance (29). The cGAS/STING pathway is an evolutionarily conserved DNA-sensing defense mechanism that was initially identified for its role in protecting cells against viral infections (30). Accumulating evidence recently revealed a dual function of cGAS/STING signaling in both tumor suppression and promotion (31). Acute activation of STING in early neoplastic cells leads to cell cycle arrest via senescence-associated secretory phenotype (SASP). Experiment data indicated that cGAS or STING deficiency impairs senescence and SASP responses, accelerates spontaneous immortalization, and promotes tumor development (32–35). However, chronic exposure to activated cGAS/STING signaling can lead cancer cells to lose downstream cell cycle regulators, fostering tolerance. Additionally, sustained activation of inflammatory signaling in this state exhausts effector immune cells and recruits immunosuppressive cells, collectively creating an immune-suppressive tumor microenvironment that facilitates tumor survival and immune evasion (31, 36–38). Here, we reported a remarkable upregulated cGAS/STING pathway in L-*Dnm1l*–KO mouse liver, which is associated with an increased number of senescent cells and elevated cell cycle inhibitors, and these phenotypes become more evident in 15–18M tumor-bearing mice. Highly elevated cGAS/STING protein expression was observed in oncogene-induced tumor regions of L*-Dnm1l–*KO mice. Most importantly, further deletion of hepatic *cGAS* reduced spontaneous and oncogene-induced liver tumor development in L-*Dnm1l*–KO mice, supporting the idea that the activated cGAS/STING pathway promotes liver tumorigenesis in L-*Dnm1l*–KO mice.

Another interesting finding from this study is that TKO mice, with reestablished mitochondrial fission/fusion stasis, were more resistant to oncogene-induced hepatic tumorigenesis than WT mice. This resistance is likely attributed to an enhanced SASP and reduced pyrimidine synthesis, as indicated by the presence of more senescent cells and lower pyrimidine metabolites in TKO mouse liver. The mitochondria in TKO mice are theoretically less active than those in WT mice due to the absence of both fission and fusion proteins, rendering them less responsive to external stress. Indeed, TKO hepatocytes have an increased number of mitochondria with loss or abnormal reorganization of cristae, leading to reduced mitochondrial oxygen consumption and respiration. While these changes might only moderately affect the survival of normal hepatocytes, they could significantly impact the growth of transformed tumor cells due to their higher energy needs.

In conclusion, we found that deletion of mitochondrial fission protein DRP1 in the liver resulted in spontaneous tumor formation in mice. Mitochondrial dynamics and stasis are critical to maintaining hepatic mitochondrial homeostasis, pyrimidine metabolism, and hepatocyte functions. L-*Dnm1l–*KO mice had elevated pyrimidine metabolism and an activated cGAS/STING signaling pathway, which is associated with increased DNA damage, senescence, and compensatory proliferation. These factors collectively accelerated tumorigenesis during aging or exposure to external oncogenes. This study lays the foundation for future drug development aimed at maintaining homeostasis of mitochondrial dynamics to preserve normal liver physiology and prevent cancer.

## Methods

### Sex as a biological variable.

Male animals have a higher incidence of HCC than female ones. Our study examined both male and female animals, and results are reported for both sexes.

### Animal experiments.

*Dnm1l*^fl/fl^ mice (C57BL/6/129); *Mfn1* and *Mfn2*^fl/fl^ mice (C57BL/6/129); and *Dnm1l, Mfn1,* and *Mfn2*^fl/fl^ mice (C57BL/6/129) were generated as described previously (39). *cGas*^fl/fl^ mice were purchased from The Jackson Laboratory (catalog 026554). All mice were crossed with albumin-Cre mice (Alb-Cre, C57BL/6J, The Jackson Laboratory) for 6 generations. To generate a model of diet-induced MASH, male 8-week-old DKO mice and matched WT mice were fed with a chow diet and a CDAHFD (choline-deficient, amino acid–defined, high-fat diet [45% fat] containing 0.1% methionine) for 6 weeks. All animals were specific pathogen free and maintained in a barrier rodent facility under standard experimental conditions. All procedures were approved by the IACUC of The University of Kansas Medical Center. Blood and liver tissues were collected at the indicated mouse age. Liver injury was determined by measuring serum ALT and AST. Liver sections and H&E staining were performed as described previously (40).

### Hydrodynamic injection mouse model.

Eight-week-old male L-*Dnm1l*–KO, TKO, and matched WT mice were used in this study. Hydrodynamic injection was performed as previously described (20). Briefly, 20 μg of pT3-EF1aH *c-MYC* and pT3-EF1aH *YAP S127A* along with 1.6 μg of pCMV-SB10 transposase at a ratio of 25:1 were diluted in Ringer’s solution at a volume equivalent to 10% of the mouse’s body weight (g/mL). The solution was filtered through a 0.22 μm filter (Millipore, GSWP04700) and injected into the lateral tail vein in 5–7 seconds. Liver tissues and blood were collected 8 weeks after injection.

### RNA extraction and amplification.

Total RNA was extracted from mouse livers using TRIzol reagent (15596-026, Ambion, Thermo Fisher Scientific). For RNA-seq analysis, total RNA was assessed for quality using a Qubit assay for quantification and Agilent TapeStation gel analysis for integrity. Sequencing libraries were constructed using 1 μg of total RNA using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). The sequencing library construction process included mRNA purification by the poly(A) tails with poly(T) magnetic beads, fragmentation, strand-specific cDNA synthesis, end repair, 3′ end adenylation, adapter ligation, and PCR amplification. The constructed sequencing libraries were validated and quantified with Qubit and TapeStation assays. The sequencing library preparations were pooled together equally by nanogram amount, and the nanomolar concentration of the pool was verified with an Illumina KAPA Library Quantification qPCR assay (Roche). Each library was indexed with a barcode sequence and sequenced in a multiplexed fashion. An Illumina NextSeq 550 system was used to generate single-end, 75-base sequence reads from the libraries. Base calling was carried out by the instrument’s Real-Time Analysis software. The base call files (BCL files) were demultiplexed and converted to compressed FASTQ files by bcl2fastq2.

### RNA-seq data analysis.

RNA-seq data were analyzed using our previously established technical pipeline (41, 42). Briefly, we used HISAT2 v.2.1.0.13 to map the high-quality reads to the mouse reference genome (GRCm38.90). Quantification of the gene expression was generated with HTSeq-counts v0.6.0. Significant differentially expressed genes were generated with the R package DESeq2. Statistical significance was calculated by adjusting the *P* values with Benjamini-Hochberg FDR (43). The clustered heatmaps of the cGAS/STING pathway genes were plotted with ClustVis (44). PCA and volcano plots were prepared with R. Pathway analysis was performed using Ingenuity Pathway Analysis. We analyzed the enrichment of up- and downregulated genes among DRP1 KO and TKO groups compared with the WT group. Genes with a log_2_ fold change > 1.5 or < −1.5 with an FDR-corrected *q* value < 0.05 were used to perform the analysis.

### Liver metabolomics analysis.

Metabolomics analysis was performed by Metabolon, resulting in a dataset comprising 907 compounds of known identity (biochemicals). After log transformation and imputation of missing values using the minimum observed value for each compound, Welch’s 2-sample *t* test was applied to identify biochemicals that significantly differed between groups. A summary of the numbers of biochemicals that achieved statistical significance (*P* ≤ 0.05) and those approaching significance (0.05 < *P* < 0.10) is provided in the Supporting Data Values file.

### Liquid chromatography–mass spectrometry.

Twenty to forty milligrams of frozen liver tissue samples was weighed and kept in prechilled 2 mL Eppendorf tubes with beads and ground with a CryoMill (Retsch, NC1216630) at liquid nitrogen temperature and 20 Hz for 2 min. The ground samples were extracted by adding 40× 40:40:20 methanol:acetonitrile:water solution at –20°C with 0.1 M formic acid, followed by vortexing and centrifugation at 16,000*g* for 10 min at 4°C. Forty-four microliters of 15% (m/v) NH_4_HCO_3_ was added to 500 μL of the transferred extract to neutralize the acid. The samples were centrifuged at 16,000*g* for 10 min to remove the protein precipitate. Then, 300 μL of the supernatant was collected into a new tube for LC-MS. LC-MS was performed at the Rutgers Cancer Institute Metabolomics Shared Resource as previously described (45). The metabolite features were extracted in El-MAVEN with a mass accuracy window of 5 ppm. The metabolite annotation is based on accurate mass and retention time that matches the in-house library.

### Western blot analysis.

Total liver lysates were prepared using RIPA buffer (1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS). Proteins (30 μg) were separated by 8%–12% SDS-PAGE before transfer to a PVDF membrane. Membranes were probed using indicated primary and secondary antibodies and developed with SuperSignal West Pico Plus Chemiluminescent Substrate (Thermo Fisher Scientific, 34579) and Immobilon Western Chemiluminescent HRP Substrate (Millipore, WBKLS0500). All the primary and secondary antibodies used in this study are listed in Table 3.

### EM.

Fine-cut liver tissues were fixed with 2% glutaraldehyde in 0.1 mol/L phosphate buffer (pH 7.4) followed by 1% OsO_4_. After dehydration, thin sections were stained with uranyl acetate and lead citrate for observation under a JEM 1016CX electron microscope (JEOL). Images were acquired digitally.

### Histological staining.

A standard IHC procedure was applied in this study. Briefly, paraffin-embedded tissue sections were incubated with primary antibodies at 4°C overnight after deparaffinization and heat-induced antigen retrieval in citrate buffer. Sections were then washed and incubated with secondary antibodies for 1 h at 37°C and developed using ImmPACT NovaRED HRP substrate (Vector Labs, SK-4805). Tissues were counterstained with hematoxylin. The number of IHC positively stained cells was counted from 15 different fields (×200) in a double-blinded fashion. For Sirius red staining, paraffin-embedded liver tissue sections were dewaxed and rehydrated followed by staining sections with Sirius red solution.

The human HCC and normal liver tissue array slide (Biomax, LV1002) was immunostained for DRP1.

### β-Gal staining.

Liver cryosections were used for β-Gal staining following the manufacturer’s instructions (Cell Signaling Technology, 9860). Briefly, liver cryosections were fixed with 1× Fixative Solution for 15 min at room temperature and rinsed 2 times with 1× PBS. β-Gal Staining Solution was applied for a 37°C overnight incubation until a desired color was reached. Tissue sections were imaged immediately thereafter.

### Statistics.

All experimental data are expressed as mean ± SE and were subjected to 1-way ANOVA analysis with Bonferroni’s post hoc test or 2-tailed Student’s *t* test where appropriate. Mean ± SD was used for the quantitative data. A *P* value less than 0.05 was considered significant.

### Study approval.

All procedures were approved by the IACUC of The University of Kansas Medical Center (protocol IPROTO2024-387).

### Data availability.

The RNA-seq data have been deposited in NCBI’s GEO (GSE295255) and are publicly available. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

WXD conceived and supervised the project. XM, XW, MN, CZ, ZP, WL, JY, XS, LM, SL, WC, WXZ, and HMN performed experiments and analyzed the data. XM, HMN, and WXD conceived and designed the experiments. WXZ and HS provided key reagents and discussed the manuscript. WL, ZP, and XM analyzed the RNA-seq data. XM and WXD analyzed data and wrote the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- National Institute on Alcohol Abuse and Alcoholism awards R37 AA020518, R21 AA030617, and R01 AA031230 (to WXD).
- National Cancer Institute, R01 CA224550 (to WXZ).
- National Institute of Diabetes and Digestive and Kidney Diseases, R01 DK124612, R01 DK106540, and R01 DK124612 (to WL).
- National Institute of Diabetes and Digestive and Kidney Diseases, R01DK134737 (to HMN).
- National Institute of Environmental Health Sciences, R01 ES033623 (to WL).
- The University of Kansas Cancer Center, William Warner Abercrombie endowment (to WXD).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
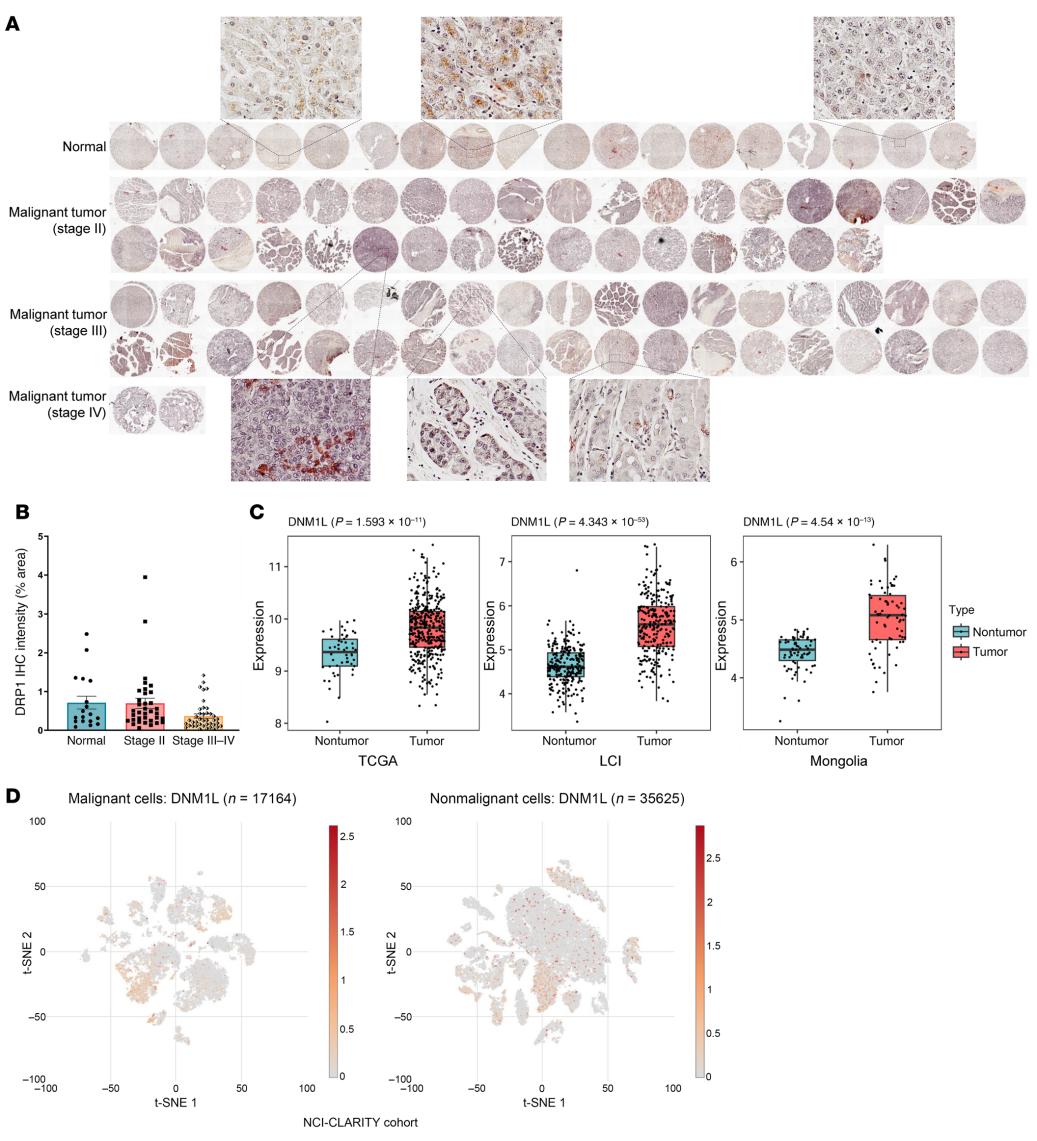
Heterogeneity of DRP1/*DNM1L* expression in human HCC samples. (**A**) IHC staining of DRP1 on human normal liver and HCC samples. The intensity of each staining was quantified using ImageJ (NIH). Original magnification, x20. (**B**) The value of each dot represents the optical density of 1 sample from **A**. Data are expressed as mean ± SE. *n* = 18, 35, 38, and 2 of normal, malignant tumor stage II, stage III, and stage IV. (**C**) Bioinformatics analysis of *DNM1L* expression in nontumor and HCC tumor tissues in the TCGA, LCI, and Mongolia databases. The box plots depict the minimum and maximum values (whiskers), the upper and lower quartiles, and the median. (**D**) scRNA-seq analysis of *DNM1L* expression in the NCI-CLARITY cohort dataset.

**Figure 2:**
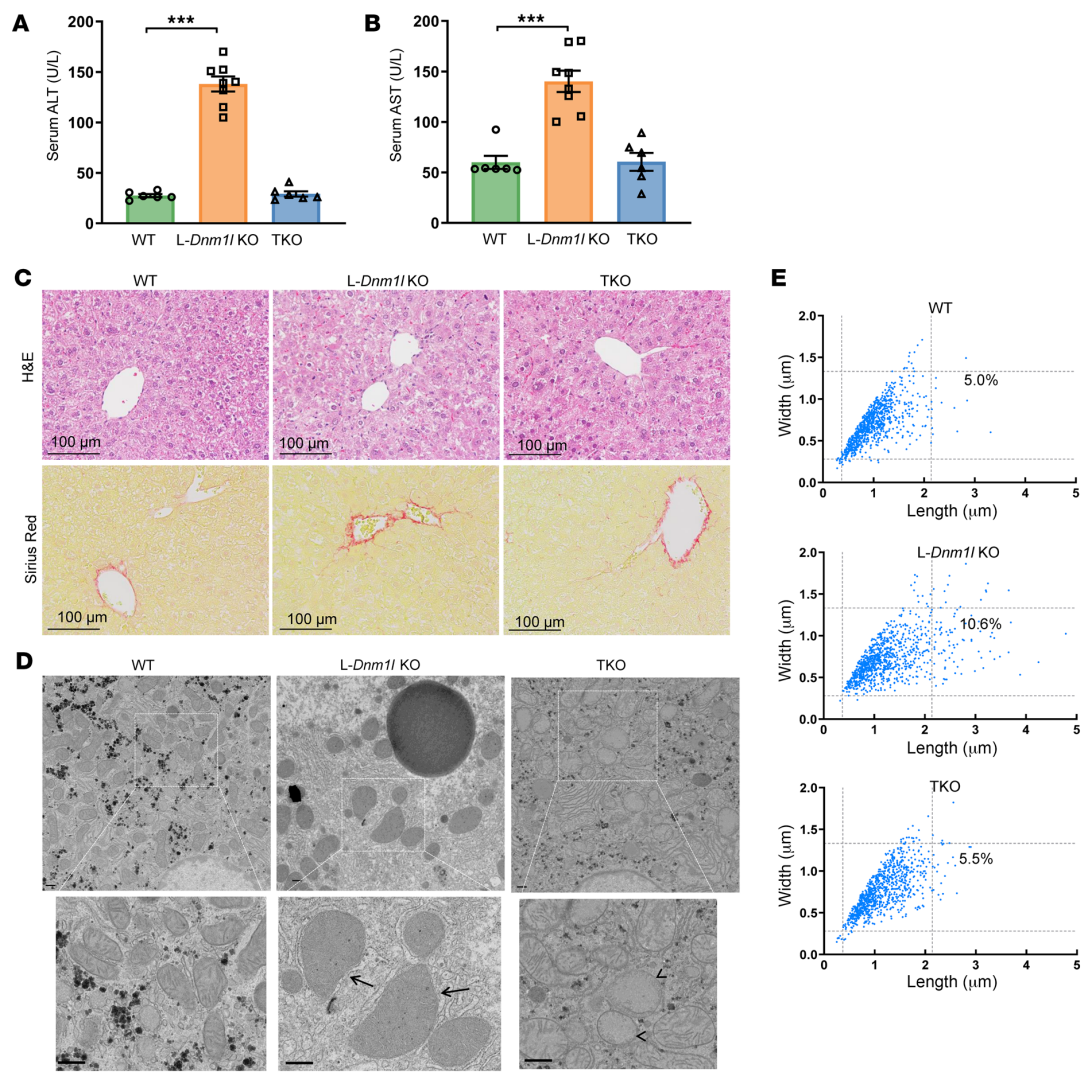
L-*Dnm1l–*KO mice have an increased number of megamitochondria and liver injury, restored by additional *Mfn1* and *Mfn2* ablation. (**A** and **B**) Serum ALT and AST activities of 2M mice with indicated genotypes. (**C**) Representative H&E and Sirius red staining from 2M mouse liver. Scale bars: 100 μm. (**D**) Representative EM images of the livers from 2M mice. Arrows denote megamitochondria, and arrowheads denote abnormal mitochondria cristae. Scale bars: 500 nm. (**E**) Quantification of mitochondrial size from EM images. The reference lines represent the 95th percentile in the WT group. Images from 3 mice were quantified in each group (mitochondria number = 600–900). All results are expressed as mean ± SE (*n* = 6–8). ***P < 0.001; 1-way ANOVA analysis with Dunnett’s test.

**Figure 3:**
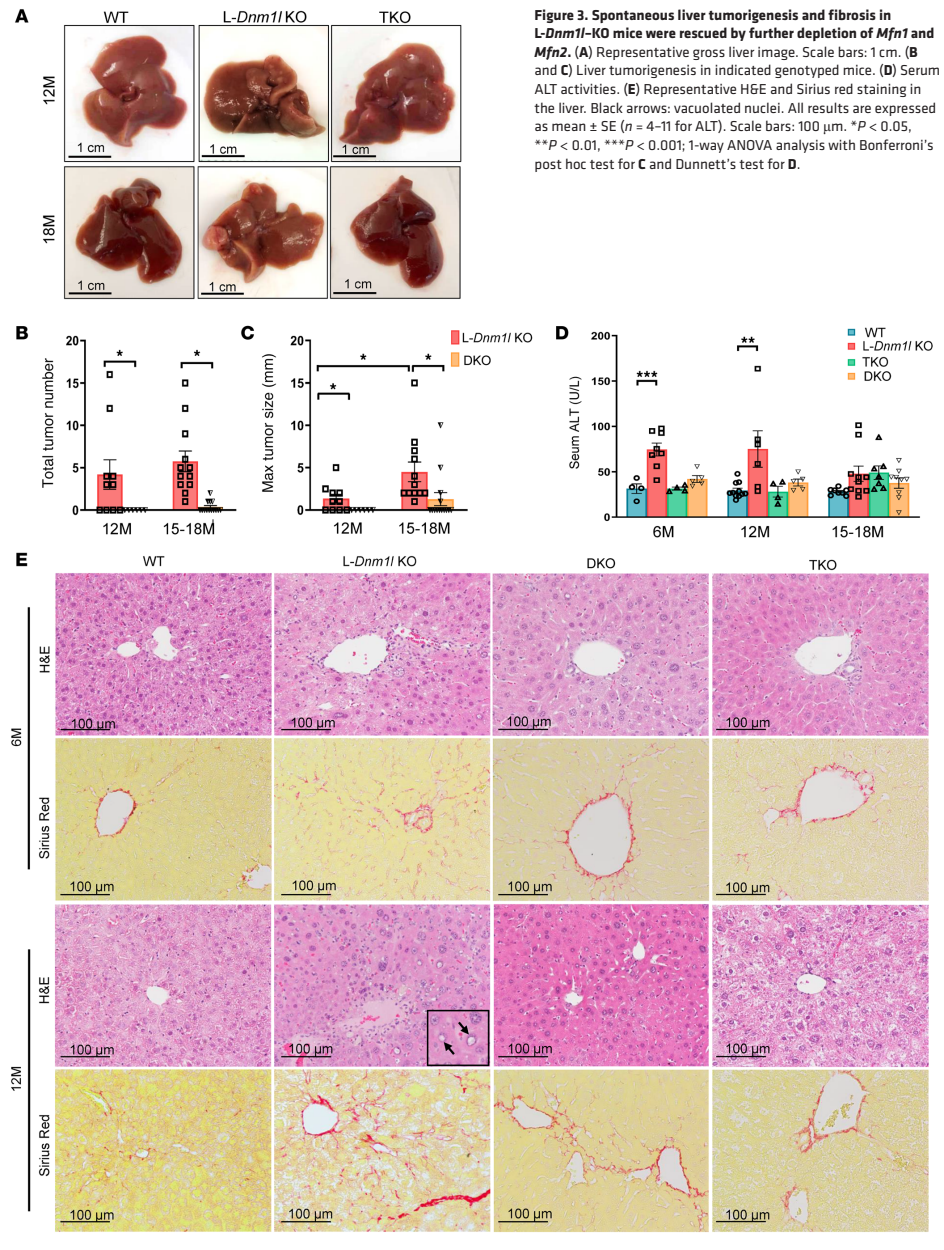
Spontaneous liver tumorigenesis and fibrosis in L-*Dnm1l*–KO mice were rescued by further depletion of *Mfn1* and *Mfn2*. (**A**) Representative gross liver image. Scale bars: 1 cm. (**B** and **C**) Liver tumorigenesis in indicated genotyped mice. (**D**) Serum ALT activities. (**E**) Representative H&E and Sirius red staining in the liver. Black arrows: vacuolated nuclei. All results are expressed as mean ± SE (*n* = 4–11 for ALT). Scale bars: 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001; 1-way ANOVA analysis with Bonferroni’s post hoc test for **C** and Dunnett’s test for **D**.

**Figure 4:**
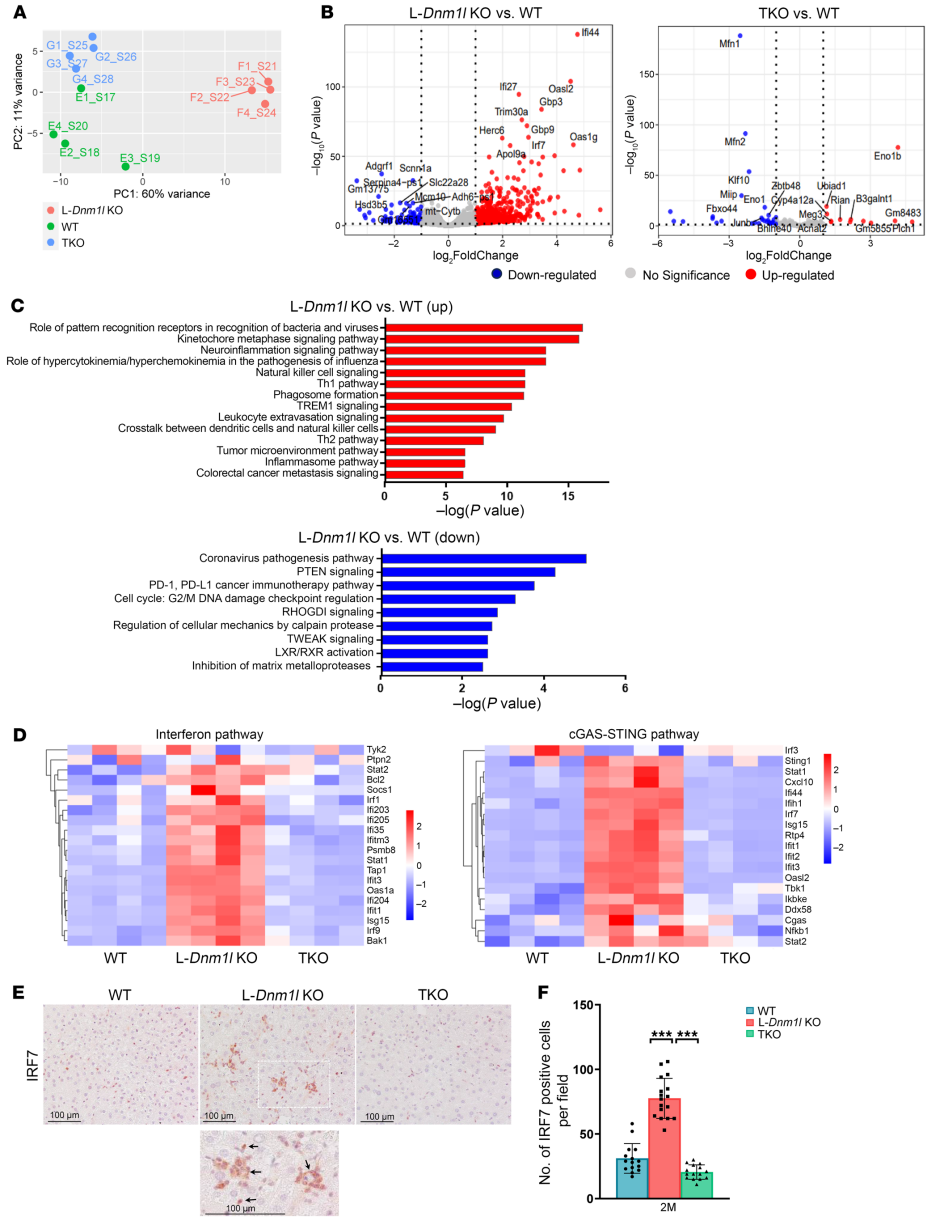
Loss of liver *Dnm1l* activates the cGAS/STING/interferon pathway and promotes tumor microenvironment transformation, blunted in TKO mice. (**A**) PCA of RNA-seq dataset. (**B**) Volcano plot of RNA-seq dataset. (**C**) The top up- and downregulated pathways identified by Ingenuity Pathway Analysis from RNA-seq dataset of indicated mouse liver tissues. (**D**) Heatmap of genes involved in the interferon and cGAS/STING pathways from the RNA-seq dataset. (**E** and **F**) Representative IHC staining of IRF7 in 2M mouse liver. At least 5 fields were quantified from each mouse (*n* = 3 mice). Scale bars: 100 μm. All results are expressed as mean ± SD. ***P < 0.001; 1-way ANOVA analysis with Bonferroni’s post hoc test.

**Figure 5:**
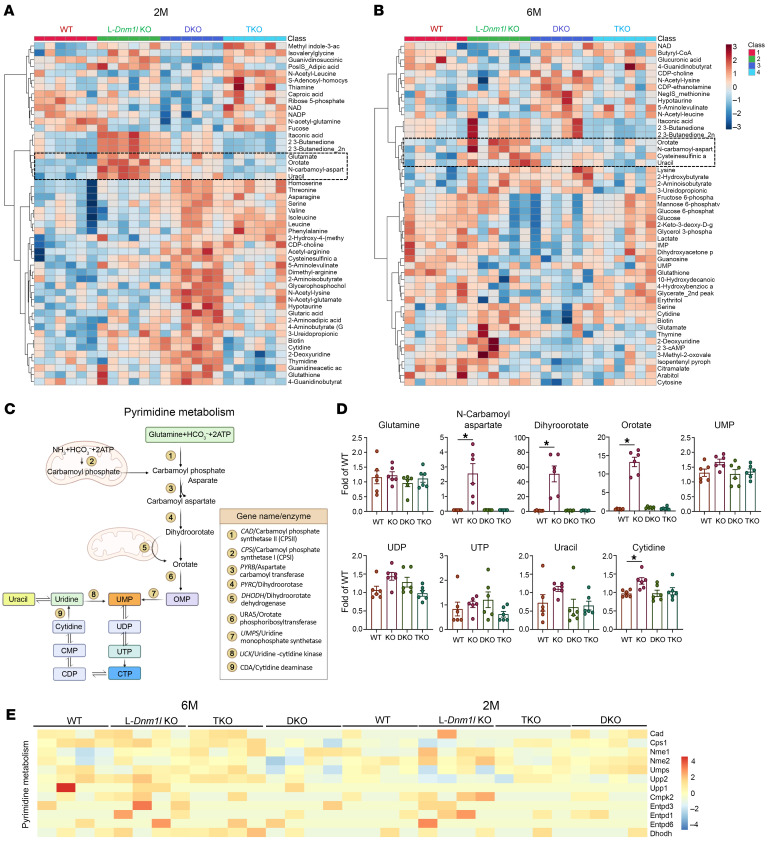
Increased pyrimidine synthesis and metabolism in the liver of L-*Dnm1l*–KO but not TKO mice. Polar metabolites were extracted and subjected to LC-MS. Heatmap of targeted metabolomics analysis of indicated 2M (**A**) and 6M (**B**) mouse liver tissues (*n* = 6). Pyrimidine-related metabolites are in boxes. (**C**) A summary graph of mitochondria and pyrimidine synthesis pathway. (**D**) Levels of key pyrimidine metabolites from untargeted metabolomics analysis (*n* = 6). (**E**) Heatmap of pyrimidine metabolism genes from the RNA-seq analysis (*n* = 6). All results are expressed as mean ± SE. *P < 0.05; 1-way ANOVA analysis with Bonferroni’s post hoc test.

**Figure 6:**
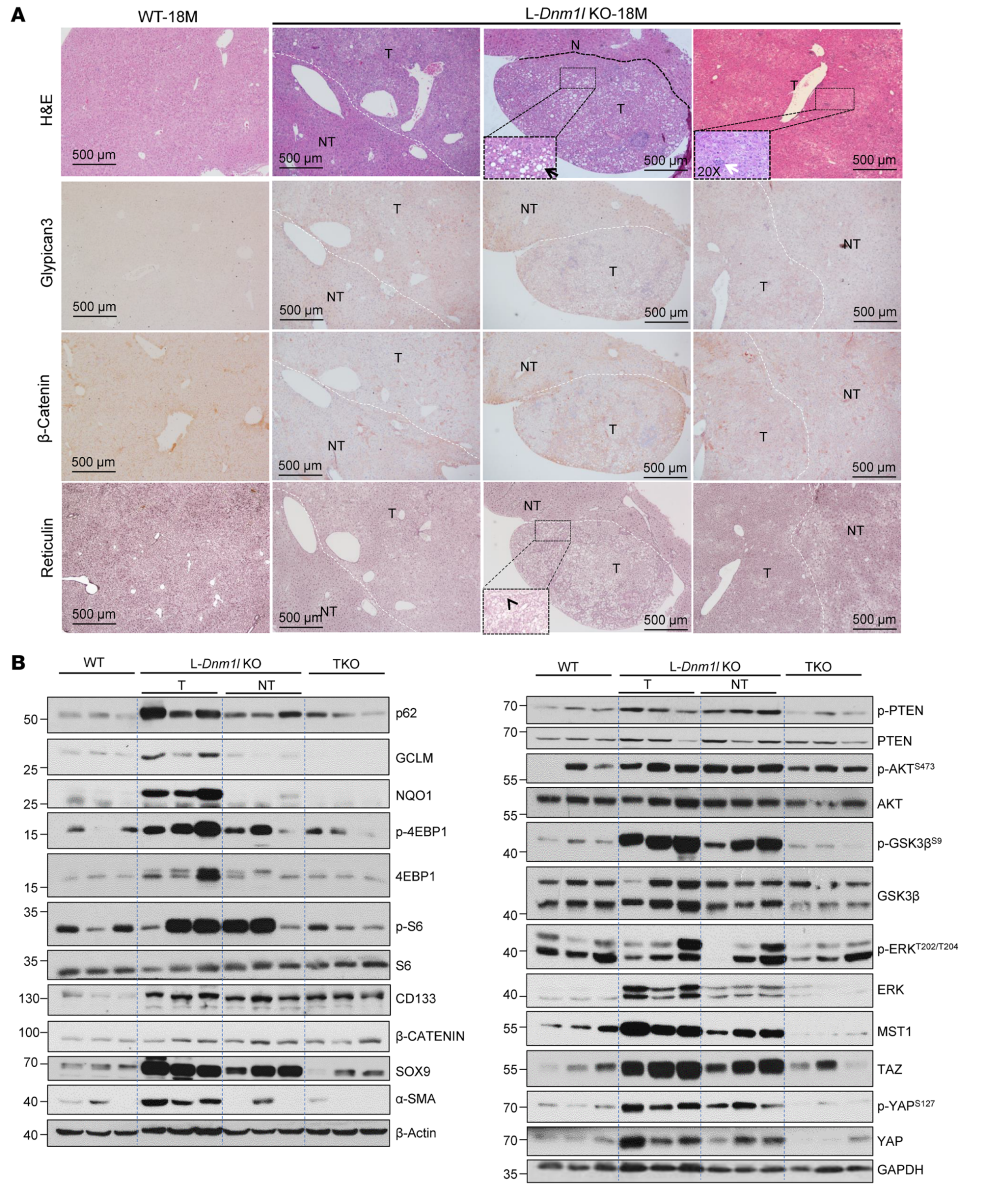
Hepatocellular adenoma in L-*Dnm1l*–KO mice. (**A**) Representative H&E and IHC staining of Glypican 3 and β-CATENIN as well as reticulin staining in 18M L-*Dnm1l*–KO and matched WT mouse liver. The white dotted line marks the boundary of tumor and nontumor areas. The black arrow indicates hepatocellular adenoma with lipid accumulation, the white arrow indicates infiltrated inflammatory cells, and the arrowhead indicates the reticulin^+^ staining. Scale bars: 500 μm. Zoom, ×20. (**B**) Western blot analysis from total liver lysates or tumor (T) and nontumor (NT) tissues of indicated 18M mice.

**Figure 7:**
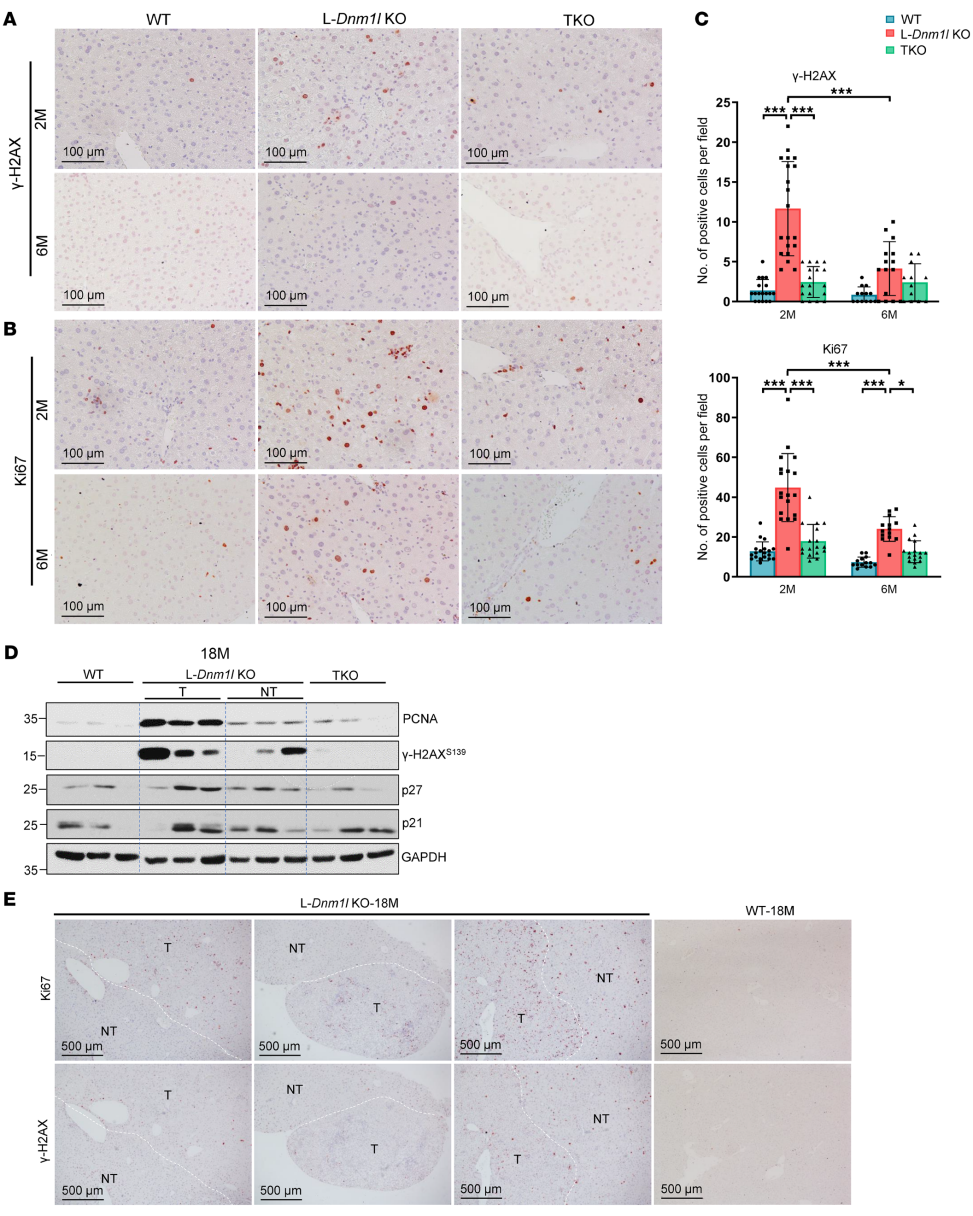
Increased DNA damage and proliferation in L-*Dnm1l*–KO but not TKO mice. (**A** and **B**) Representative IHC staining of γ-H2AX and Ki67 of indicated mouse genotypes. Scale bars: 100 μm. (**C**) At least 5 fields were quantified from each mouse (*n* = 3 mice). All results are expressed as mean ± SD. *P < 0.05, ***P < 0.001; 1-way ANOVA analysis with Bonferroni’s post hoc test. (**D**) Western blot analysis from total liver lysates or tumor and nontumor tissues of indicated 18M mice. (**E**) Representative IHC staining of γ-H2AX and Ki67 in 18M indicated genotyped mice. The white dotted line marks the boundary of tumor (T) and nontumor (NT) areas. Scale bars: 500 μm.

**Figure 8:**
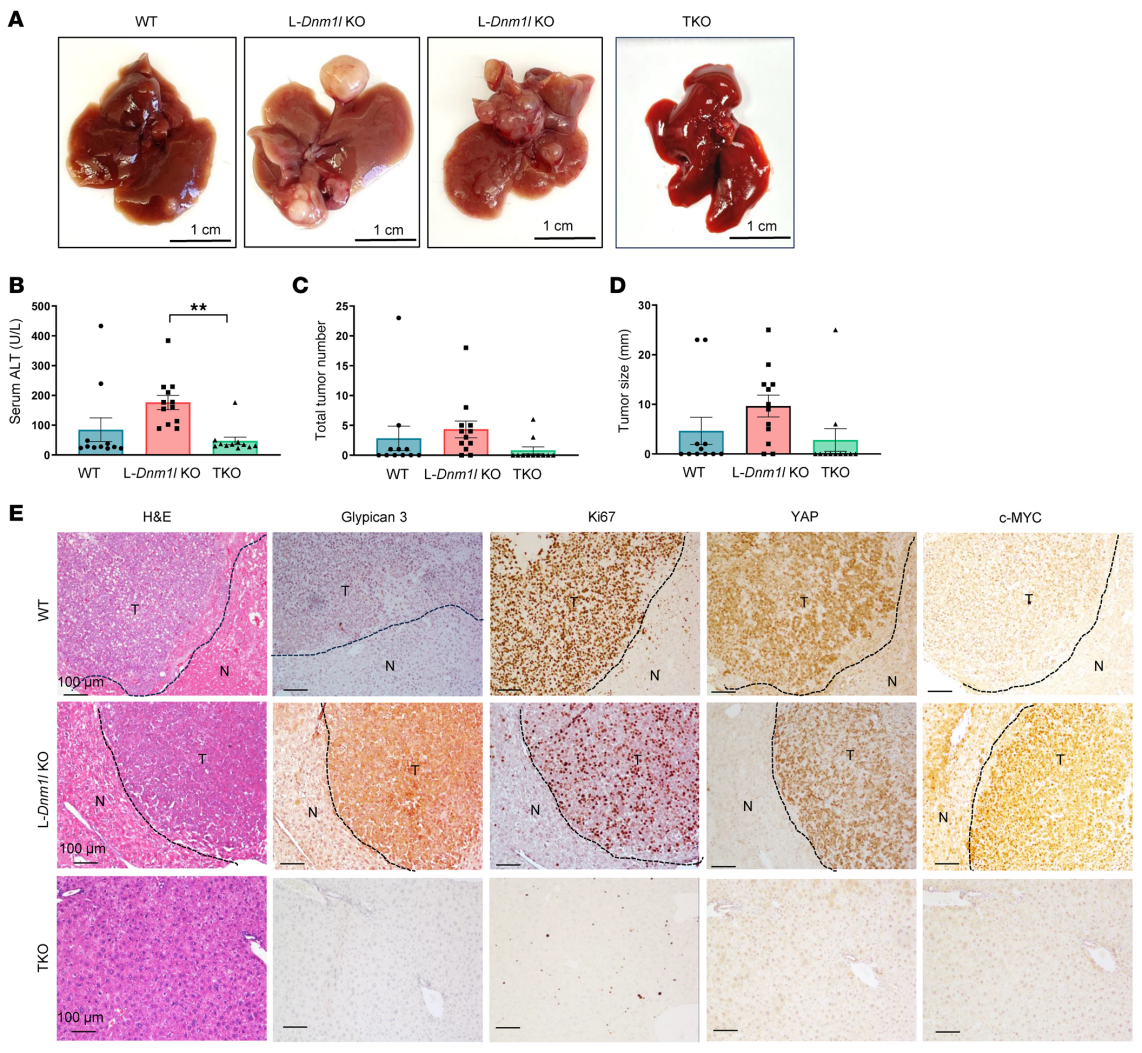
Increased oncogene-driven liver tumorigenesis in L-*Dnm1l*–KO but not TKO mice. Sleeping beauty transposon (SB10) and c-MYC/YAP^S127A^ were delivered into 8-week-old male mice of indicated genotypes through hydrodynamic tail vein injection. Liver tissues and blood were collected 8 weeks after injection. (**A**) Representative gross mouse liver images of indicated genotypes. Scale bars: 1 cm. (**B**) Serum ALT activities, (**C**) the number of tumors per mouse liver, and (**D**) tumor size are quantified. All results are expressed as mean ± SE (*n* = 11–12). **P < 0.01; 1-way ANOVA analysis with Dunnett’s test. (**E**) Representative H&E and IHC staining of indicated proteins in livers from mice with specific genotypes. The black dotted line marks the boundary of tumor (T) and nontumor (N) areas. Scale bars: 100 μm.

**Figure 9:**
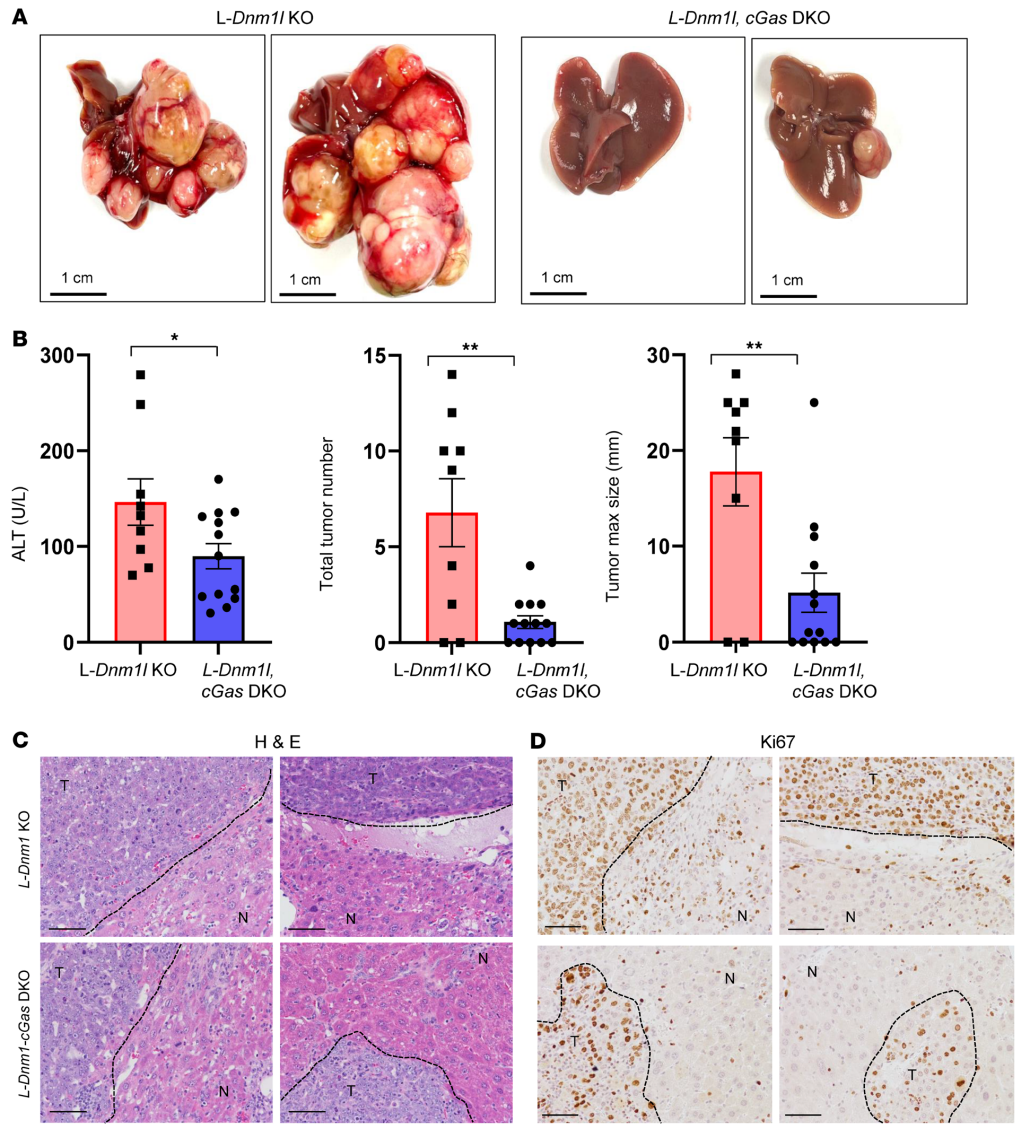
Loss of hepatic cGAS inhibits oncogene-driven liver tumor development. Sleeping beauty transposon (SB10) and c-MYC/YAP^S127A^ were delivered into 8-week-old male mice of indicated genotypes through hydrodynamic tail vein injection. Liver tissues and blood were collected 8 weeks after injection. (**A**) Representative gross mouse liver images of indicated genotypes. Scale bars: 1 cm. (**B**) Serum ALT activities, the number of tumors per mouse liver, and tumor size are quantified. All results are expressed as mean ± SE (*n* = 9–13). *P < 0.05, **P < 0.01; Student’s *t* test. (**C** and **D**) Representative H&E and IHC staining of Ki67 in livers from mice with specific genotypes. The black dotted line marks the boundary of tumor (T) and nontumor (N) areas. Scale bars: 100 μm.

**Table 3:**
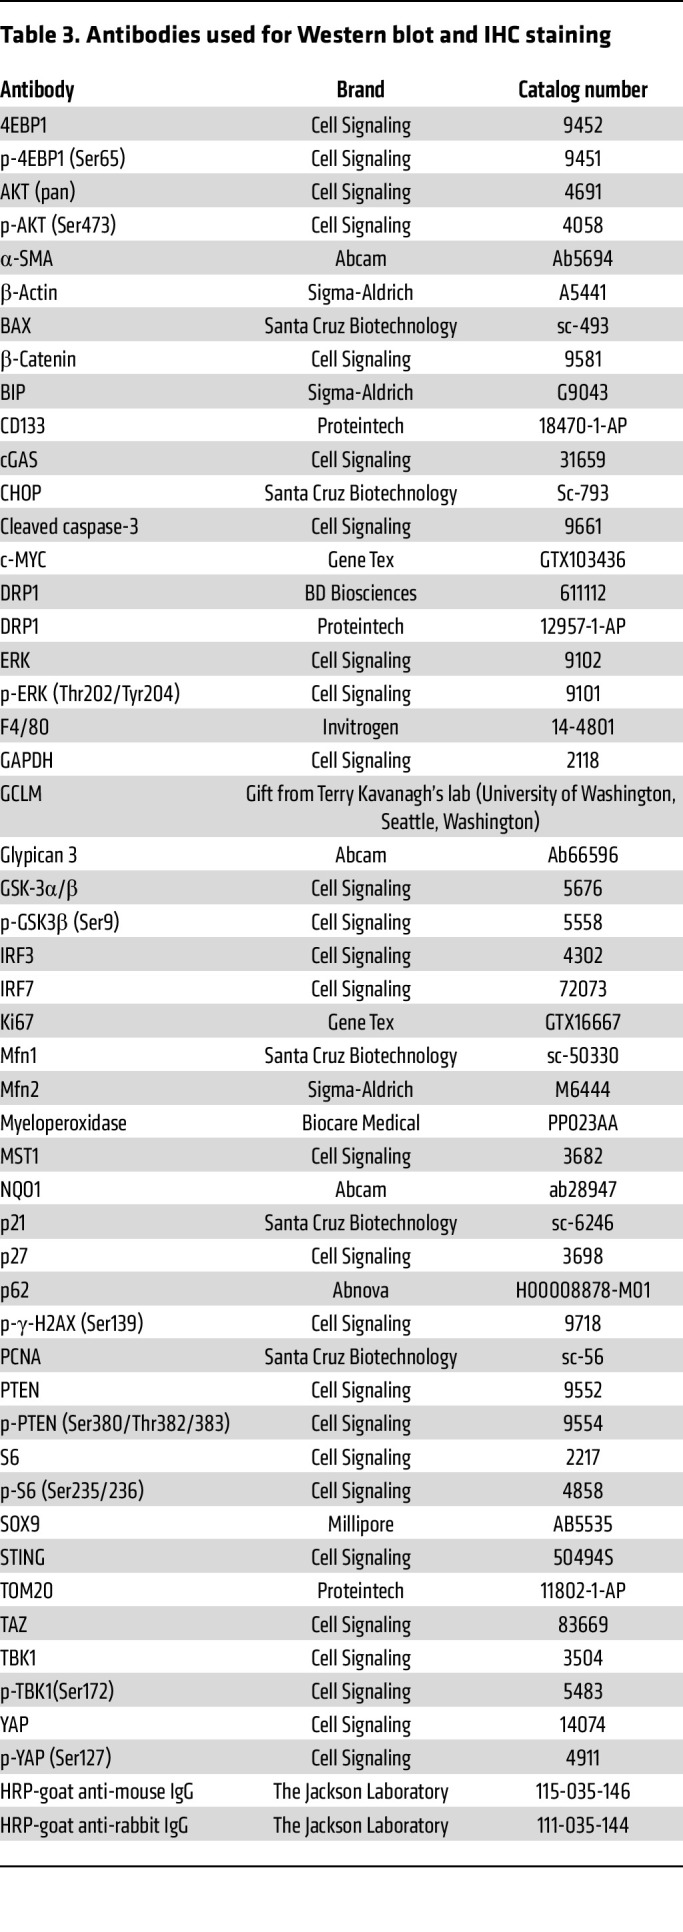
Antibodies used for Western blot and IHC staining

**Table 2:**
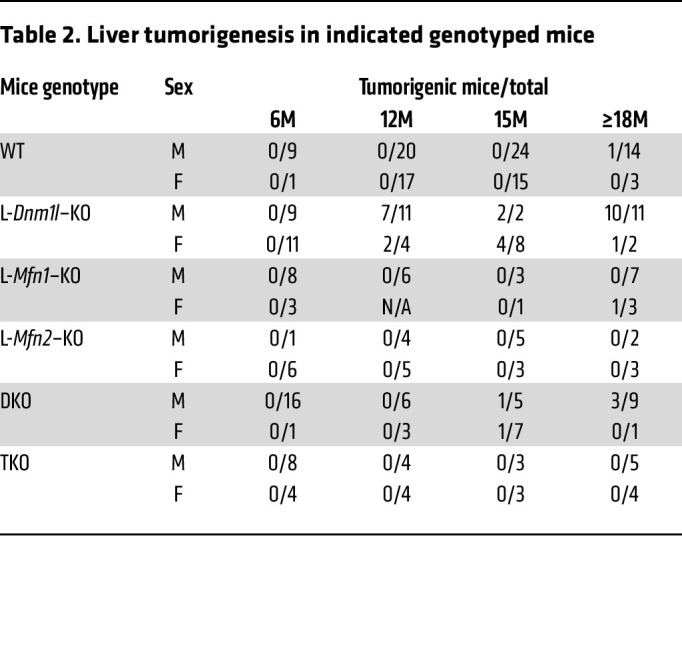
Liver tumorigenesis in indicated genotyped mice

**Table 1:**
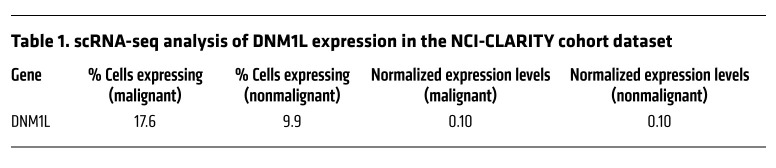
scRNA-seq analysis of DNM1L expression in the NCI-CLARITY cohort dataset

# Supplementary material for: Genetic disruption of mitochondrial dynamics and stasis leads to liver injury and tumorigenesis
**Source:** J Clin Invest. 2025 Dec 16;136(4):e194441. doi: 10.1172/JCI194441
**Supplement:** Supplemental data

# Genetic Disruption of Mitochondrial Dynamics and Stasis Leads to Liver Injury and Tumorigenesis

Xiaowen Ma<sup>1#</sup>, Xiaoli Wei<sup>1</sup>, Mengwei Niu<sup>1</sup>, Chen Zhang<sup>1</sup>, Zheyun Peng<sup>2</sup>, Wanqing Liu<sup>2,3</sup>, Junrong Yan<sup>4</sup>, Xiaoyang Su<sup>4</sup>, Lichun Ma<sup>5,6</sup>, Shaolei Lu<sup>7</sup>, Wei Cui<sup>8</sup>, Hiromi Sesaki<sup>9</sup>, Wei-Xing Zong<sup>4</sup>, Hong-Min Ni<sup>1</sup>, and Wen-Xing Ding<sup>1,8\*</sup>

## Supplemental Figure Legend

### **Supplemental Figure 1. Gene expression correlation of mitochondrial dynamic genes with other pathways.**

Gene expression data from non-tumor (n=50) and HCC tumor tissues (n=374) in the TCGA-LIHC dataset was used for heatmap and gene-gene expression correlation analysis. The heatmap and correlation plots display the expression of mitochondrial dynamic genes and their correlation with basic mitochondrial genes (A) and oncogenes (B).

### **Supplemental Figure 2. Gene expression correlation of mitochondrial dynamic genes with other pathways.**

Gene expression data from non-tumor (n=50) and HCC tumor tissues (n=374) in the TCGA-LIHC dataset was used for heatmap and gene-gene expression correlation analysis. The heatmap and correlation plots illustrate the expression of mitochondrial dynamic genes and their correlation with pyrimidine metabolism genes (A) and cGAS-interferon pathway genes (B).

### **Supplemental Figure 3. Increased hepatic $\alpha$ -SMA levels in L-*Dnm1l* KO but not TKO mice.**

Western blot analysis of total liver lysates of indicated mouse genotypes at 2M (A), 6M (B) and 12M (C).

### **Supplemental Figure 4. Decreased mitochondria oxygen consumption rate (OCR) and state 3 respiration in L-*Dnm1l* KO but not TKO mouse liver mitochondria.**

(A) Hepatic mitochondria were isolated for bioenergetics analysis using Seahorse Bioscience XF analyzer (n=3-5) (B). Quantification of state 3 respiration from (A). Data are shown as means $\pm$  SEM (n=3-5). ADP, adenosine diphosphate; FCCP, carbonyl cyanide p-trifluoromethoxyphenylhydrazone; OCR, oxygen consumption rate, AIF, apoptosis-inducing factor.

**Supplemental Figure 5. L-Dnm1l KO mouse livers have decreased mitophagy which was rescued in TKO mice.**

(A) Representative EM images of livers from 2-month-old mice of the indicated genotypes. Black arrows indicate mitochondria enclosed by an autophagosome. Red arrow indicates megamitochondria. Bar: 500 nm. The TKO image contains overlapping areas and was cropped from two different regions of the same sample, as shown in Figure 2D. (B) Quantification of mitophagy from EM images. Data shown are dot plot of the mitophagosomes that contain mitochondria (n=31-46 images of 3 different mouse livers).

**Supplemental Figure 6. Characterization of overexpression of MFN2 in mouse livers.**

Male 2-3 months old C57BL/6J mice were either injected with Ad-null or Ad-Mfn2 (iv,  $2 \times 10^9$  PFU/mouse) for 10 days. (A) Total liver lysates were analyzed by western blot. (B) Representative immunofluorescence images of TOM20 staining in the livers. Nuclei were stained with Hoechst 33342. Arrows indicate megamitochondria. (C) Serum ALT levels were quantified. Data are presented as means  $\pm$  SE (n=3). \*  $p < 0.05$ , Student's t-test. (D) Representative H&E staining of liver tissues.

**Supplemental Figure 7. L-Mfn1, Mfn2 DKO mice are resistant to CDAHFD-induced metabolic dysfunction-associated steatohepatitis (MASH).**

Male 2 months old Alb Cre- *Mfn1*, *Mfn2* flox/flox mice and Alb Cre+, *Mfn1*, *Mfn2* flox/flox mice were fed either with a control chow diet or CDAHFD for 6 weeks. (A) Serum ALT levels, (B) hepatic triglyceride (TG) and (C) hepatic cholesterol levels were quantified (n=7). (D-E) Representative images

of H & E and Sirius Red staining of liver sections are shown. (F) Total liver lysates were subjected to western blot analysis. (G) Total hepatic RNA was extracted and subjected to qPCR analysis. Data are presented as means  $\pm$  SE (n=7). \*  $p < 0.05$ , Two-way analysis of variance analysis with Bonferroni's post hoc test.

**Supplemental Figure 8. L-*Dnm1l* KO mice but not DKO and TKO mice have increased activation of cGAS-STING-interferon pathway in the liver.**

(A) Principal component analysis (PCA) of RNA-seq dataset of 6M mice. (B) Heatmap of interferon and cGAS-STING pathway involved genes from the RNA-seq dataset. (C) Western blot analysis from total liver lysates or tumor and non-tumor tissues of indicated mice at 18M. (D) Western blot analysis of total liver lysates from mice of indicated genotypes at 18M. T: tumor, NT: non-tumor.

**Supplemental Figure 9. Loss of liver *Dnm1l* promotes endoplasmic reticulum (ER) stress and immune cell infiltration in mouse livers, which are suppressed in TKO mice.**

(A-B) Representative immunohistochemistry staining of F4/80 and MPO from indicated mouse liver. At least 5 fields were quantified from each mouse (n=3 mice). (C) Western blot analysis of total liver lysate. All results are expressed as means  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; One-Way ANOVA analysis with Bonferroni's post hoc test.

**Supplemental Figure 10. IRF7-positive cells are closely localized in areas enriched with F4/80-positive macrophages.**

Representative immunohistochemistry staining of F4/80 and IRF7 from 2-month-old L-*Dnm1l* KO mice. Arrows indicate IRF7 and F4/80-positive cells.

**Supplemental Figure 11. Liver cell type gene expression signature in WT, L-*Dnm1l* KO, DKO and TKO mice.**

(A) Pathway analysis of signature gene expression of hepatocytes, HSC and Kupffer cell/macrophage of RNA-seq dataset of 2M (A) and 6M (B) mice of indicated genotypes

**Supplemental Figure 12. Changes of hepatic DHODH in L-*Dnm1l* KO mice.**

(A) Total liver lysates from 2-month-old WT, L-*Dnm1l* KO, and L-*Dnm1l*, *Mfn1*, *Mfn2* TKO mouse livers were subjected to western blot analysis. (B) Total liver lysates from 2-month-old WT, L-*Dnm1l* KO, and L-*Dnm1l*, *cGAS* DKO mouse livers were subjected to western blot analysis.

**Supplemental Figure 13. Mitochondria complex assembly gene expression changes in L-*Dnm1l* KO, DKO and TKO mice.**

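For the genes of the respiratory complexes, the median log2 fold change in 2M L-*Dnm1l*–KO mice was −0.43 for the 8 complex II genes (camera, adjusted *P* value 0.025, and no call with any alternative tried, 0.089 to 0.50), −0.37 for the 13 complex III genes (0.13) and −0.31 for the 40 complex IV genes (0.63). In 2M TKO mice these medians were −0.03, 0.12 and 0.22. In 2M DKO mice they were −0.44, −0.07 and −0.06, and in 6M DKO mice −0.74, −0.86 and −0.86.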

Heatmap of mitochondria complex assembly genes from the RNA-seq dataset of 2M and 6M mouse livers of indicated genotypes.

**Supplemental Figure 14. Mitochondria cristae architecture and metabolic transporter gene expression changes in L-*Dnm1l* KO, DKO and TKO mice.** Heatmap of mitochondria cristae architecture and metabolic transporter genes from the RNA-seq dataset of 2M and 6M mouse livers of indicated genotypes.

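The 37 cristae formation genes had a median log2 fold change of −0.45 in 2M L-*Dnm1l*–KO mice (camera, adjusted *P* value 0.049) and 0.08 in 2M TKO mice. At 6M these medians were 0.05 and 0.06. The 71 genes of metabolite transporters had a median of −0.42 in 2M L-*Dnm1l*–KO mice (0.014), 0.00 in 2M TKO mice and −0.08 in both genotypes at 6M. In 6M DKO mice the transporter genes were lower (0.00088), also among genes with a mean normalized count of at least 1 (0.012) or 10 (0.011). Of the 71, 55 are coding genes with no gene on the opposite strand, a class that was lower there too. The cristae formation genes did not pass in 6M DKO mice (0.057). Neither list passed the threshold in 2M L-*Dnm1l*–KO mice under any alternative tried (0.23 to 0.97 and 0.060 to 0.33).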

**Supplemental Figure 15. Mitochondria transcription and protein import gene expression changes in L-*Dnm1l* KO, DKO and TKO mice.**

Heatmap of mitochondria transcription and protein import genes from the RNA-seq dataset of 2M and 6M mouse livers of indicated genotypes.

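The 10 genes of mitochondrial transcription had a median log2 fold change of −0.11 in 2M L-*Dnm1l*–KO mice (camera, adjusted *P* value 0.99) and the 37 protein import genes one of −0.17 (0.53). In 2M TKO mice these medians were 0.08 and 0.07. At 6M they were −0.12 and 0.08 in L-*Dnm1l*–KO mice. Neither list was distinguishable from the other genes.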

**Supplemental Figure 16. 

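The 26 genes of proteostasis and mitophagy had a median log2 fold change of −0.71 in 2M L-*Dnm1l*–KO mice (camera, adjusted *P* value 0.0093) and 0.17 in 2M TKO mice. The adjusted *P* value was 0.063 for genes with a mean normalized count of at least 1, 0.62 for those of at least 10, 0.13 with a correlation of 0.05 and 0.067 with gene classes centred separately. The 30 genes of RNA modification and processing had a median of 0.00 (0.94), the 19 tRNA synthetase genes one of 0.00 (0.96) and the 11 ubiquinone synthesis genes one of 0.01 (0.98) in 2M L-*Dnm1l*–KO mice. At 6M the median of proteostasis and mitophagy genes was −0.20 in L-*Dnm1l*–KO mice (0.53).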

Mitochondria mRNA/mRNA/rRNA modification and processing, proteostasis and mitophagy, TRNA amino acid synthetase and UQ synthesis gene expression changes in L-*Dnm1l* KO, DKO and TKO mice.** Heatmap of mitochondria mRNA/mRNA/rRNA modification and processing, proteostasis and mitophagy, TRNA amino acid synthetase and UQ synthesis genes from the RNA-seq dataset of 2M and 6M mouse livers of indicated genotypes.

**Supplemental Figure 17. Mitochondria Ribosome subunit assembly factors, mitochondria**

**translation, and mtDNA replication gene expression changes in L-*Dnm1l* KO, DKO and TKO mice.**

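The 87 genes of the mitochondrial ribosome had a median log2 fold change of −0.11 in 2M L-*Dnm1l*–KO mice (camera, adjusted *P* value 0.67). The 16 genes of mitochondrial translation had a median of −0.14 (0.92) and the 10 genes of mtDNA replication one of 0.18 (0.54). In 2M TKO mice these medians were 0.00, −0.04 and 0.01. In 6M DKO mice the mitochondrial ribosome genes had a median of −0.82 (0.13), and 65 of the 87 were lower than in WT mice.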

Heatmap of mitochondria Ribosome subunit assembly factors, mitochondria translation, and mtDNA replication genes from the RNA-seq dataset of 2M and 6M mouse livers of indicated genotypes.

**Supplemental Figure 18. Liver adenoma cells in L-*Dnm1l* KO mice do not express DRP1 protein.**

(A) Total liver lysates from normal, tumor and tumor adjacent normal tissues from 18-month-old WT, L-*Dnm1l* KO, and L-*Dnm1l*, *Mfn1*, *Mfn2* TKO mouse livers were subjected to western blot analysis. (B) Representative images of IHC staining of DRP1 from 18-month-old WT and L-*Dnm1l* KO mice. Arrows indicate DRP1 positive immune and endothelial cells. CV: central vein; PV: portal vein. The red line divides normal (N) and tumor tissues (T).

**Supplemental Figure 19. Liver cell senescence staining in L-*Dnm1l* KO, DKO and TKO mice.**

(A-B) Representative images of  $\beta$ -Galactosidase ( $\beta$ -Gal) staining using liver cryosections of 2M and 18M mice of indicated genotypes (n=2 mice in each group). All results are expressed as means $\pm$  SD. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001; One-Way ANOVA analysis with Bonferroni's post hoc test.

**Supplemental Figure 20. DRP1 IHC staining in oncogene-driven tumor sections of L-*Dnm1l* KO and WT mice.**

Sleeping beauty transposon (SB10) and *c-MYC/YAP*<sup>S127A</sup> were delivered into 8-week-old male mice of indicated genotypes through hydrodynamic tail vein injection. Liver tissues and blood were collected 8 weeks post-injection. Representative IHC DRP1 staining images are shown.

Arrows indicate DRP1 positive immune cells. N: normal, T: Tumor. Bar: 100  $\mu$ m.

**Supplemental Figure 21. Expression of mitochondrial proteins in oncogene-driven tumor sections of L-*Dnm1l* KO, TKO and WT mice.**

Sleeping beauty transposon (SB10) and *c-MYC/YAP<sup>S127A</sup>* were delivered into 8-week-old male mice of indicated genotypes through hydrodynamic tail vein injection. Liver tissues were collected 8 weeks post-injection. (A) Western blot analysis from tumor and non-tumor tissues of indicated mice. (B) Densitometry analysis from (A). All results are expressed as means $\pm$  SD (n=3-5). T: tumor, NT: non-tumor. OM: outer mitochondrial membrane, IM: inner mitochondrial membrane.

**Supplemental Figure 22. TOM20 staining in oncogene-driven tumor sections of L-*Dnm1l* KO and WT mice.**

Sleeping beauty transposon (SB10) and *c-MYC/YAP<sup>S127A</sup>* were delivered into 8-week-old male mice of indicated genotypes through hydrodynamic tail vein injection. Liver tissues and blood were collected 8 weeks post-injection. (A) Representative immunofluorescence images of TOM20 staining are shown. (B) and (C) are enlarged photographs from the boxed areas. Arrow denotes fragmented mitochondria. Arrow heads denote large size mitochondria. Bar: 20  $\mu$ m.

**Supplemental Figure 23. Activated cGAS-STING pathway in oncogene-driven tumor sections of L-*Dnm1l* KO and WT mice.**

Sleeping beauty transposon (SB10) and *c-MYC/YAP<sup>S127A</sup>* were delivered into 8-week-old male mice of indicated genotypes through hydrodynamic tail vein injection. Liver tissues and blood were collected 8 weeks post-injection. Western blot analysis from tumor and non-tumor tissues of indicated mice. T: tumor, NT: non-tumor.

**Supplemental Figure 24. Loss of hepatic cGAS inhibits liver tumorigenesis in L-*Dnm1l* KO mice.**

L-*Dnm1l* KO and L-*Dnm1l*, cGAS DKO mice were fed with a regular chow diet and liver tissues were harvested at indicated time. (A) Representative gross liver image. (B) Serum ALT activities and quantification of liver tumor numbers and size. All results are expressed as means $\pm$  SEM (n=9-11). \*p<0.05, Student's t-test compared to corresponding L-*Dnm1l* KO group. (C) Representative H&E staining of liver tissues of L-*Dnm1l* KO and L-*Dnm1l*, cGAS DKO mice.

A

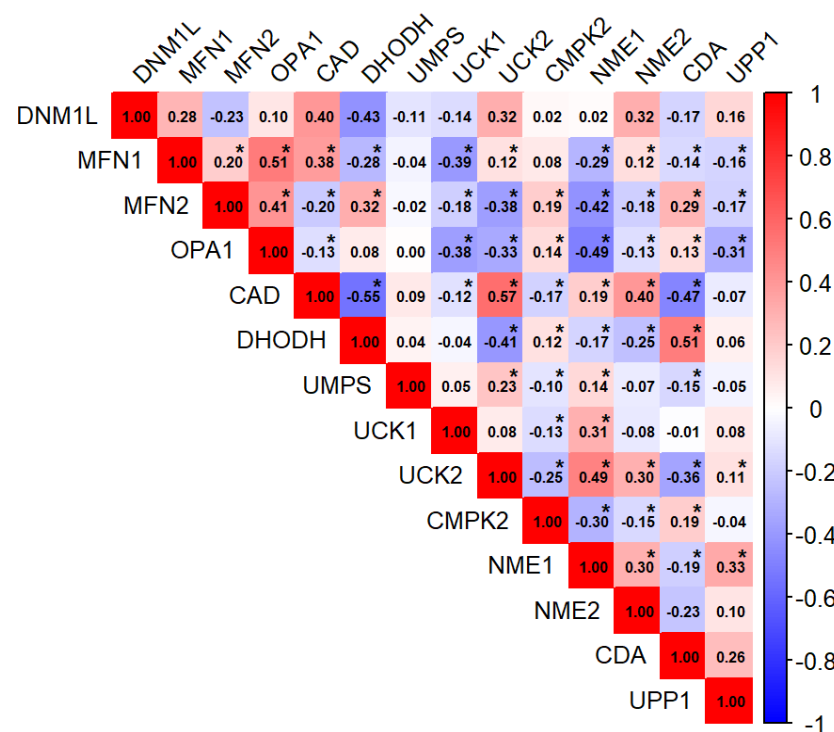

# B

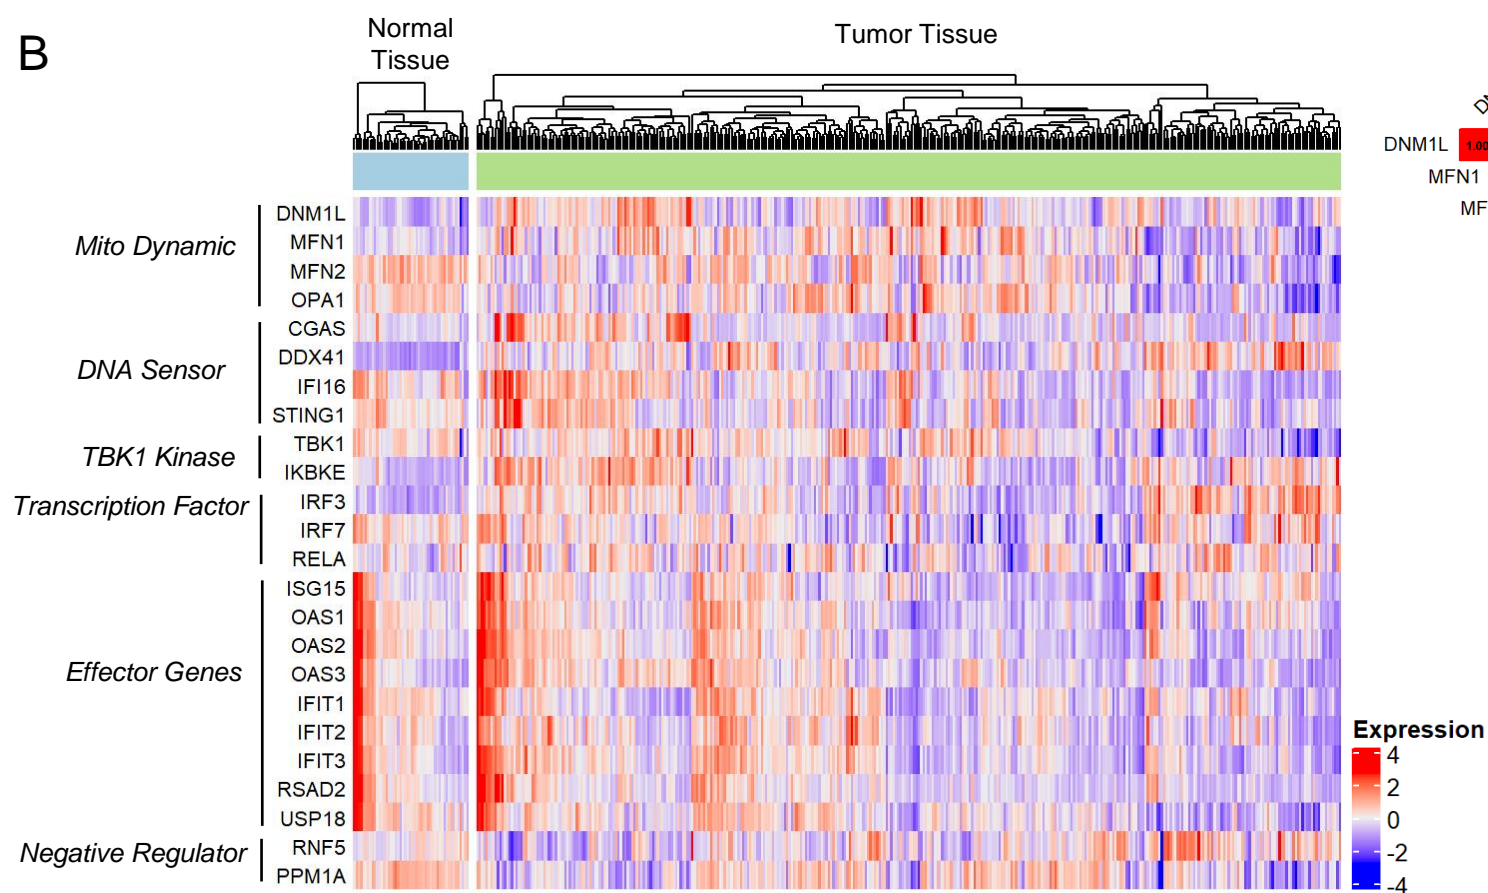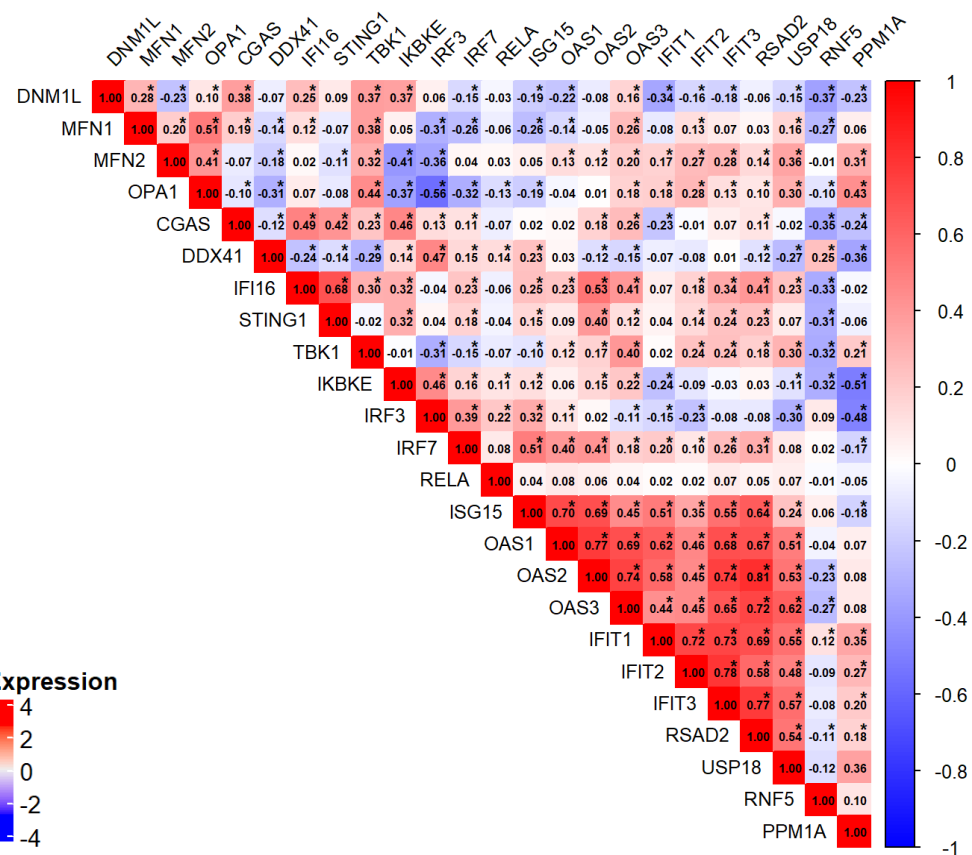

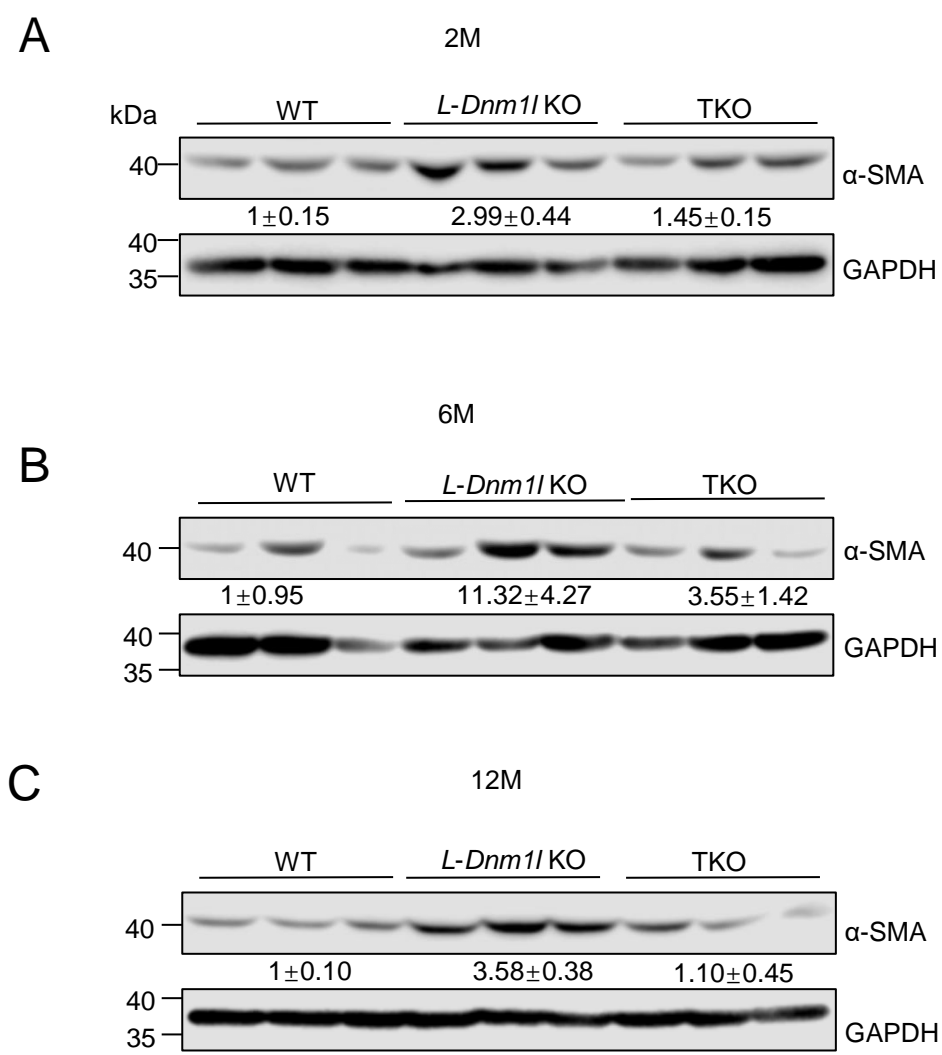

Supplemental Figure 4

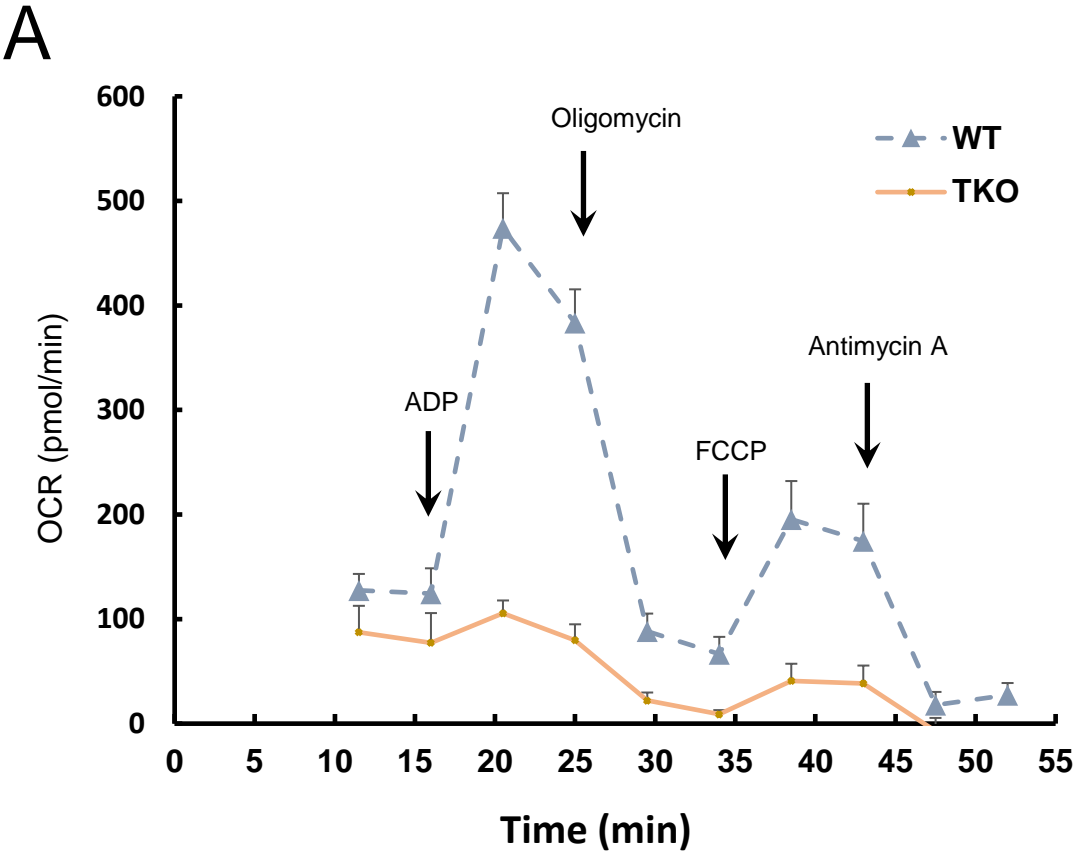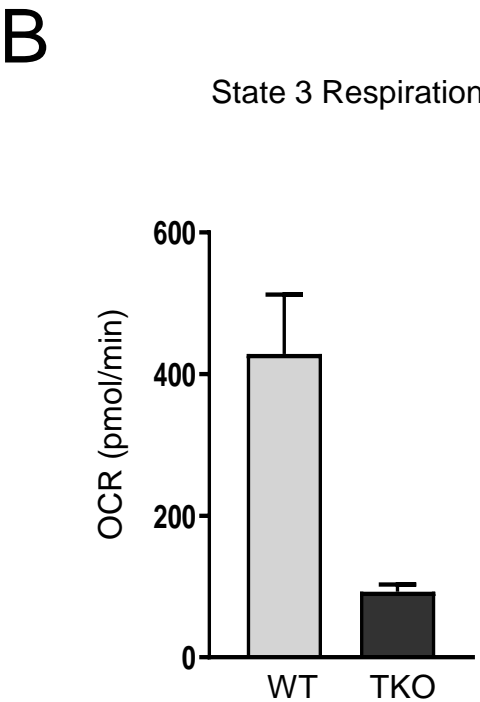

A

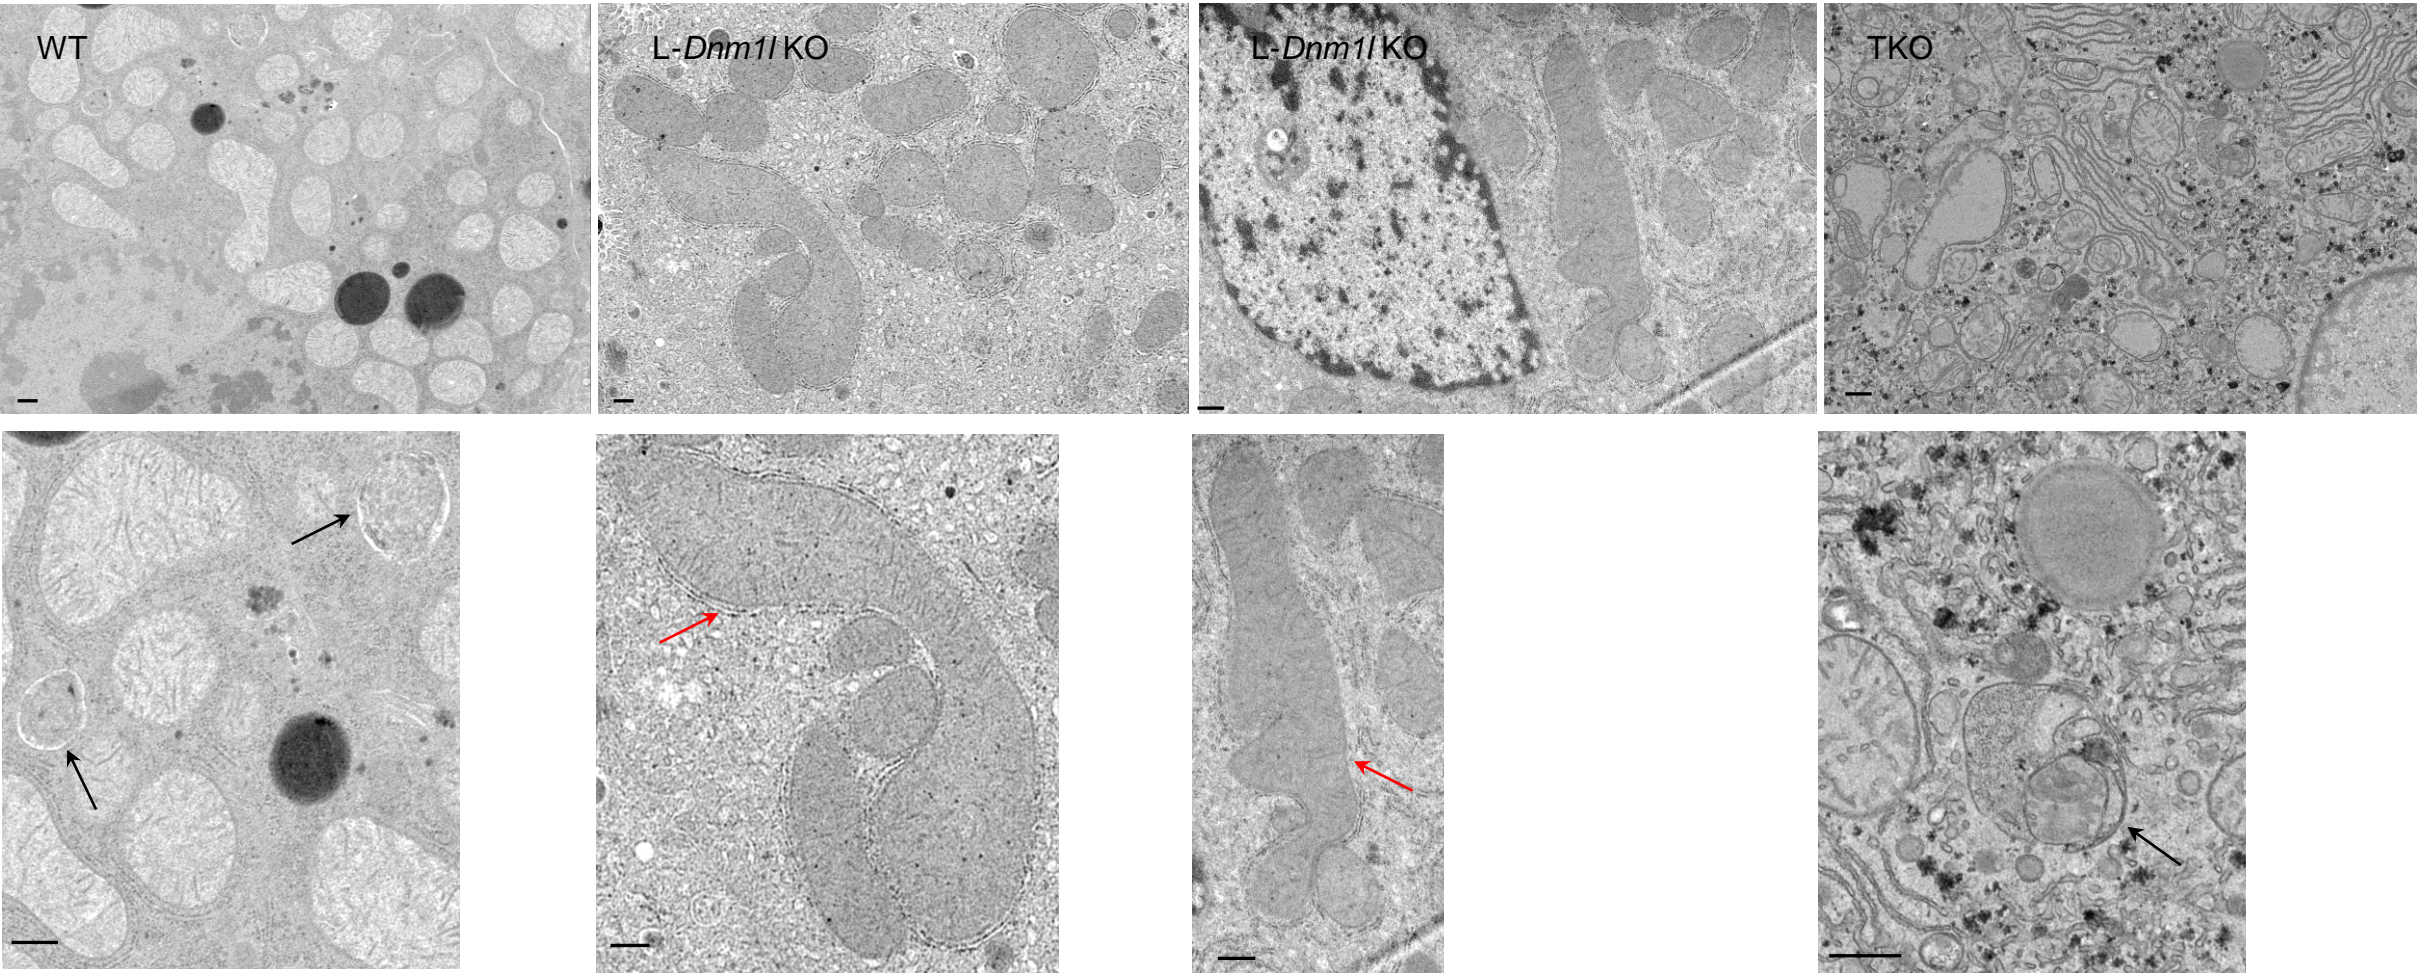

B

A

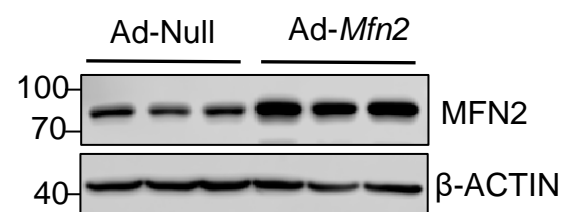

B

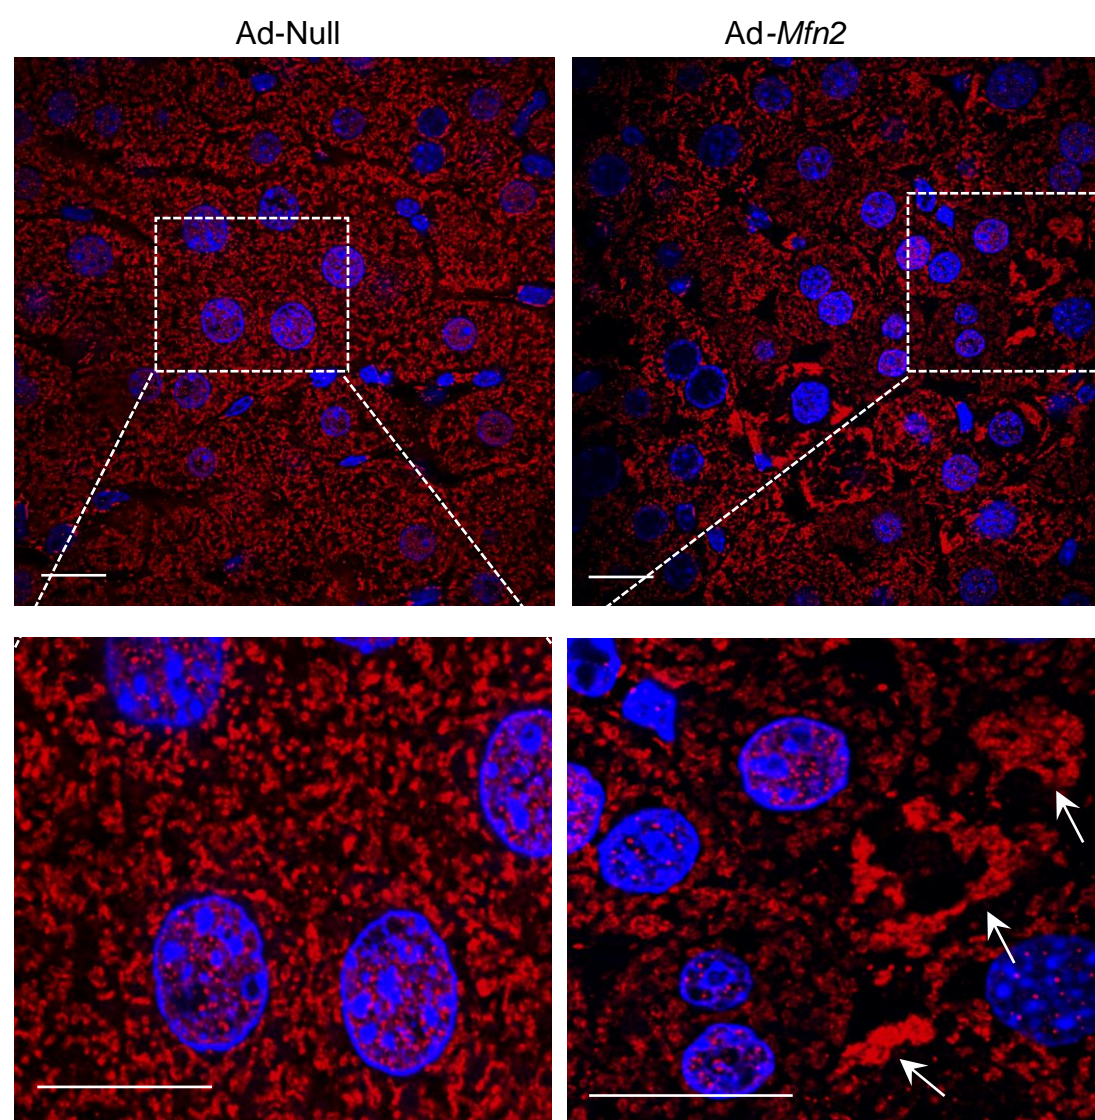

C

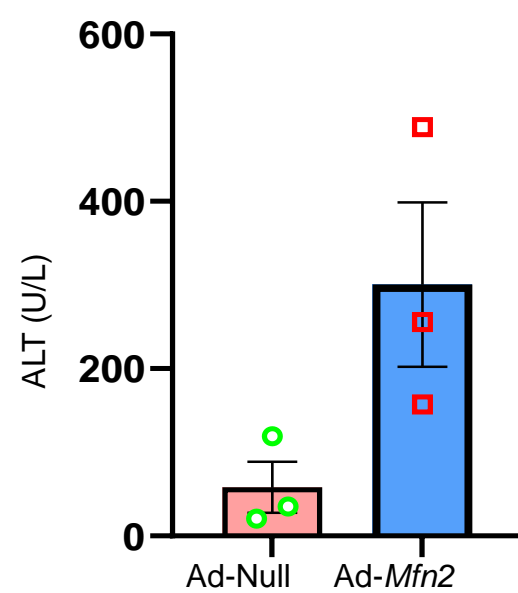

D

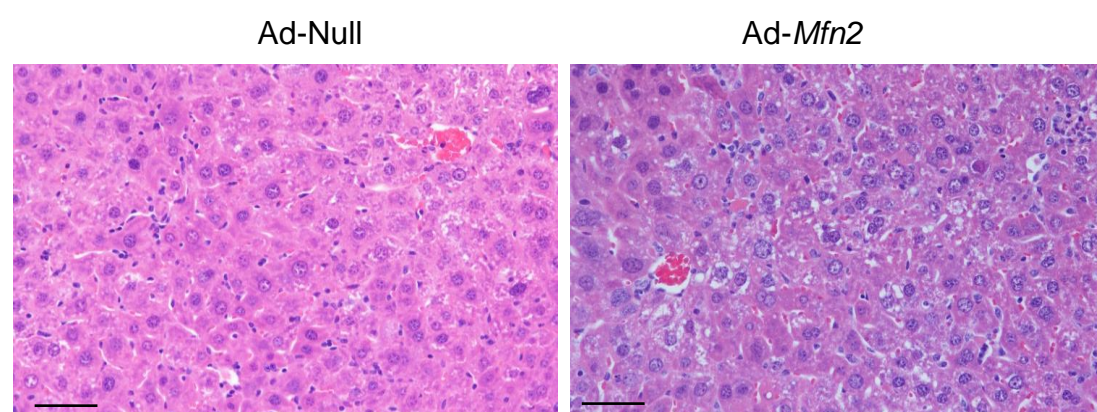

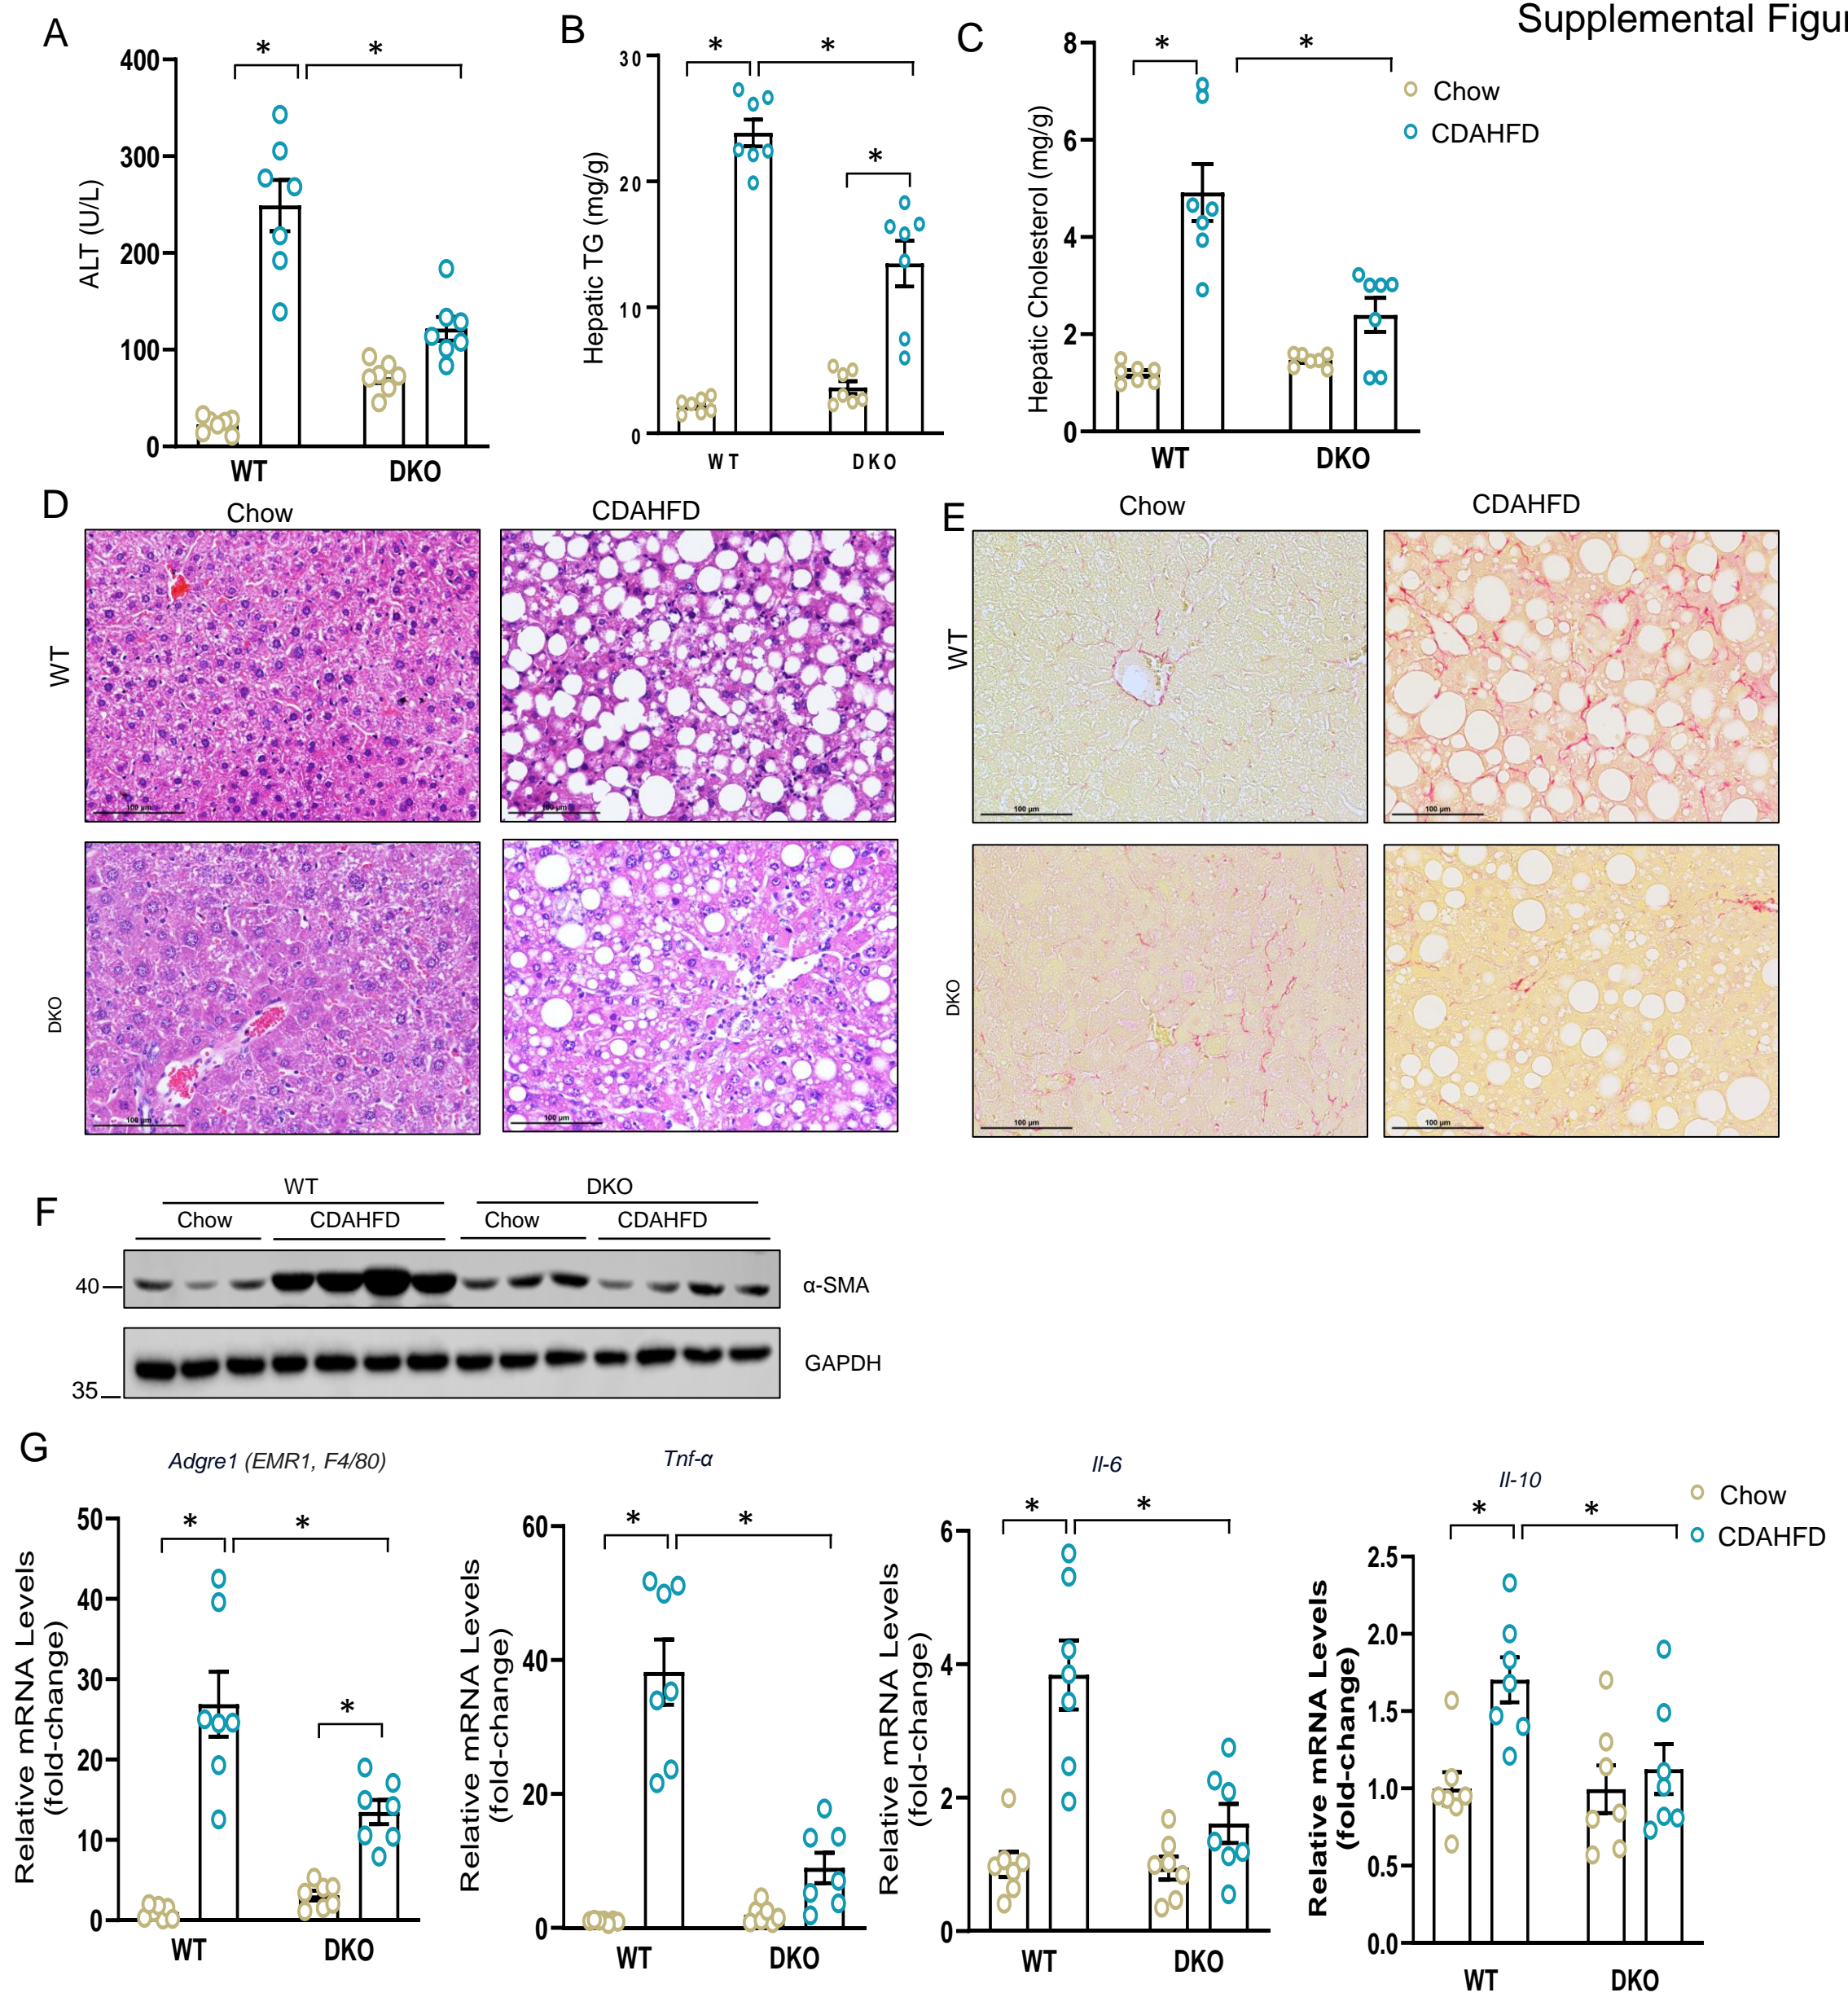

A

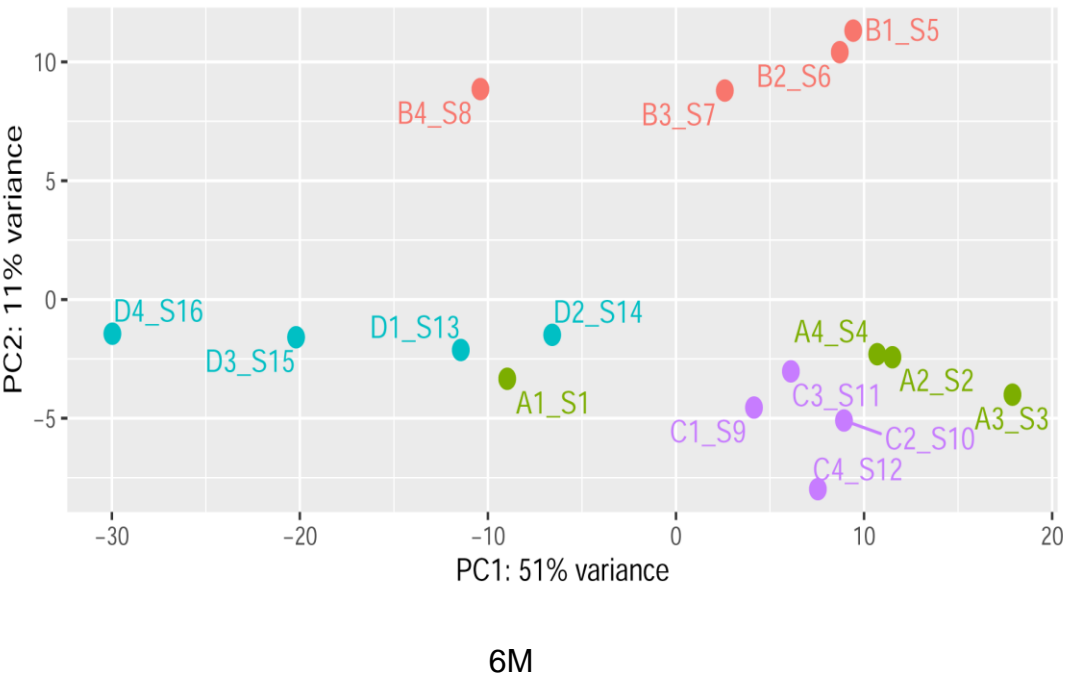

B

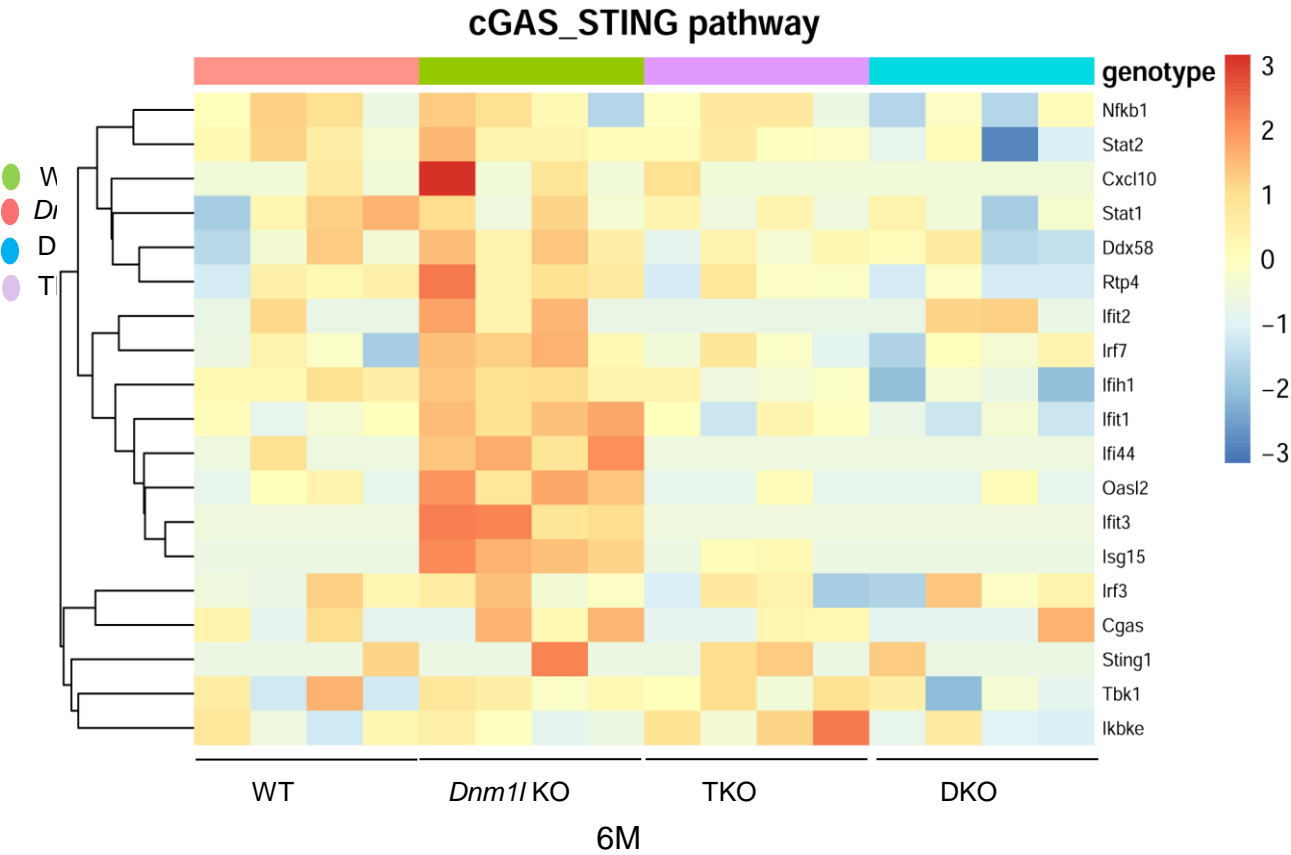

C

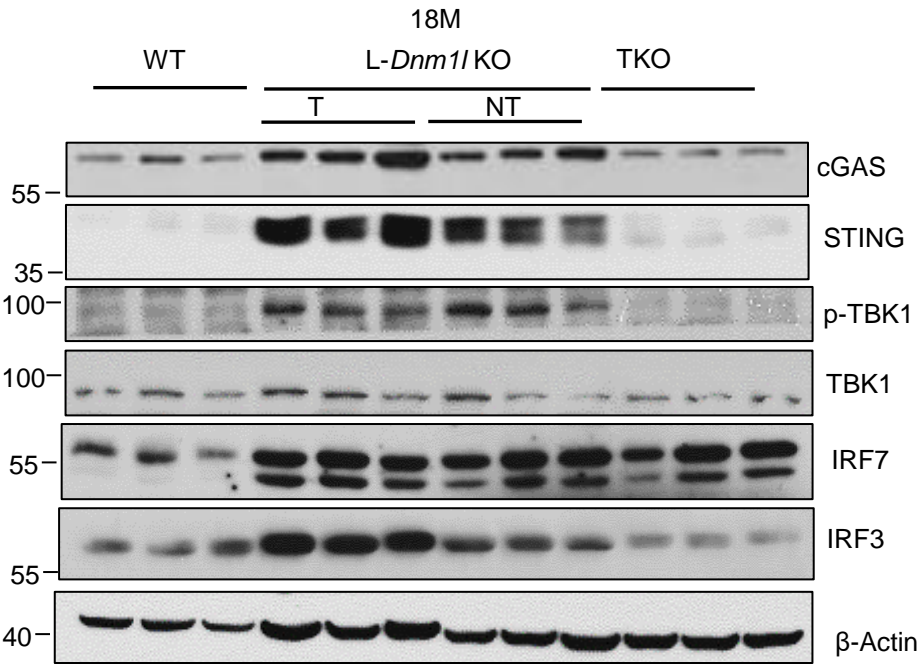

D

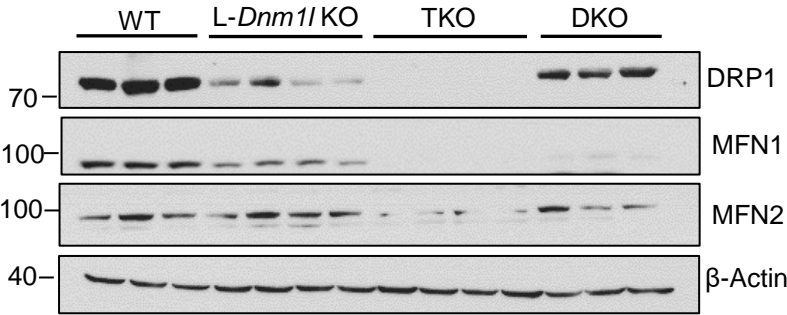

A

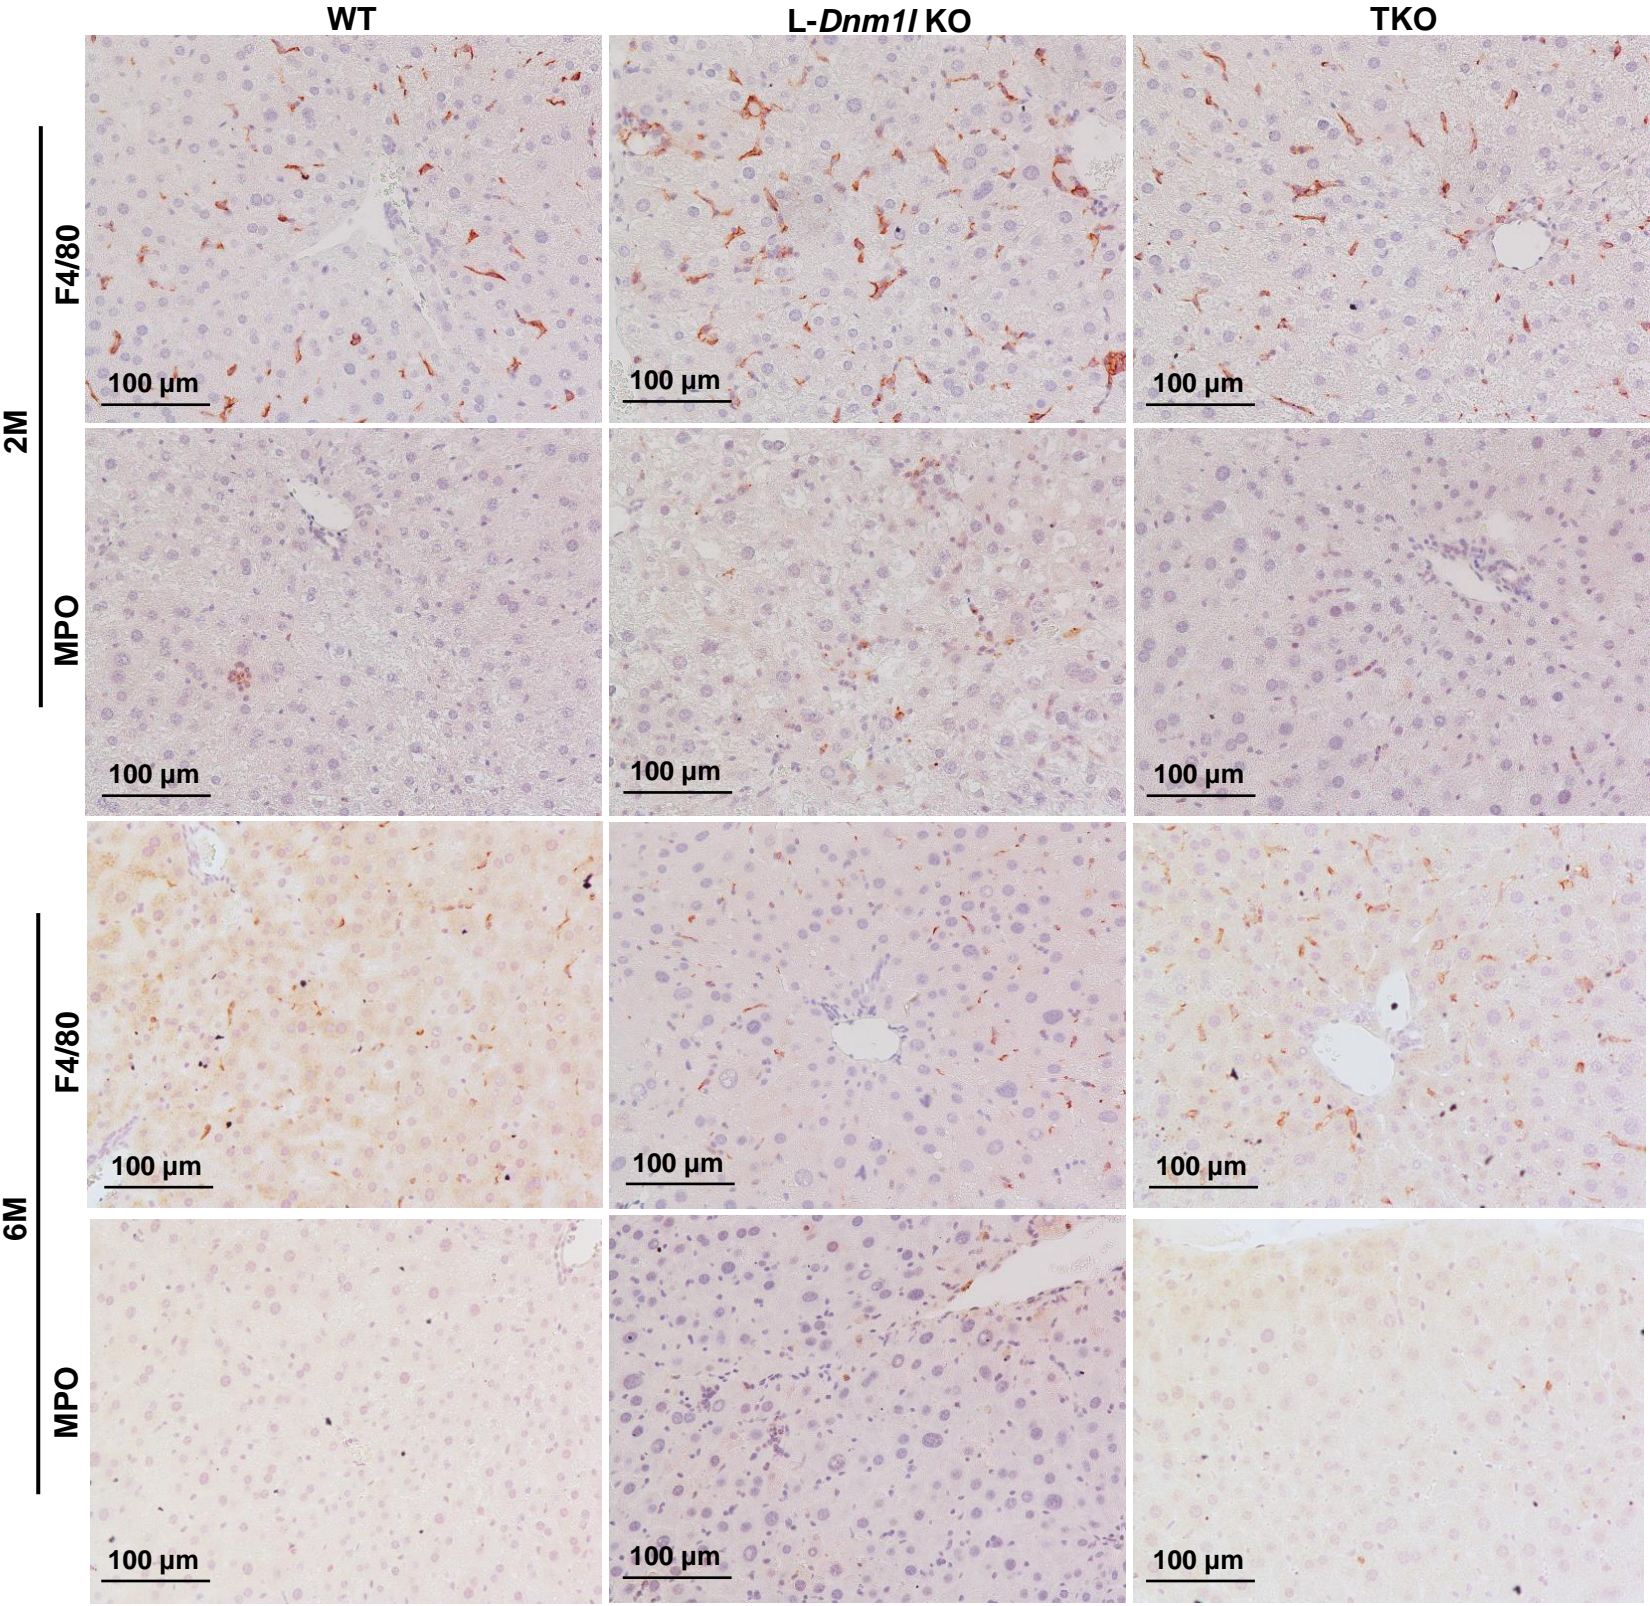

B

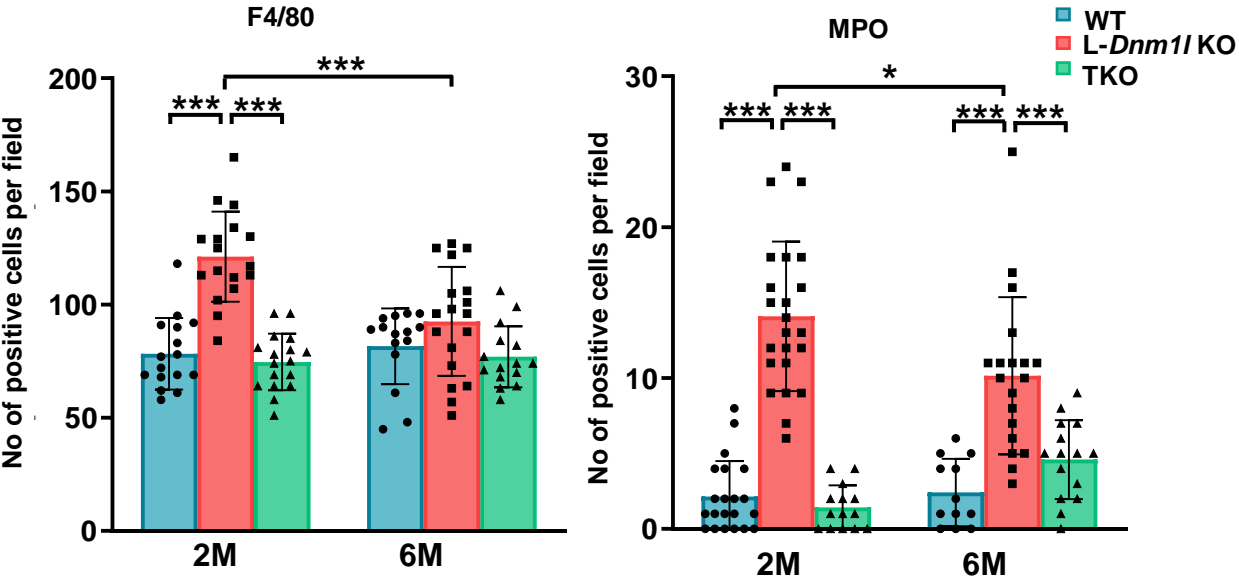

C

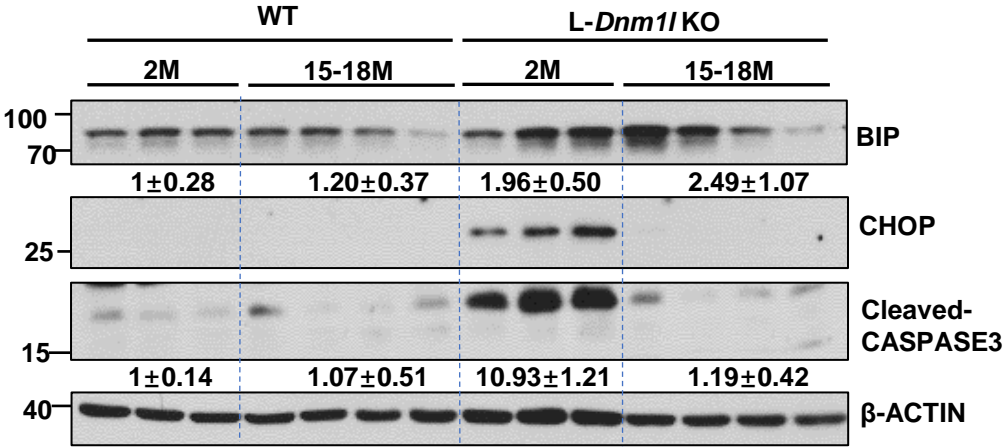

## Supplemental Figure 10

IRF7

F4/80

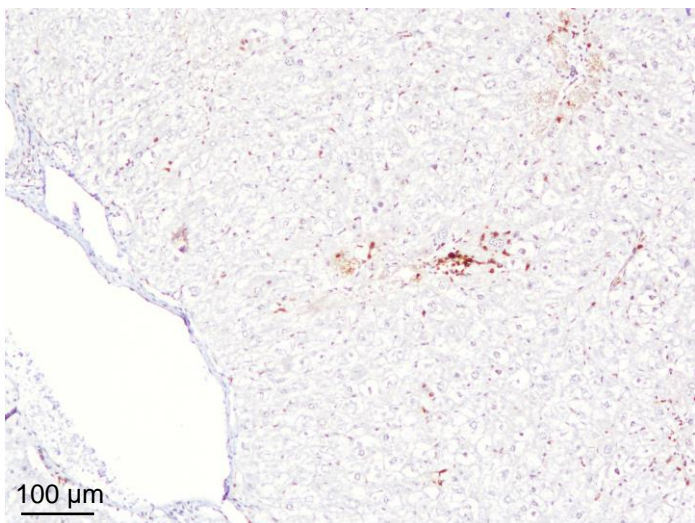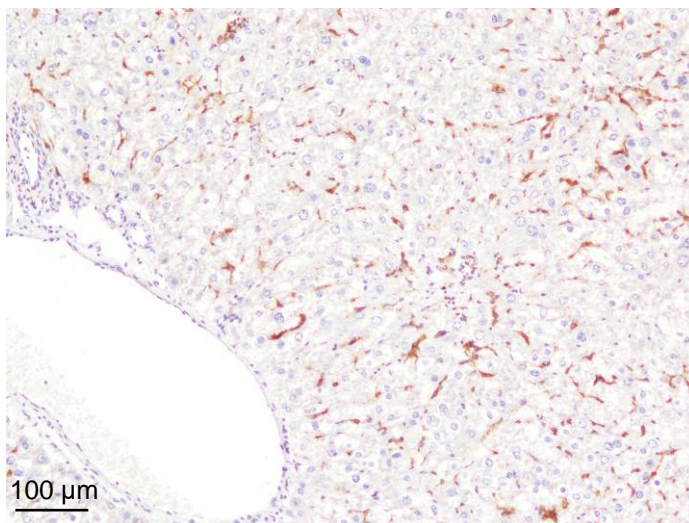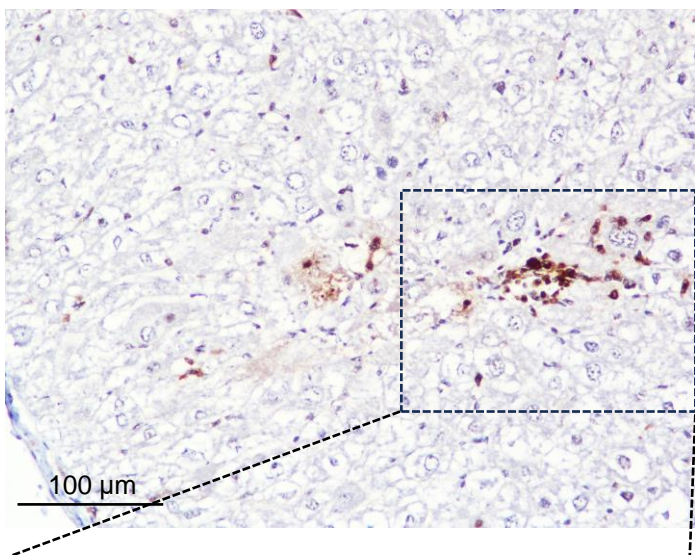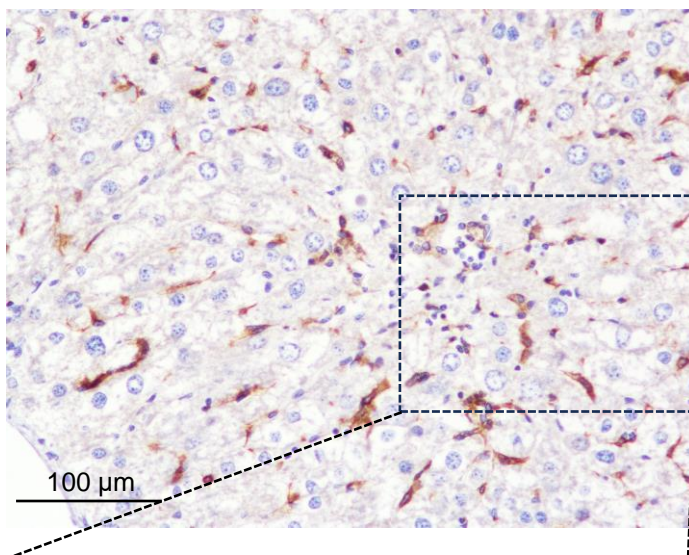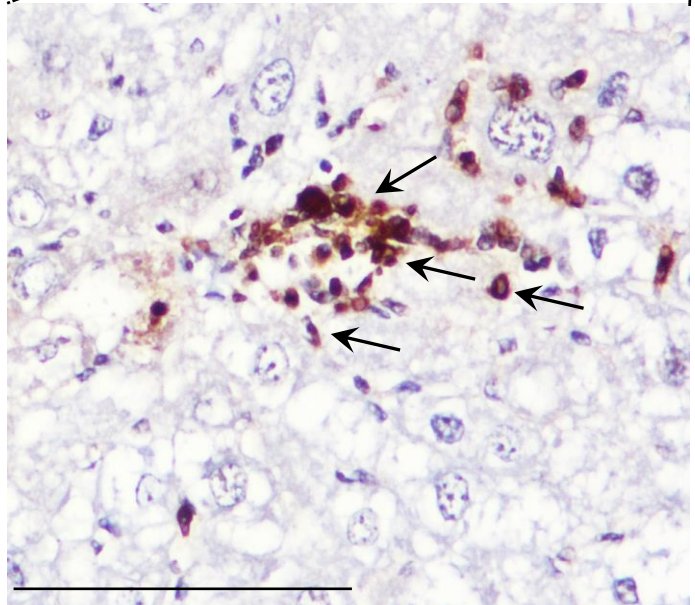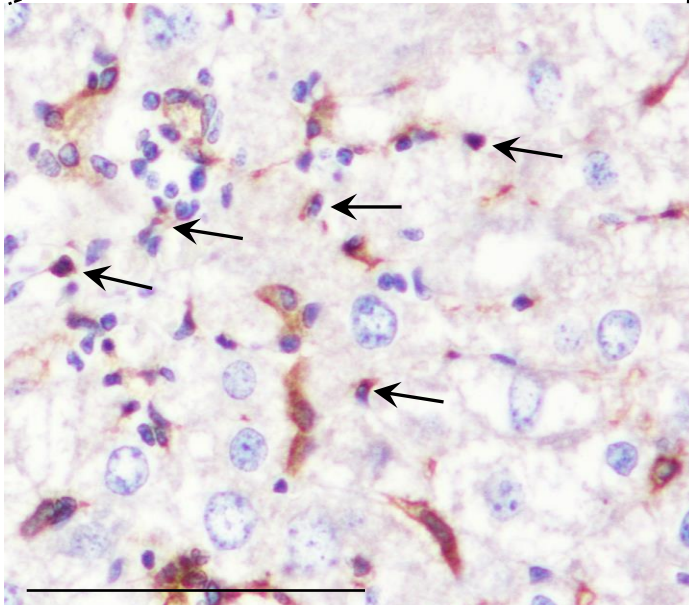

A

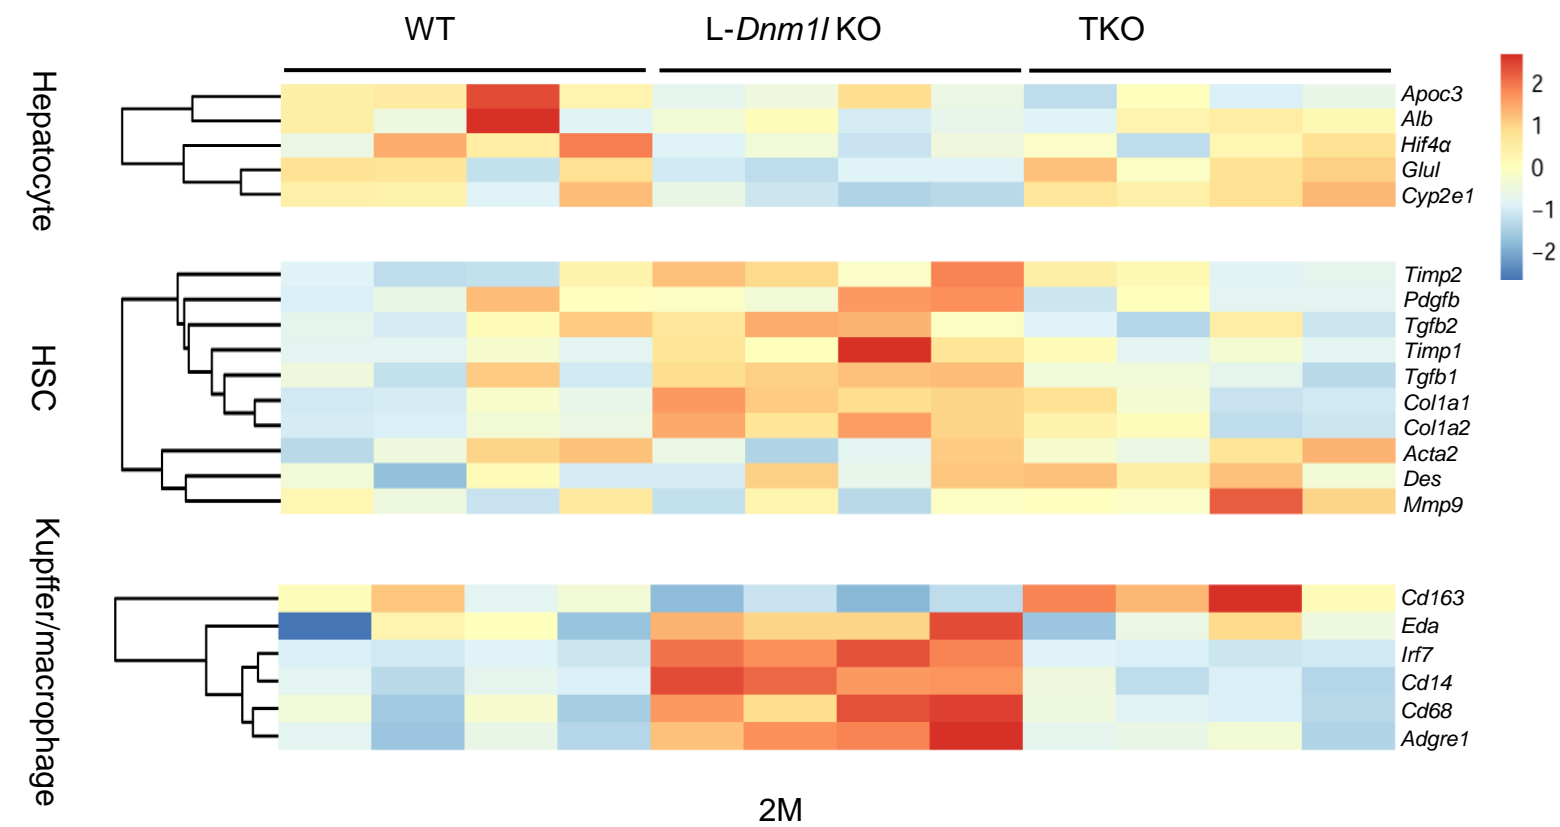

B

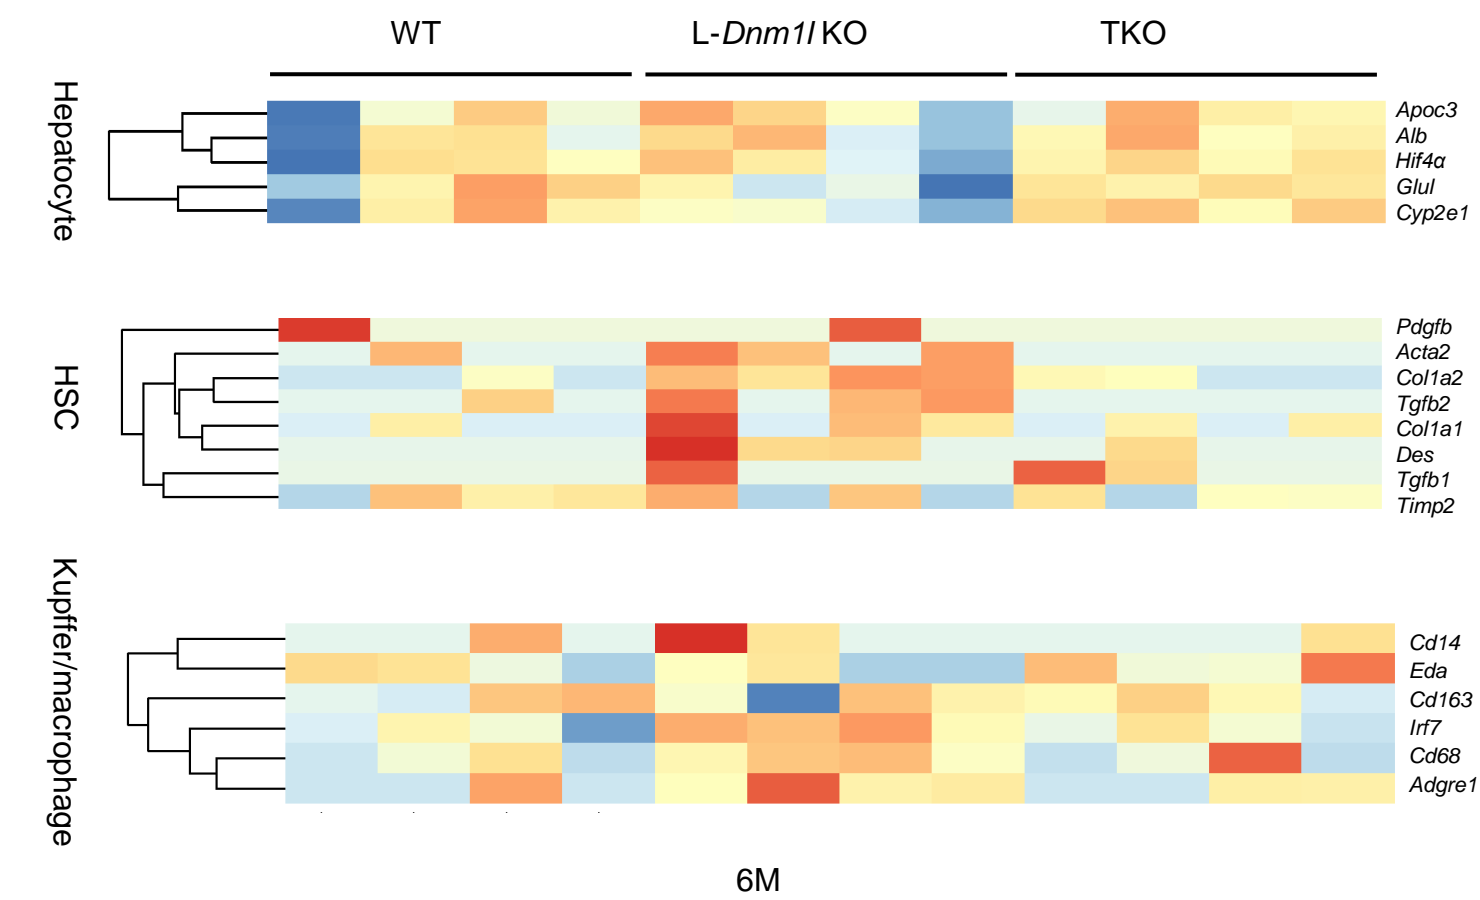

Supplemental Figure 12

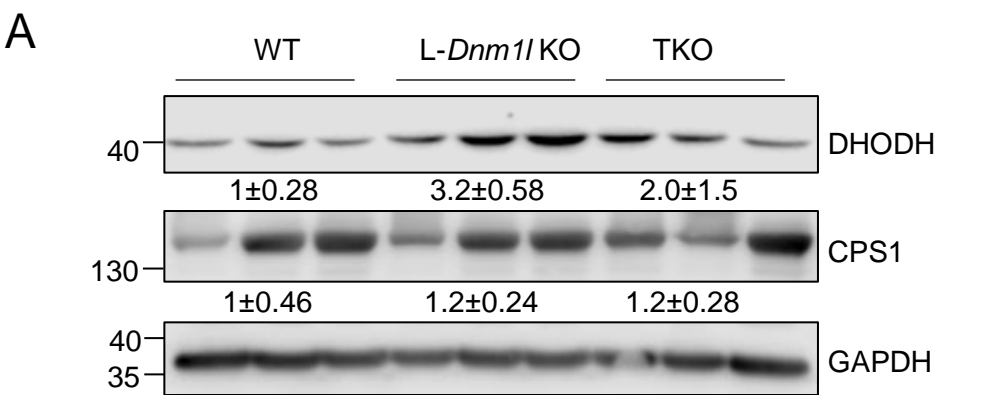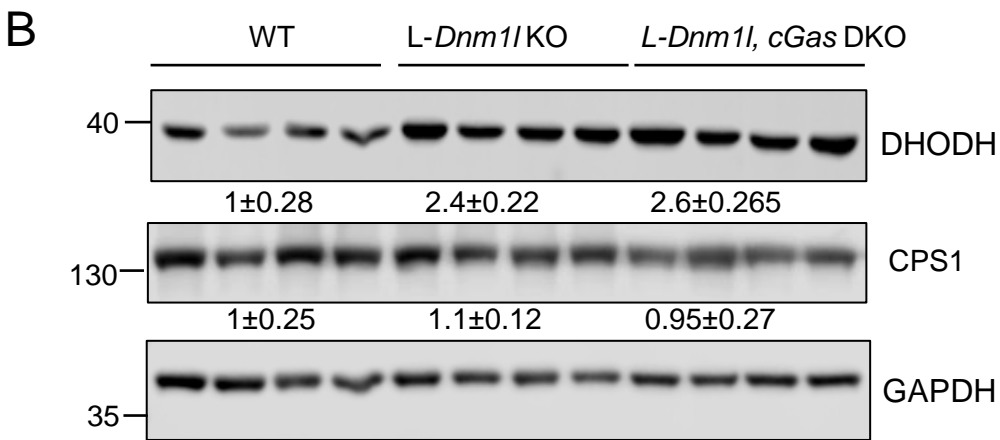

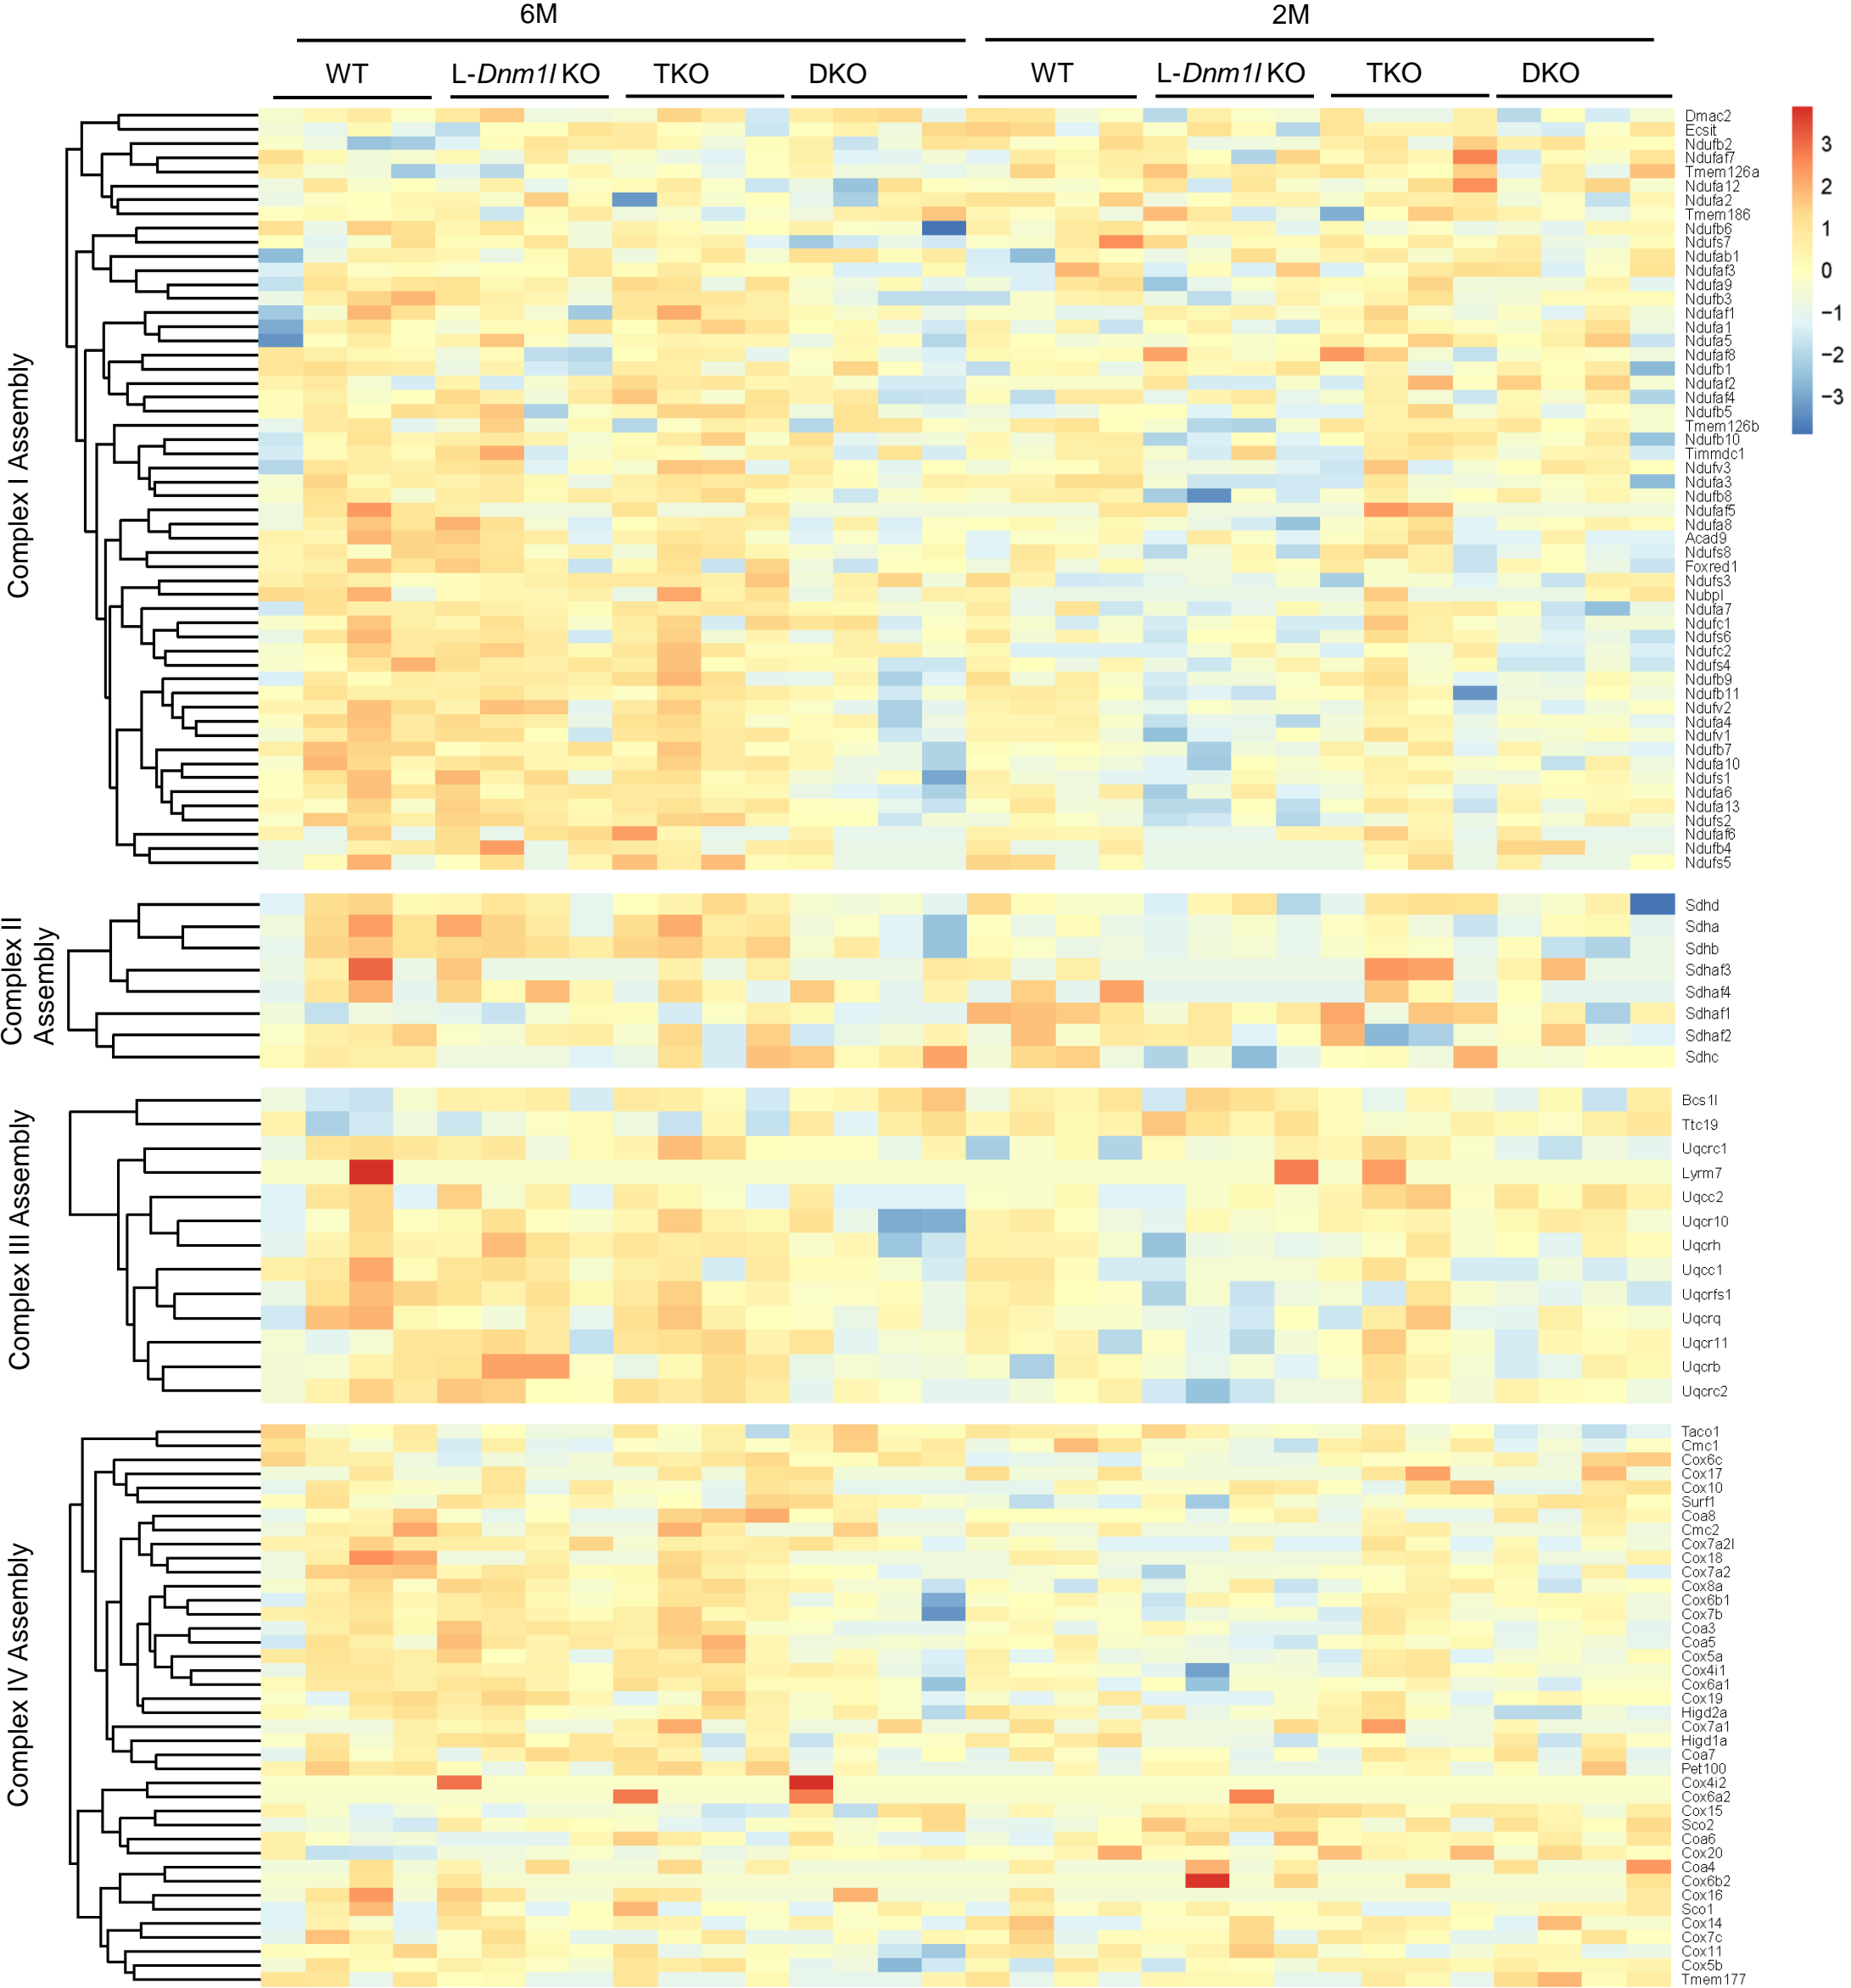

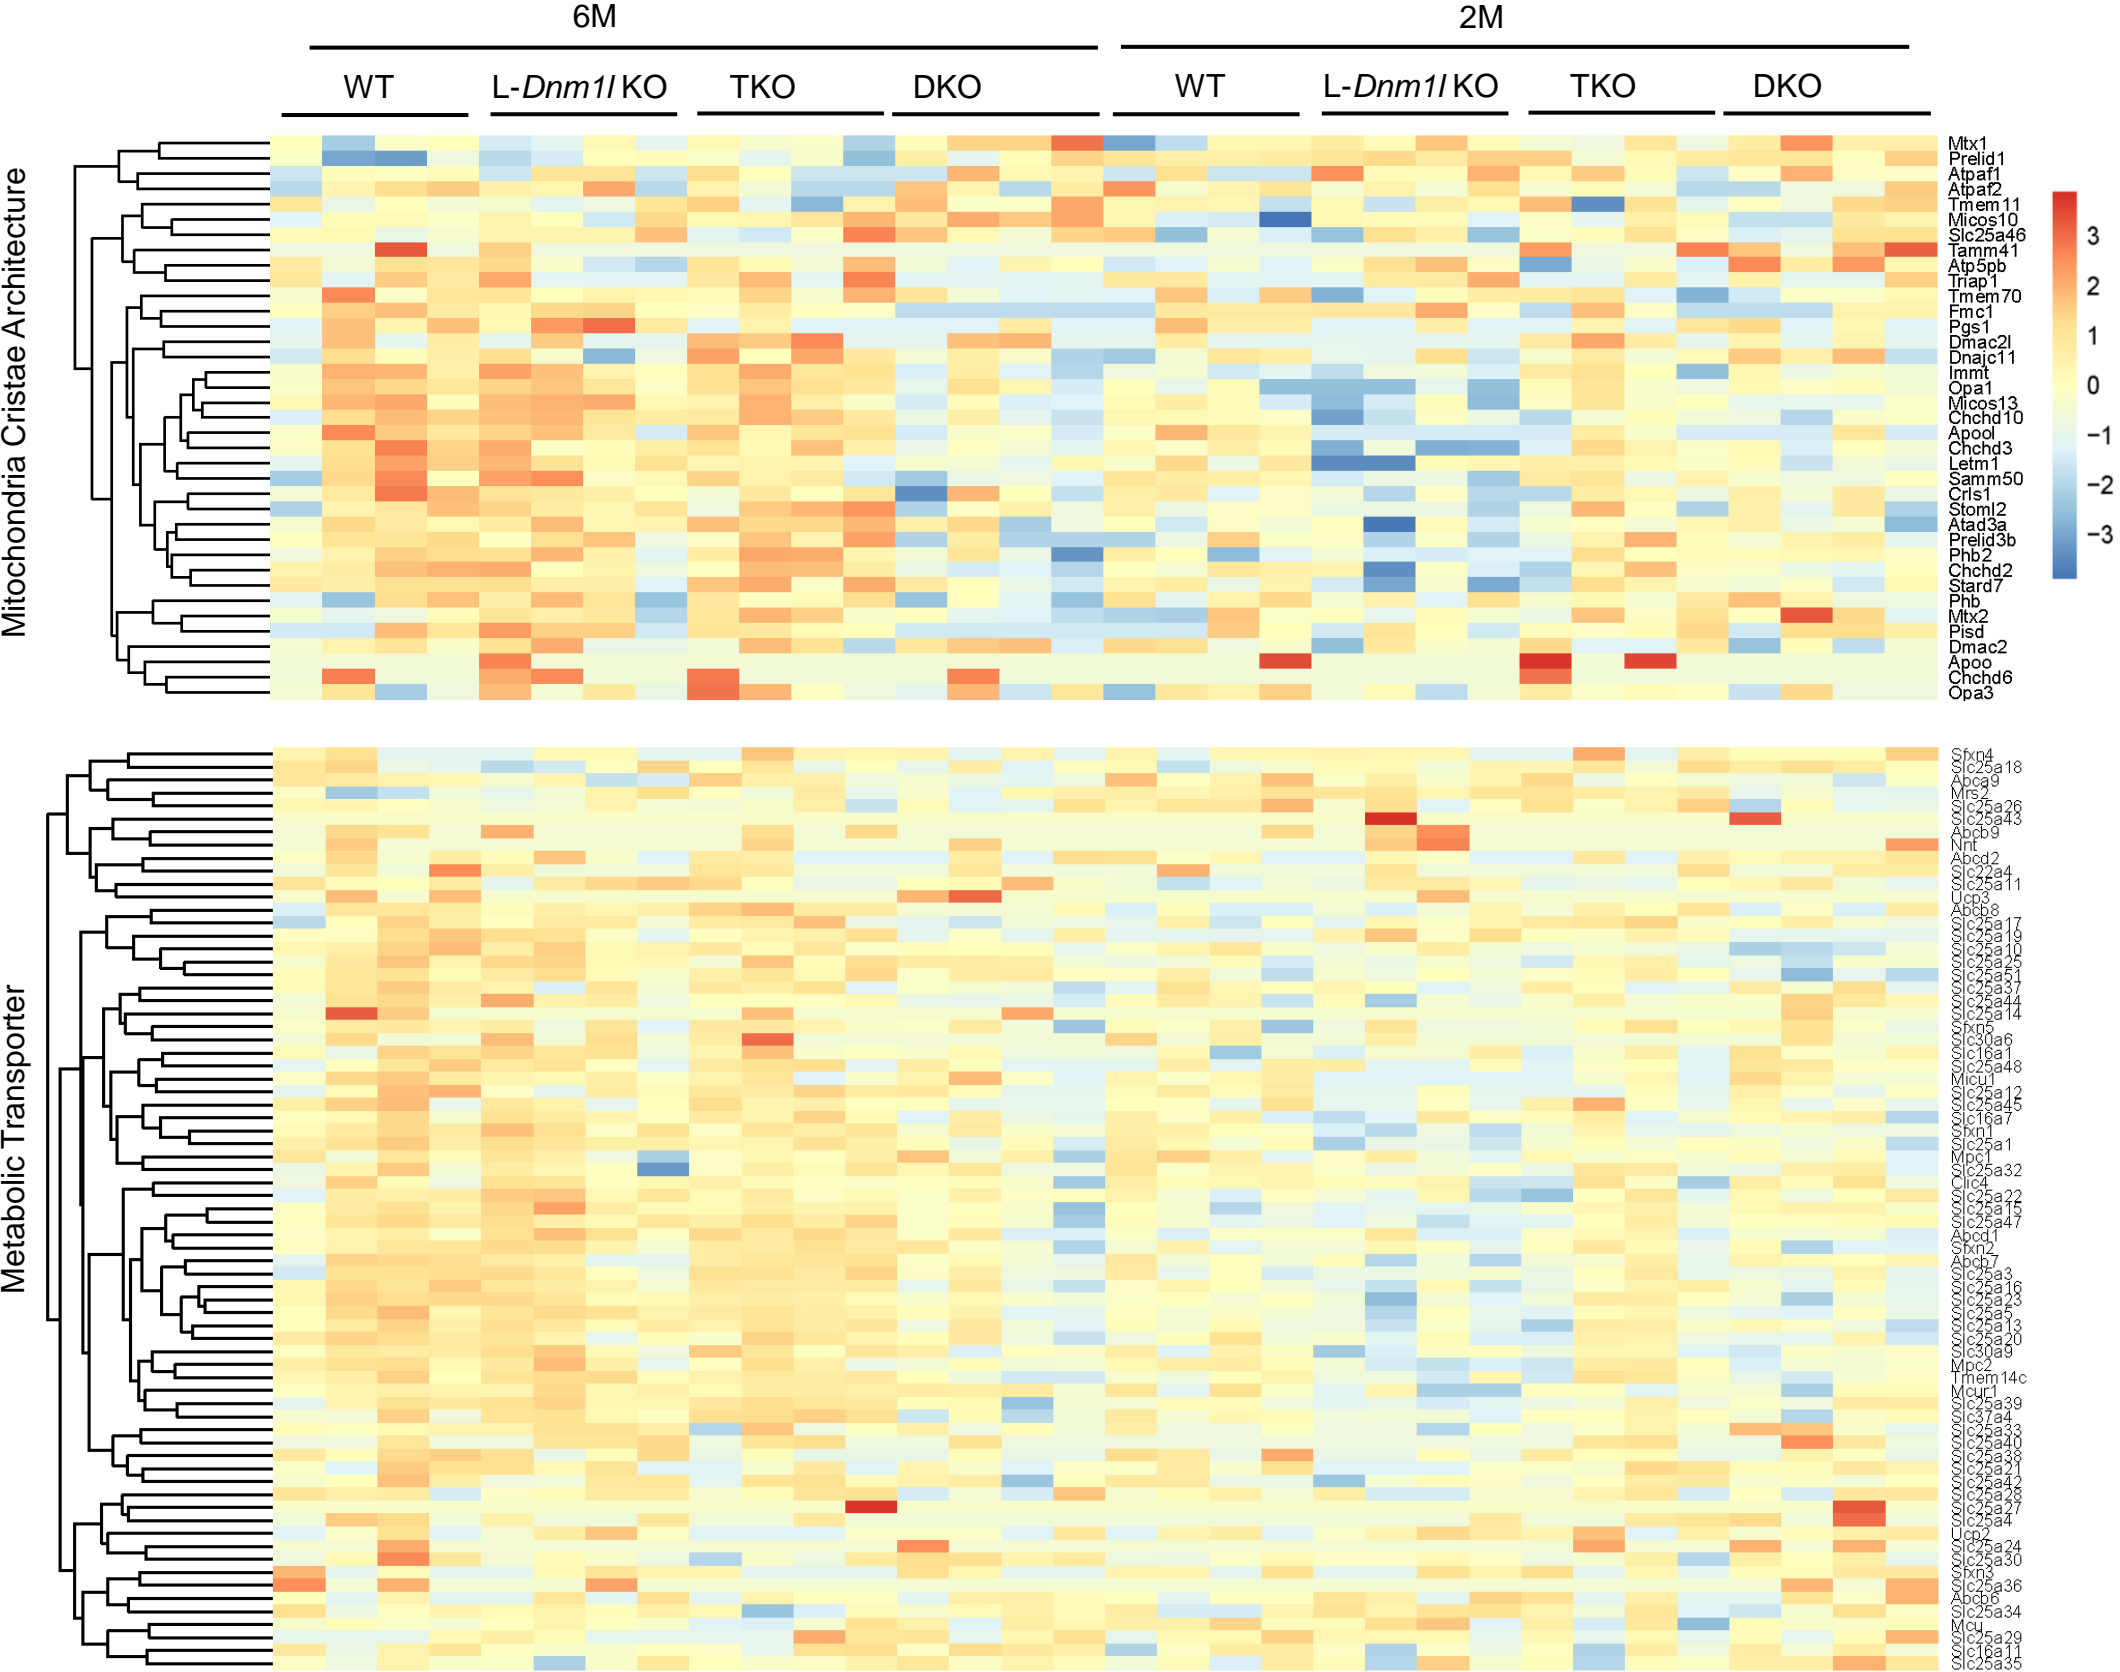

Supplemental Figure 15

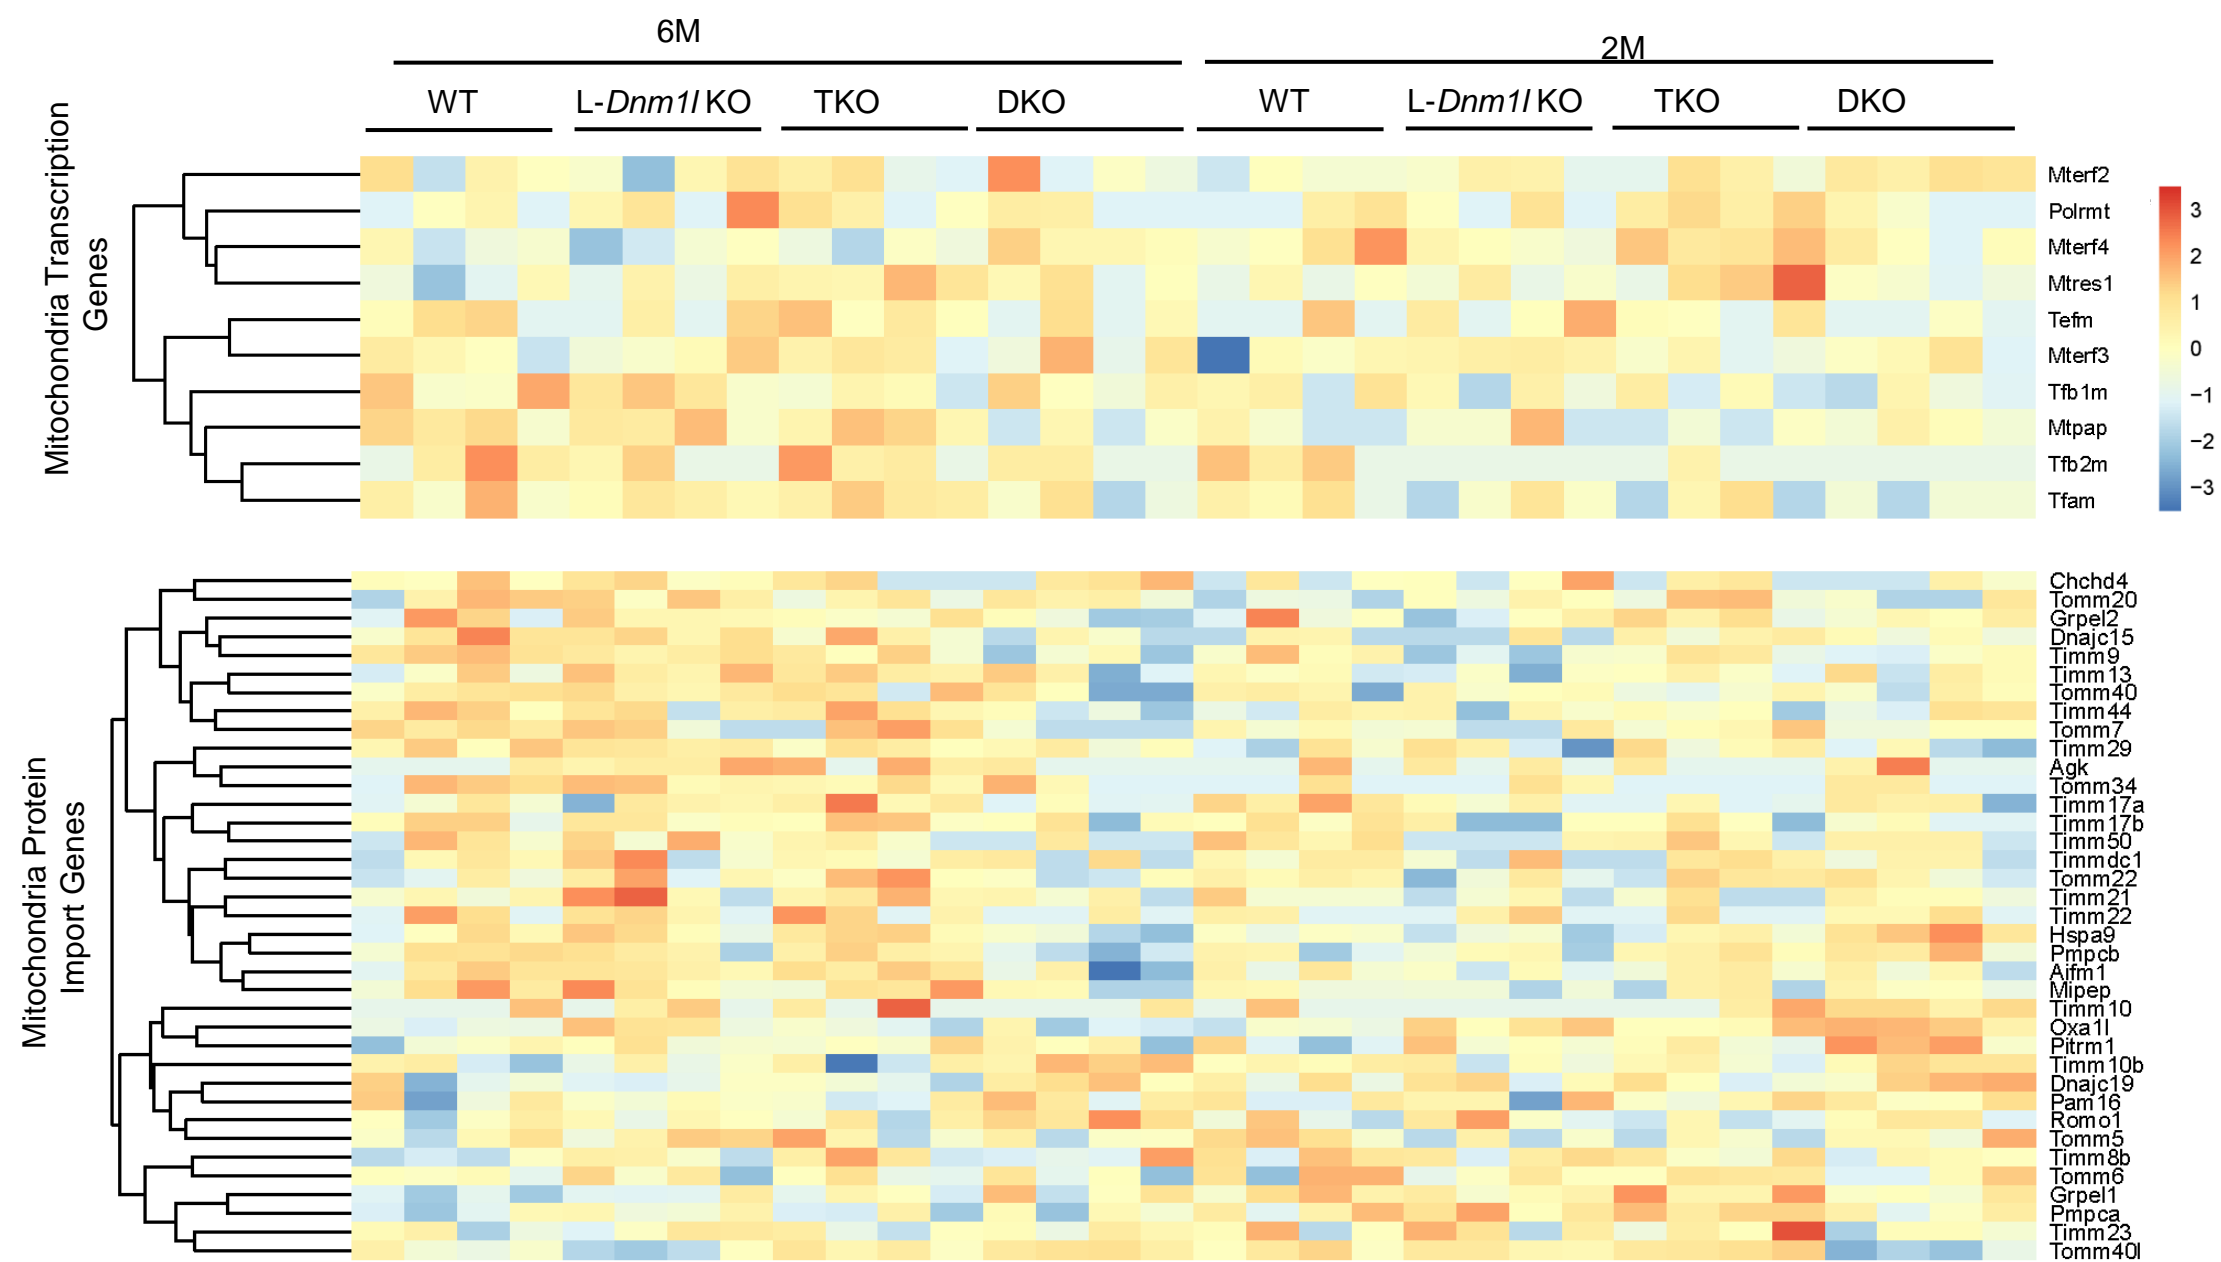

Supplemental Figure 16

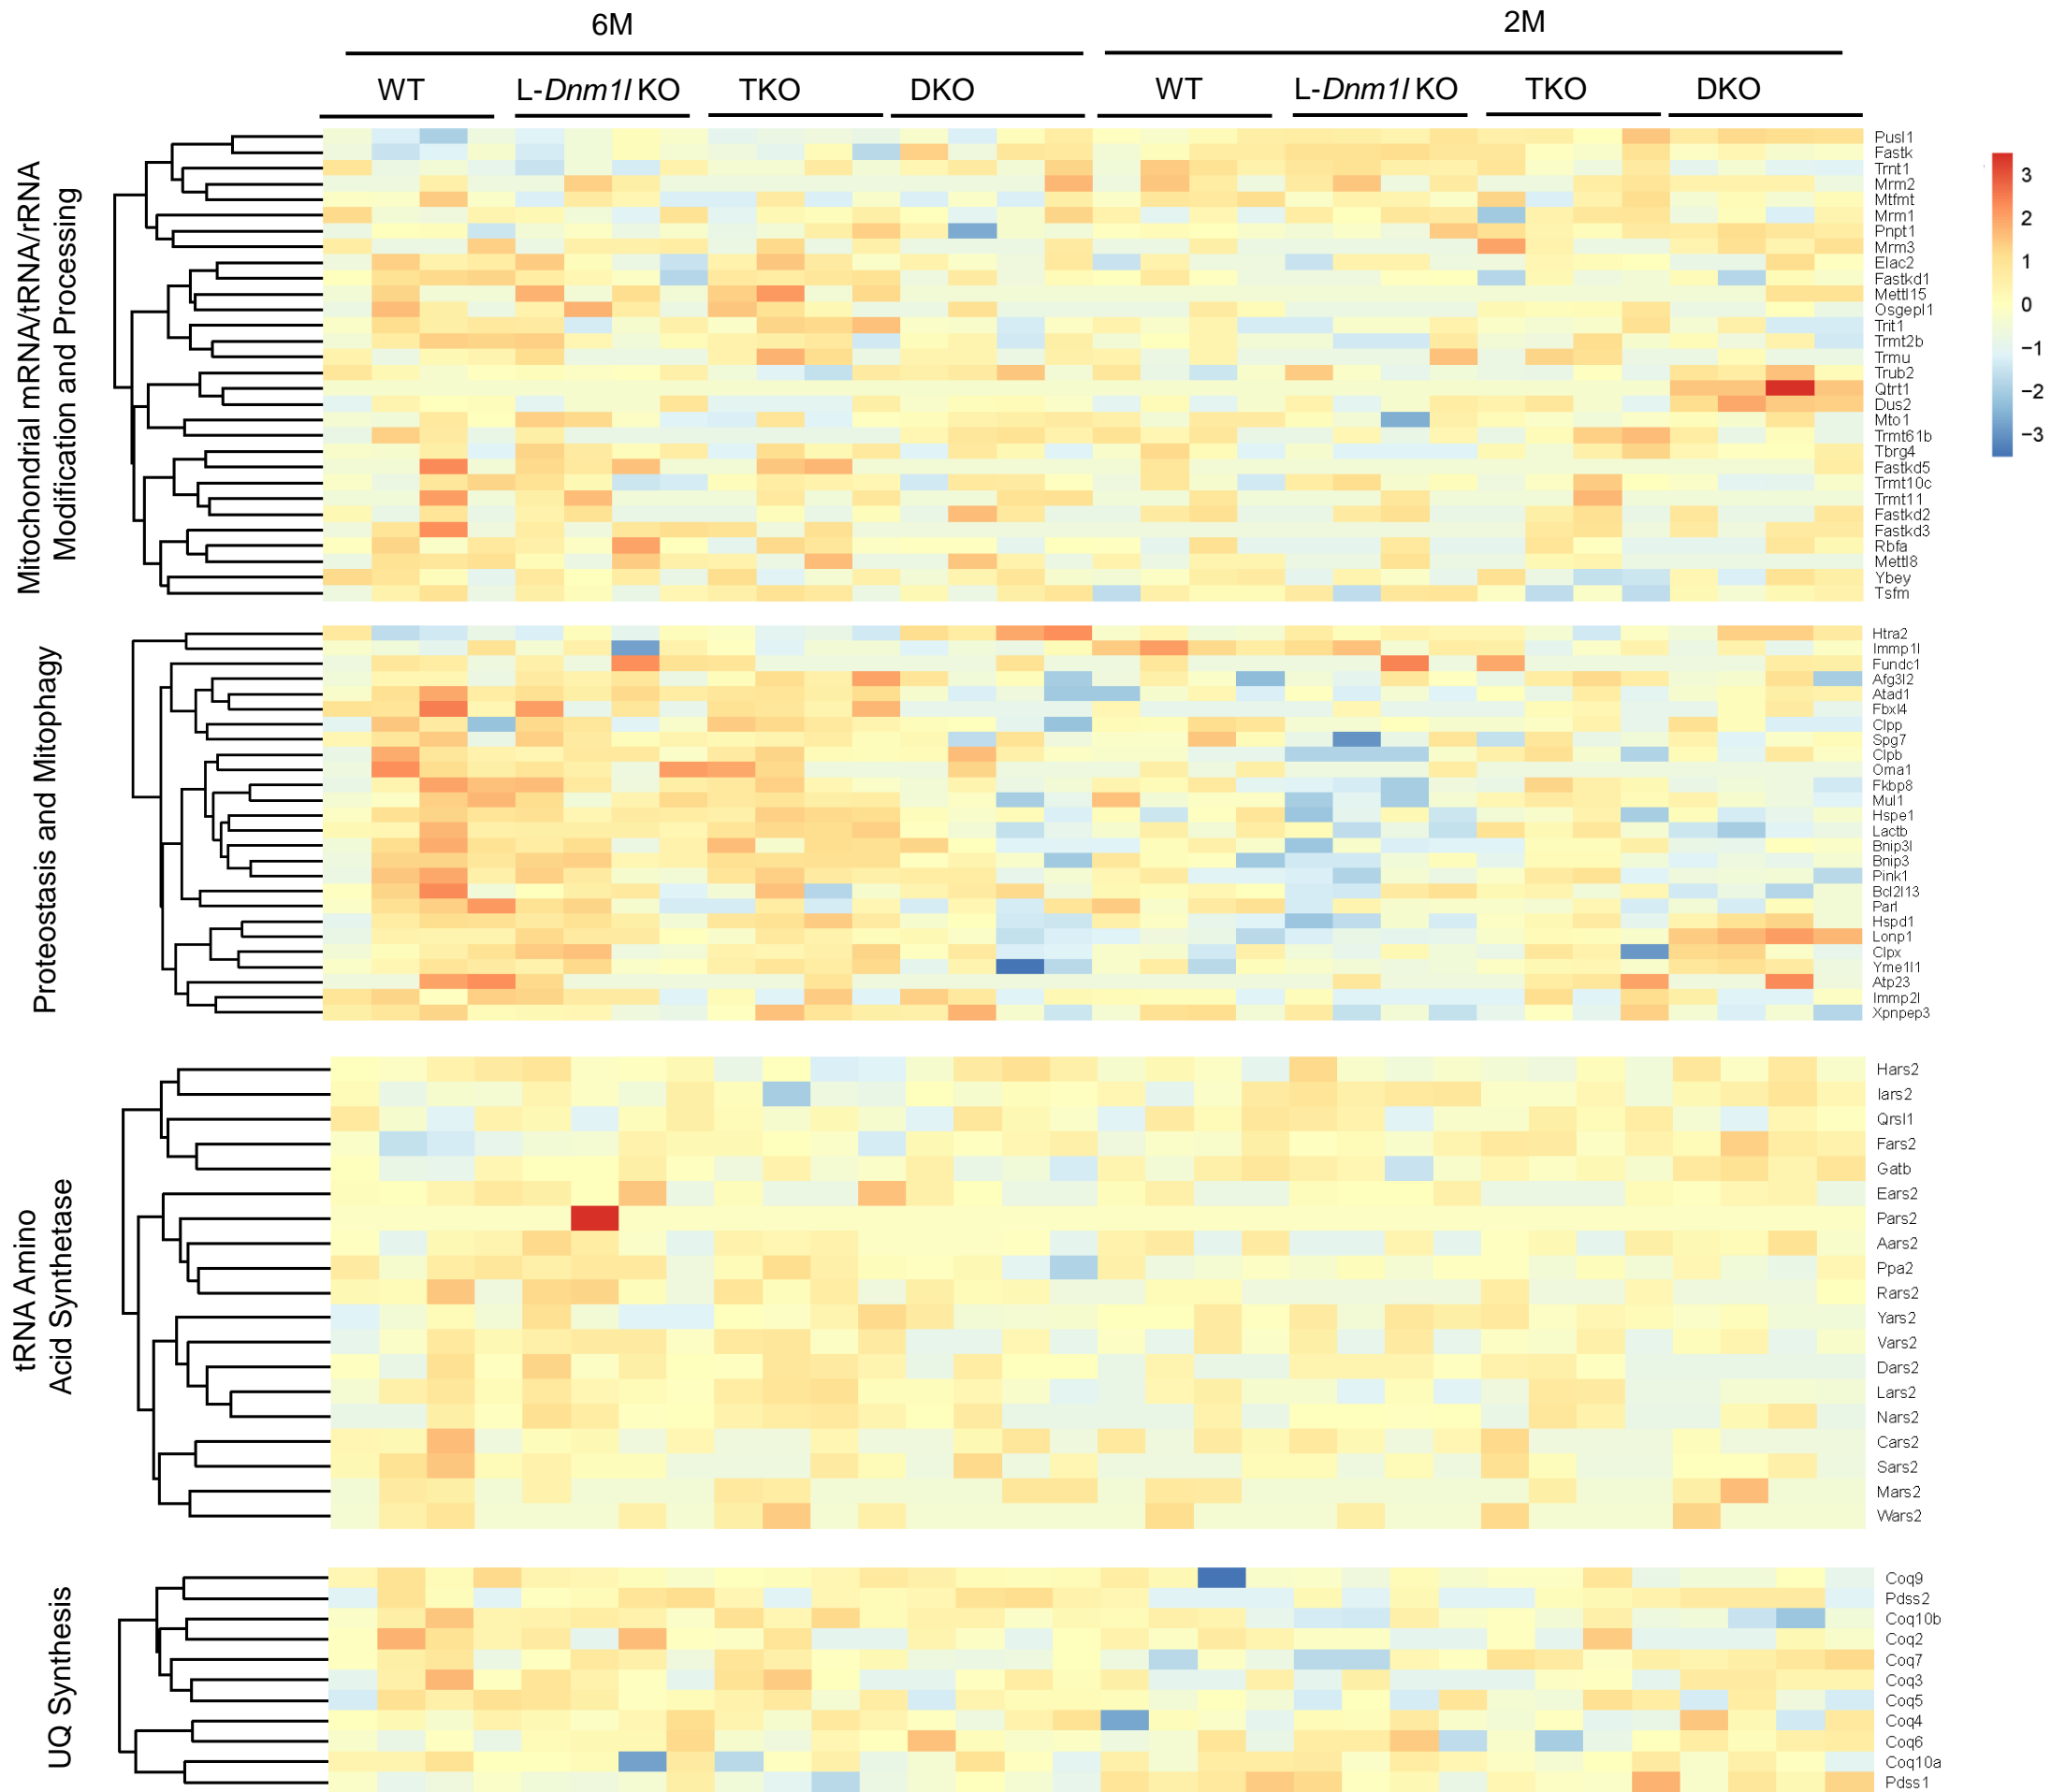

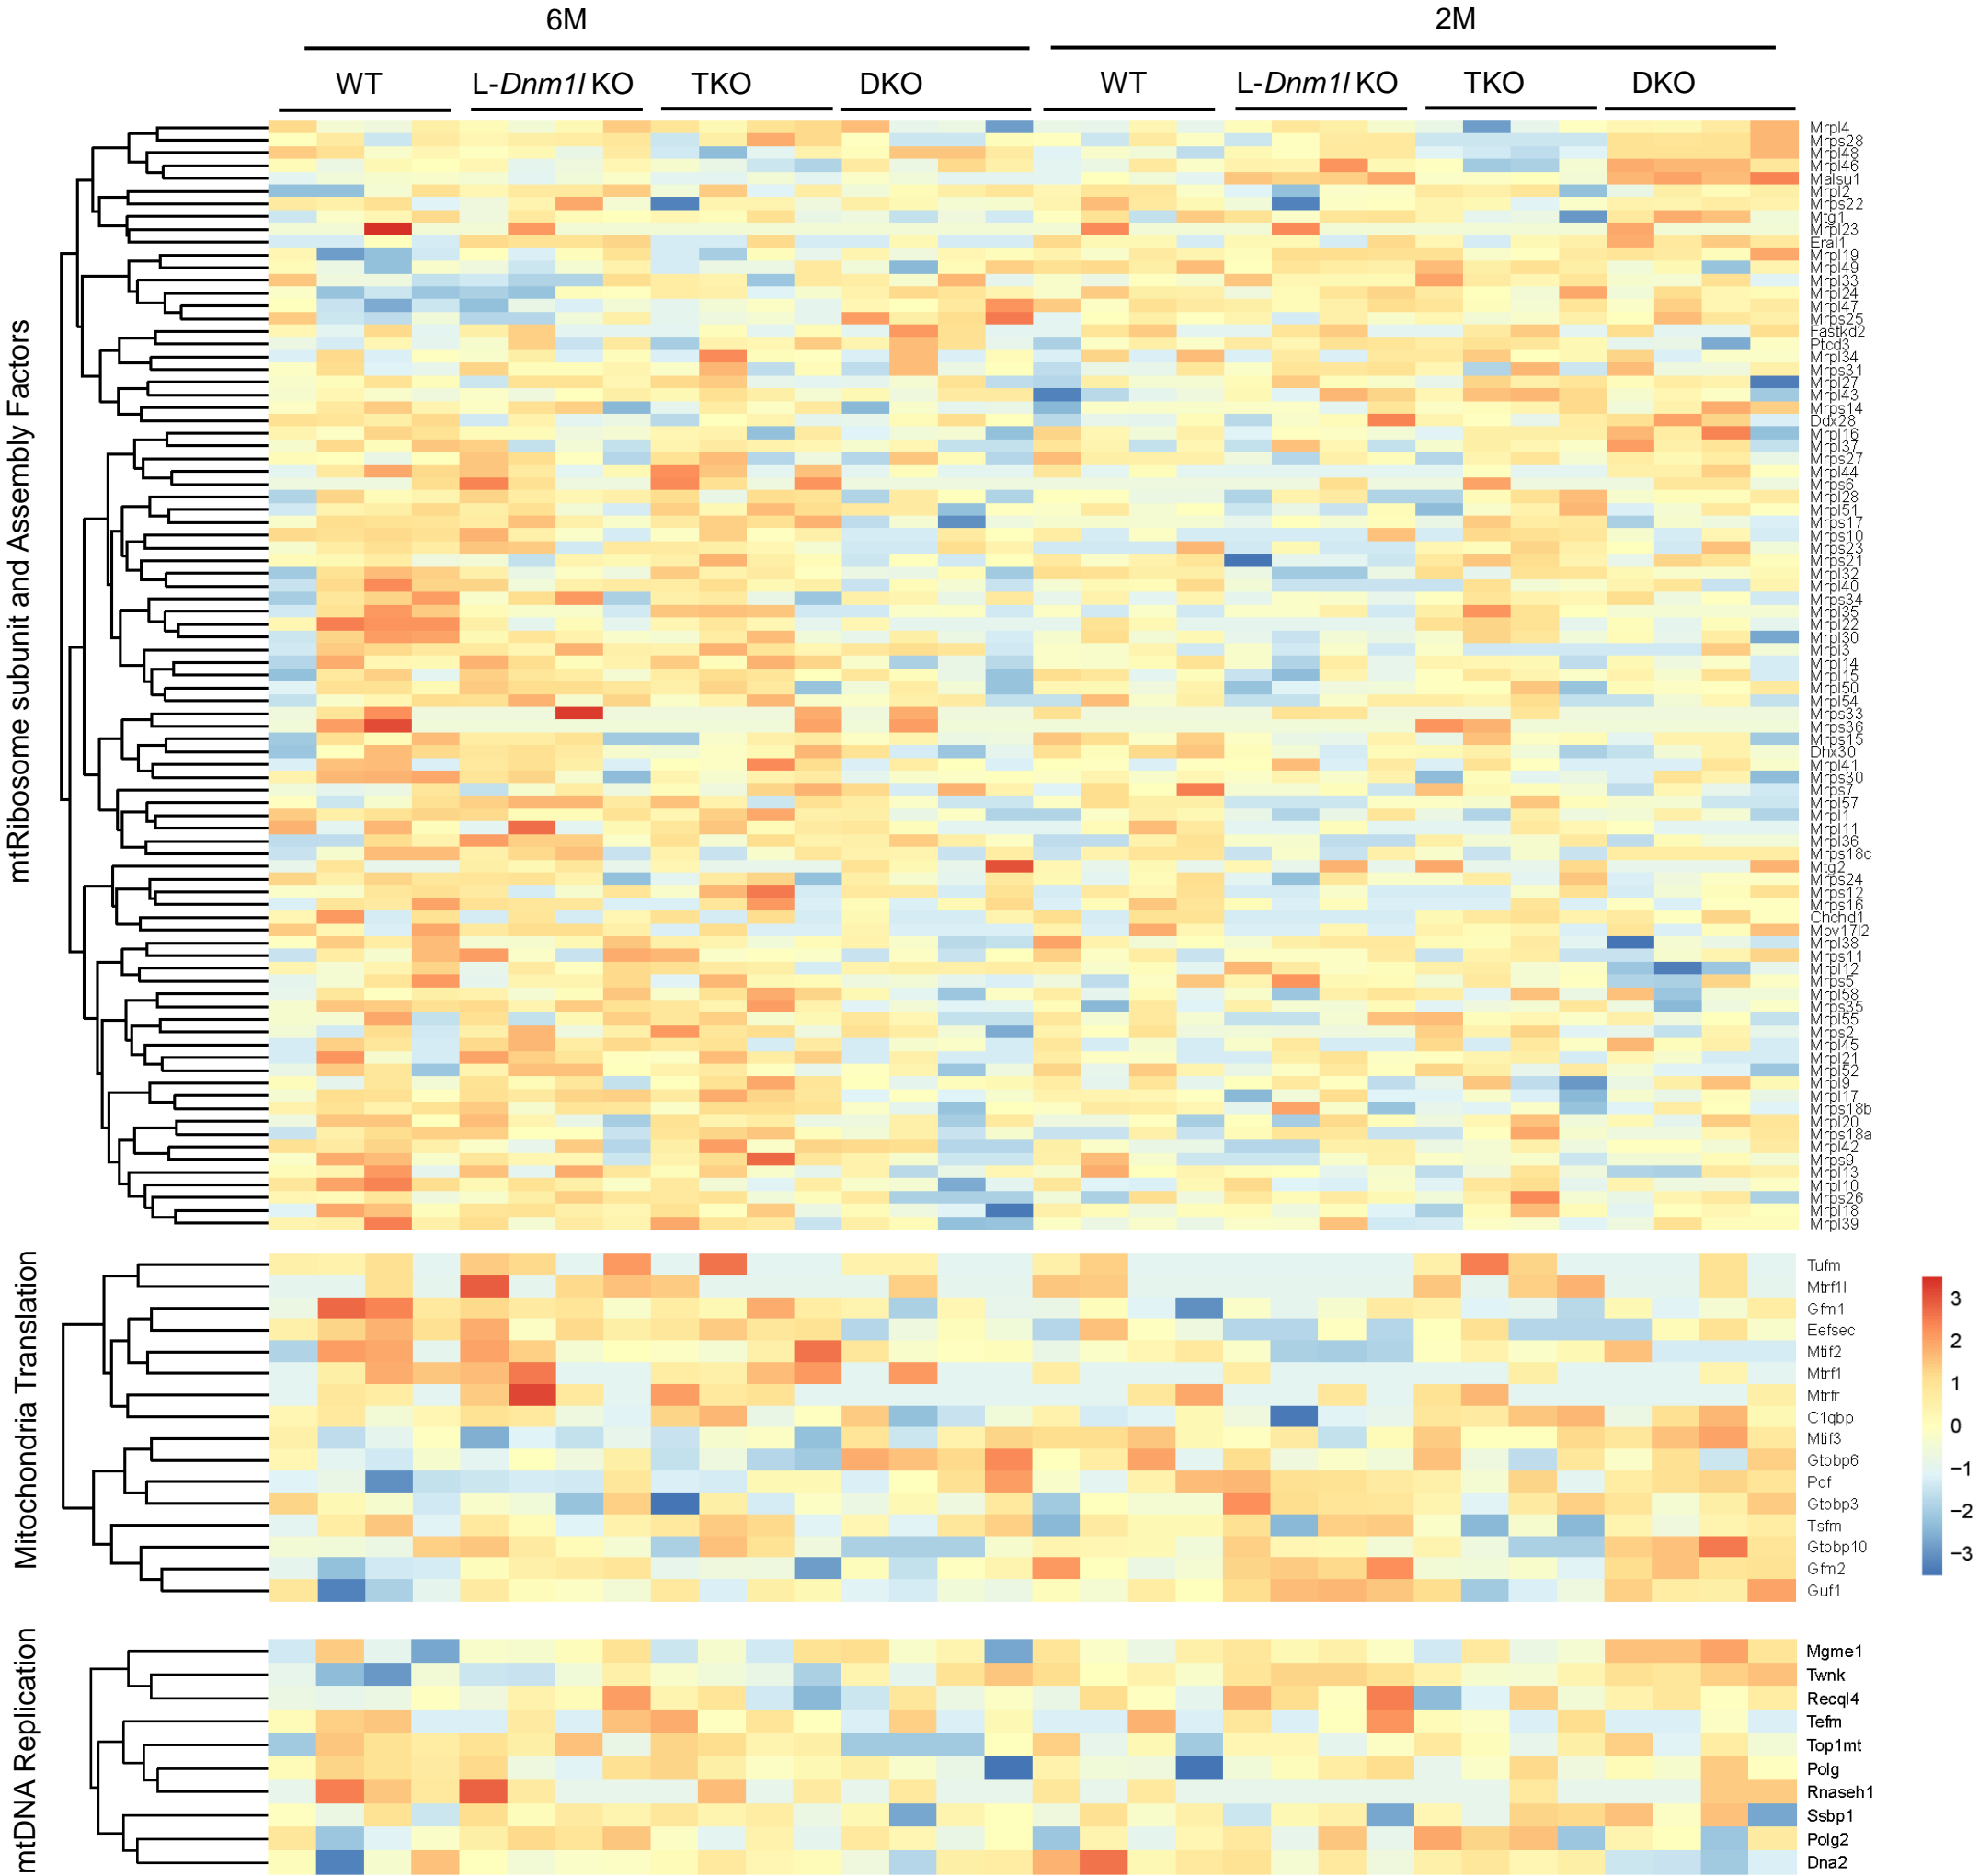

A

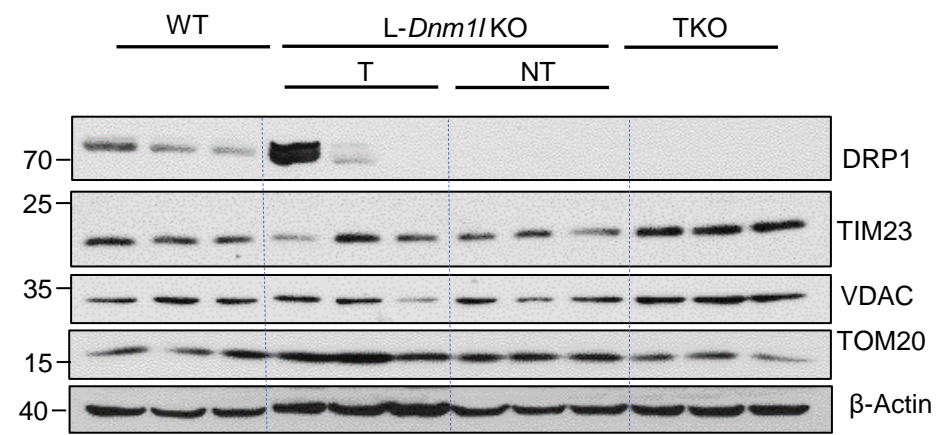

B

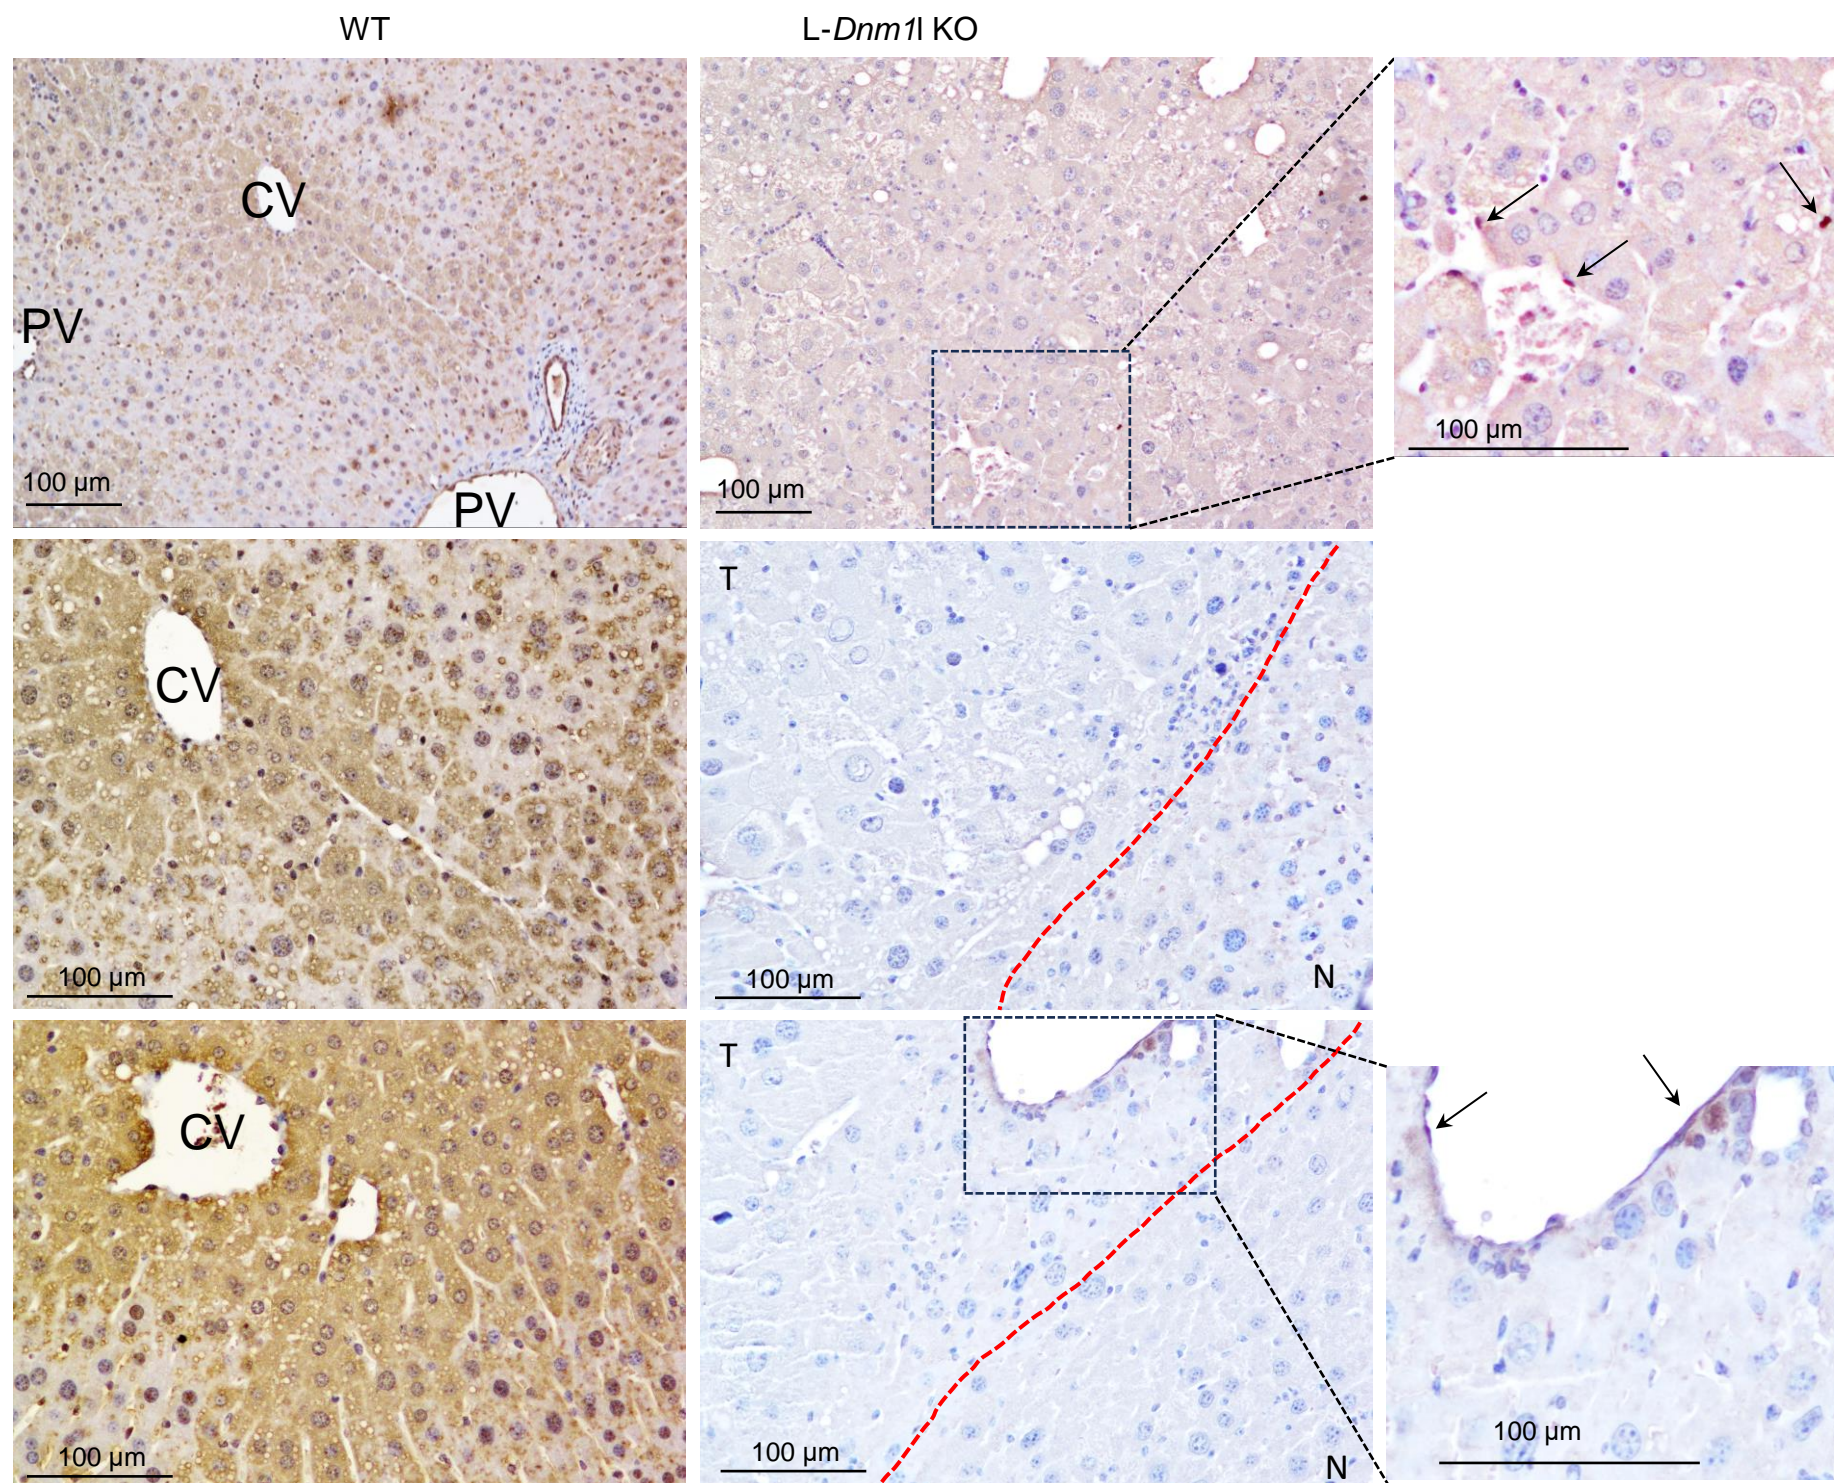

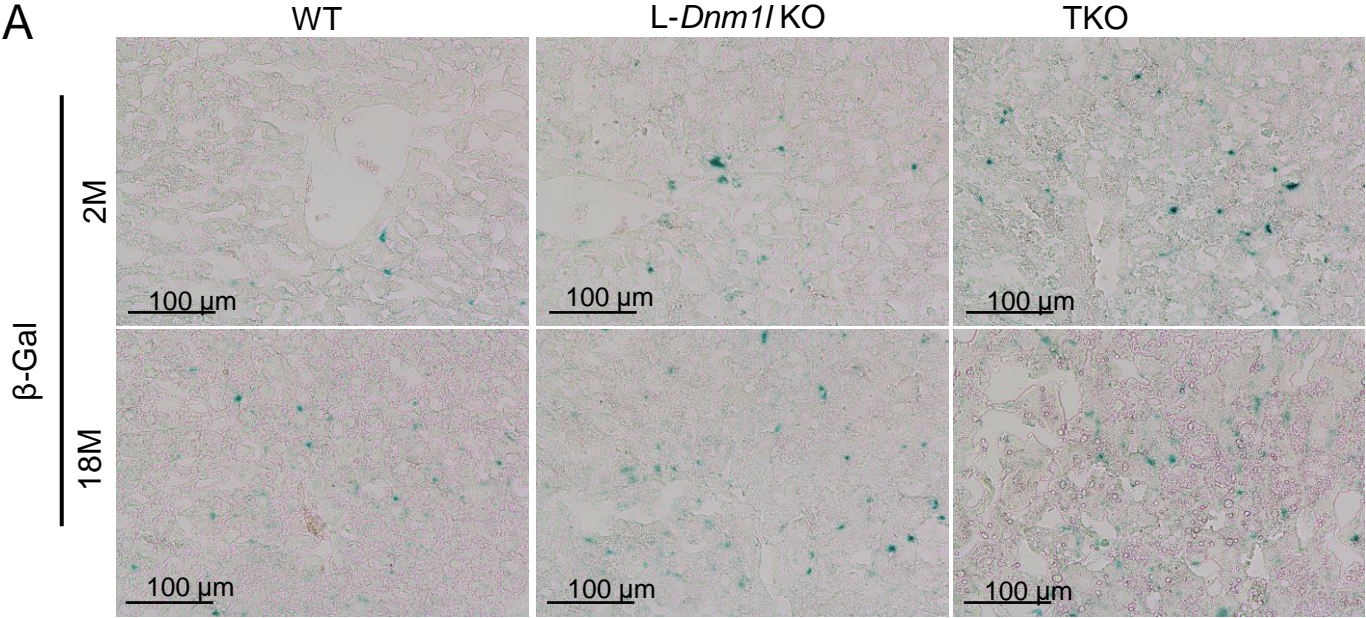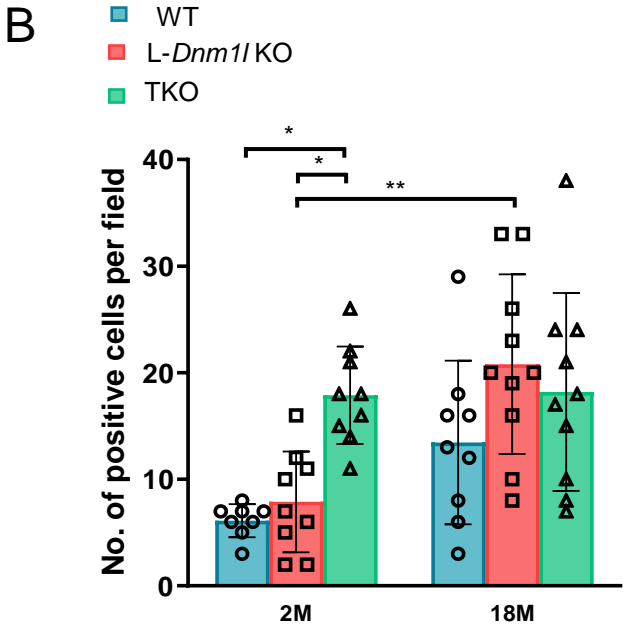

WT

L-*Dnm1* KO

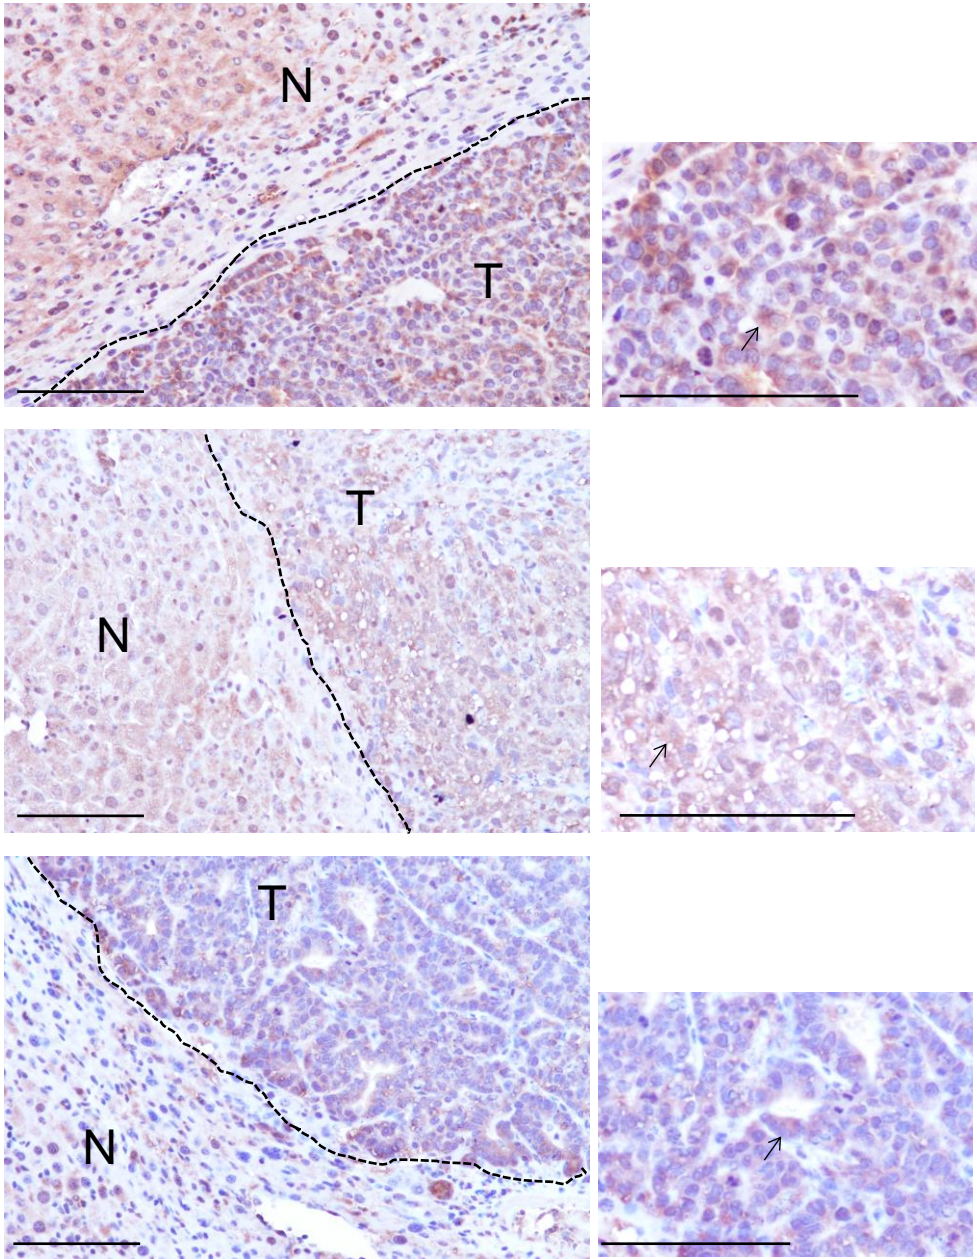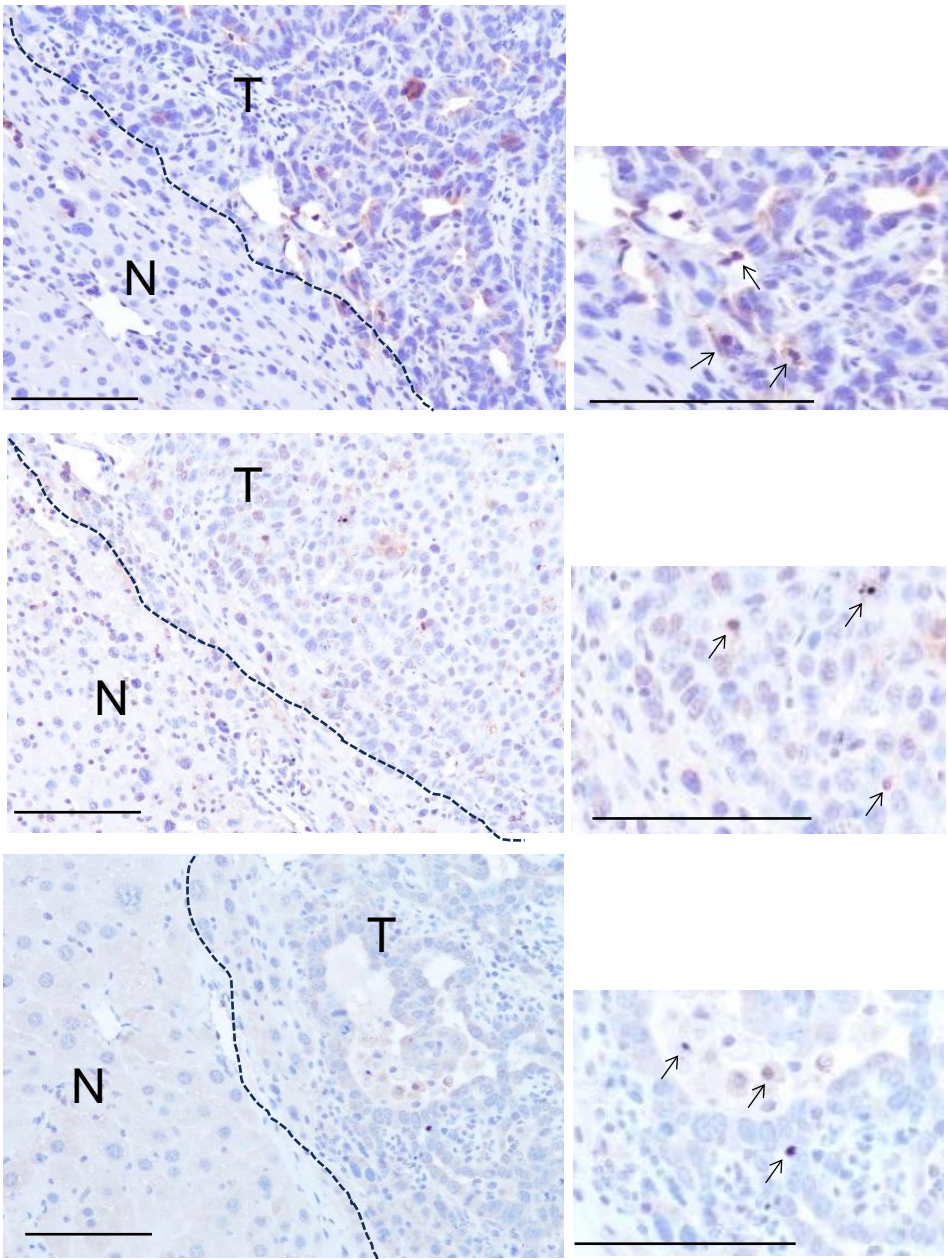

A

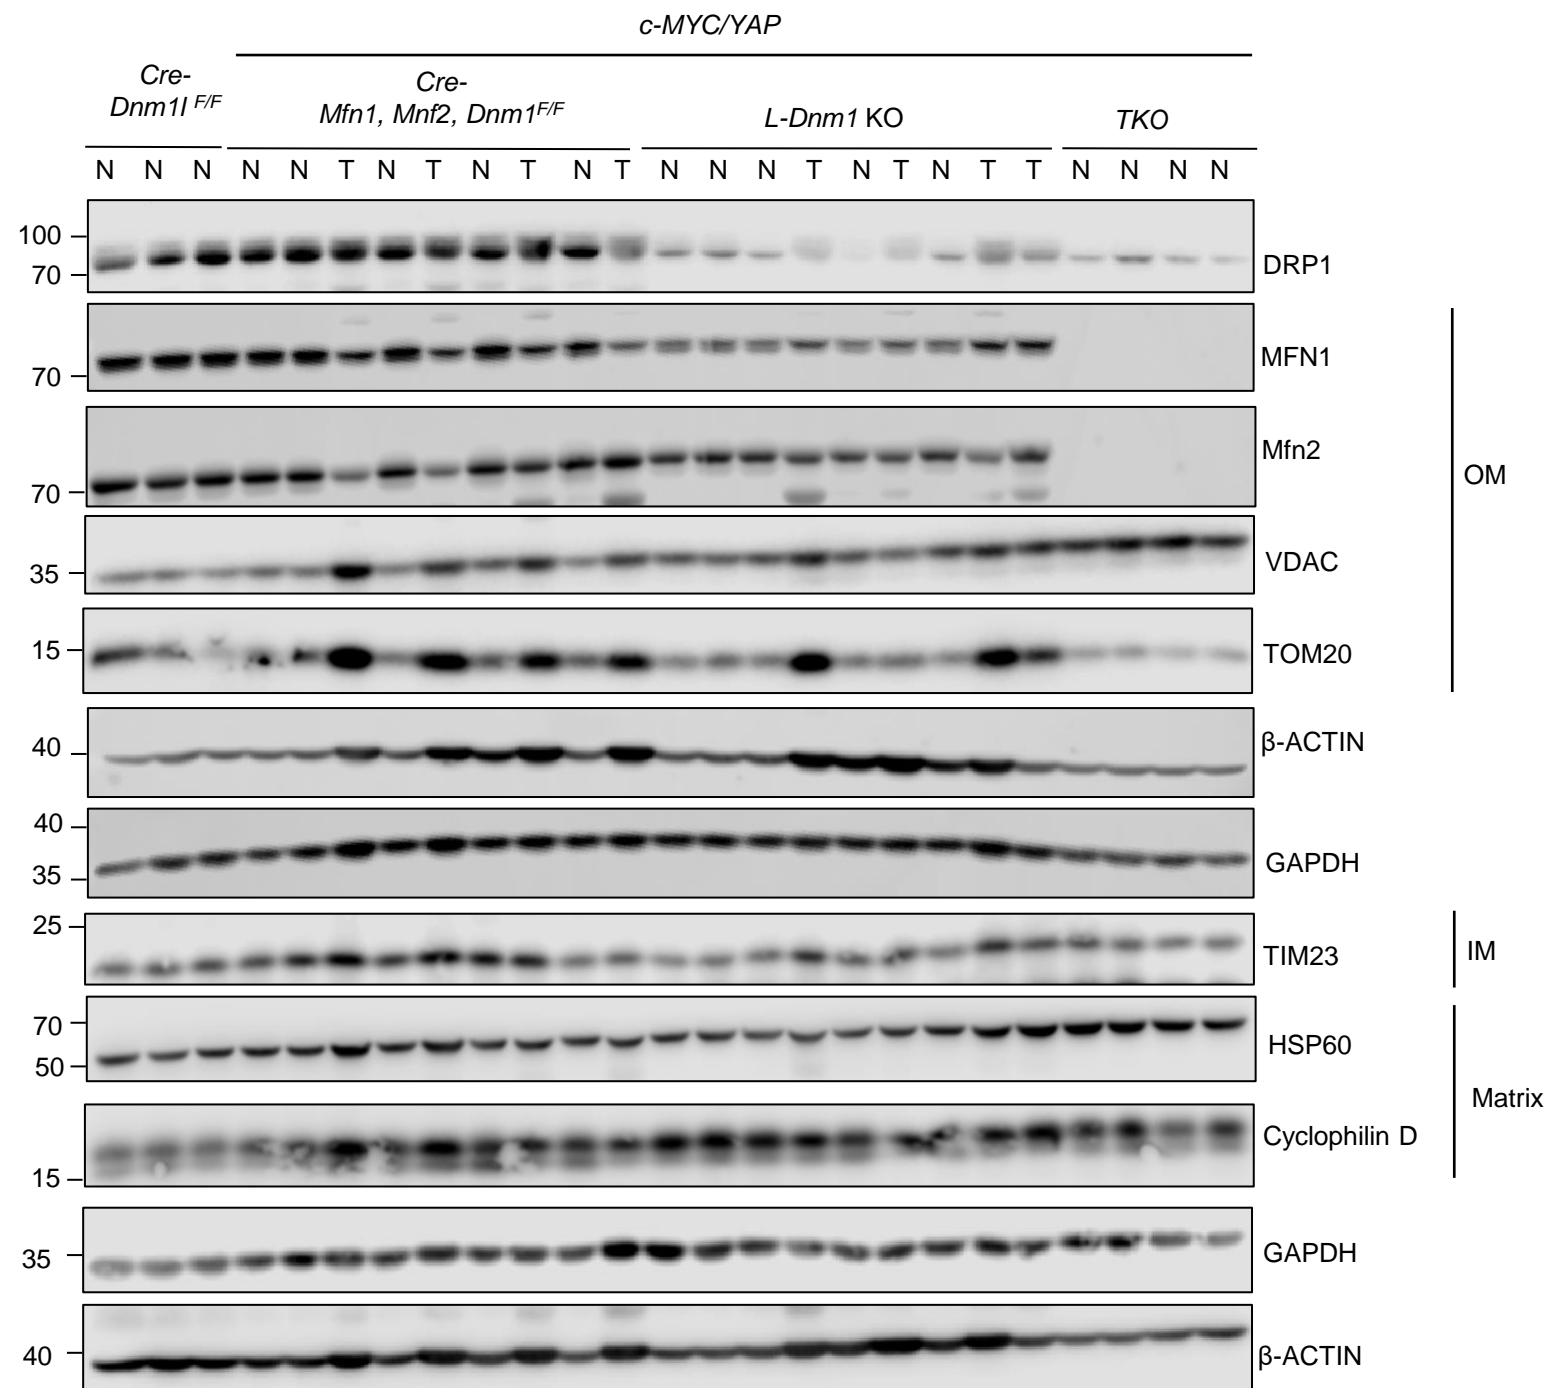

B

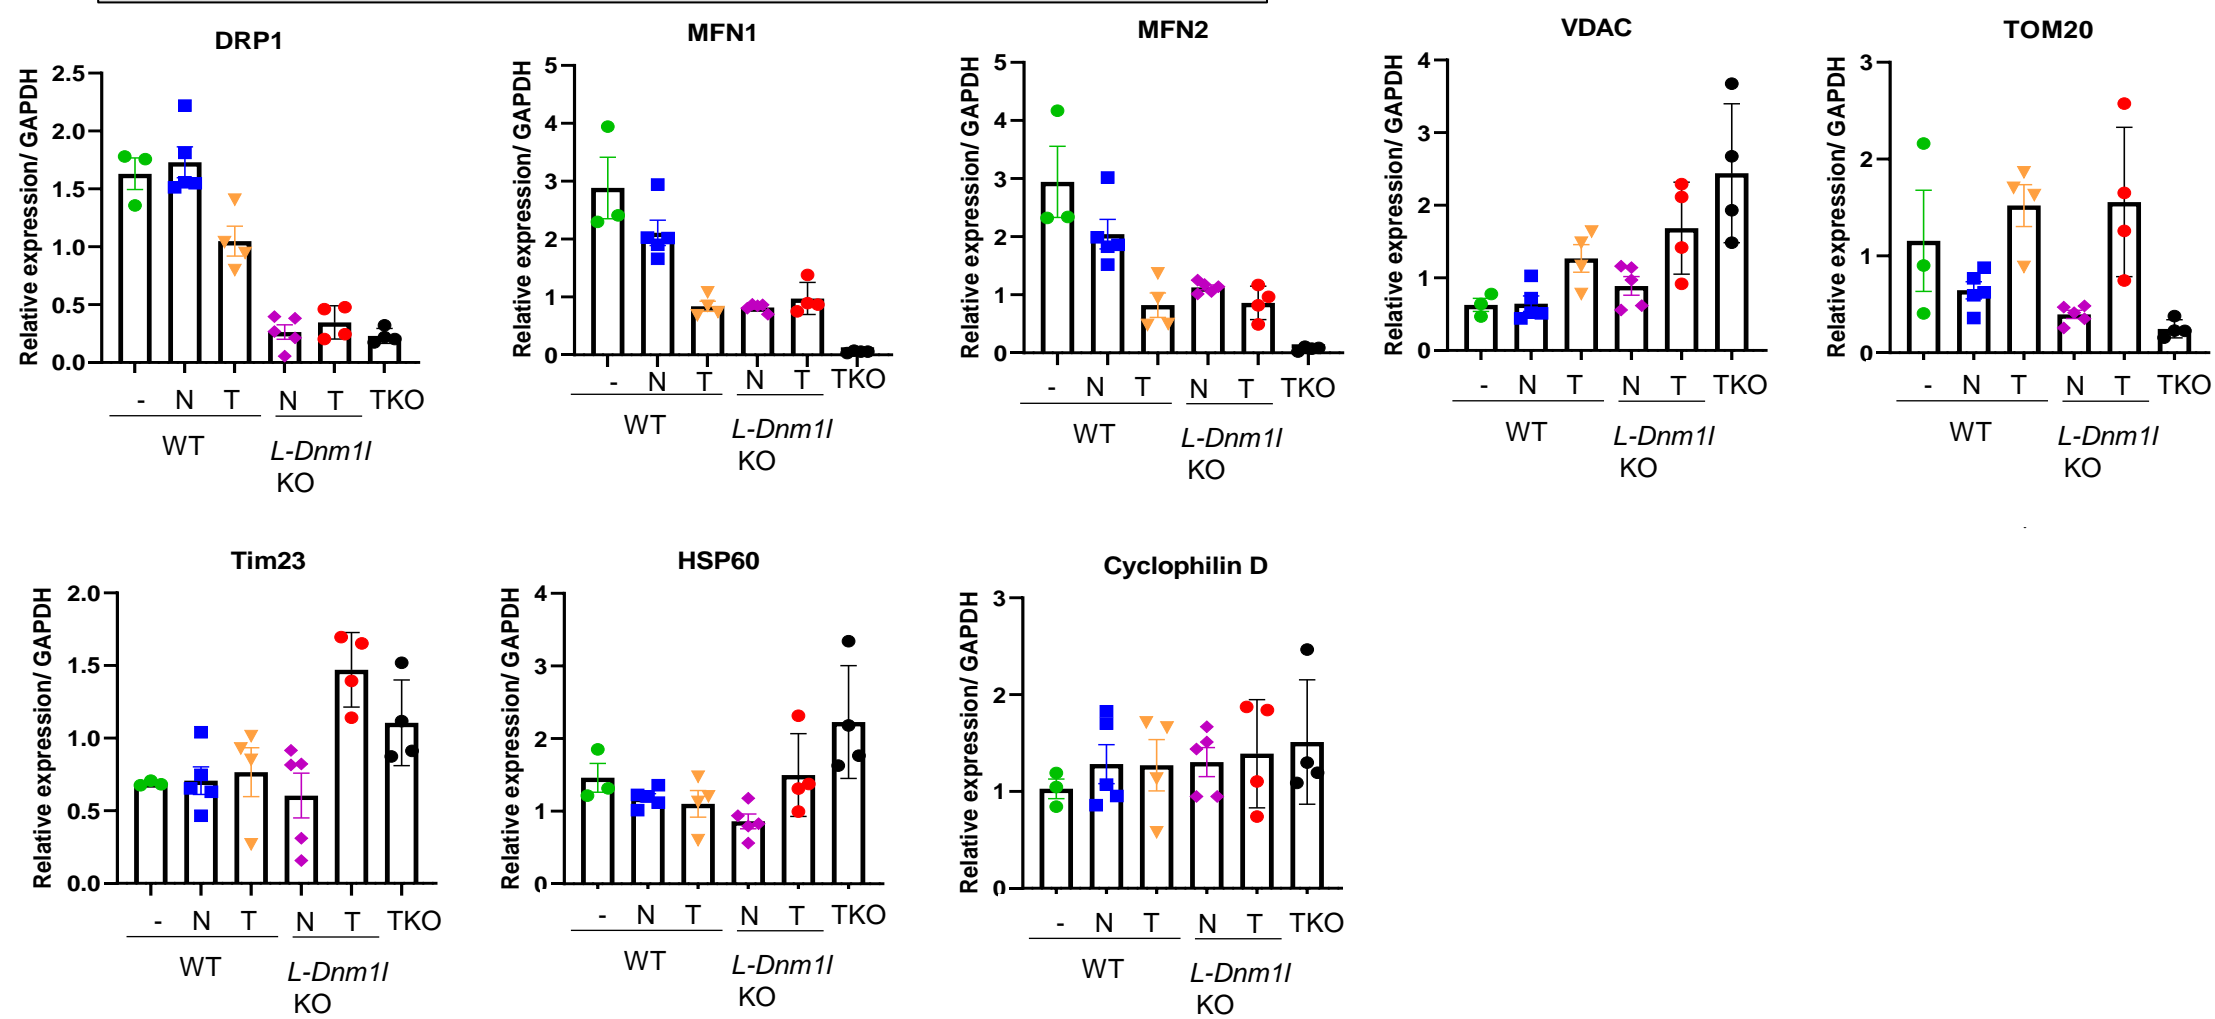

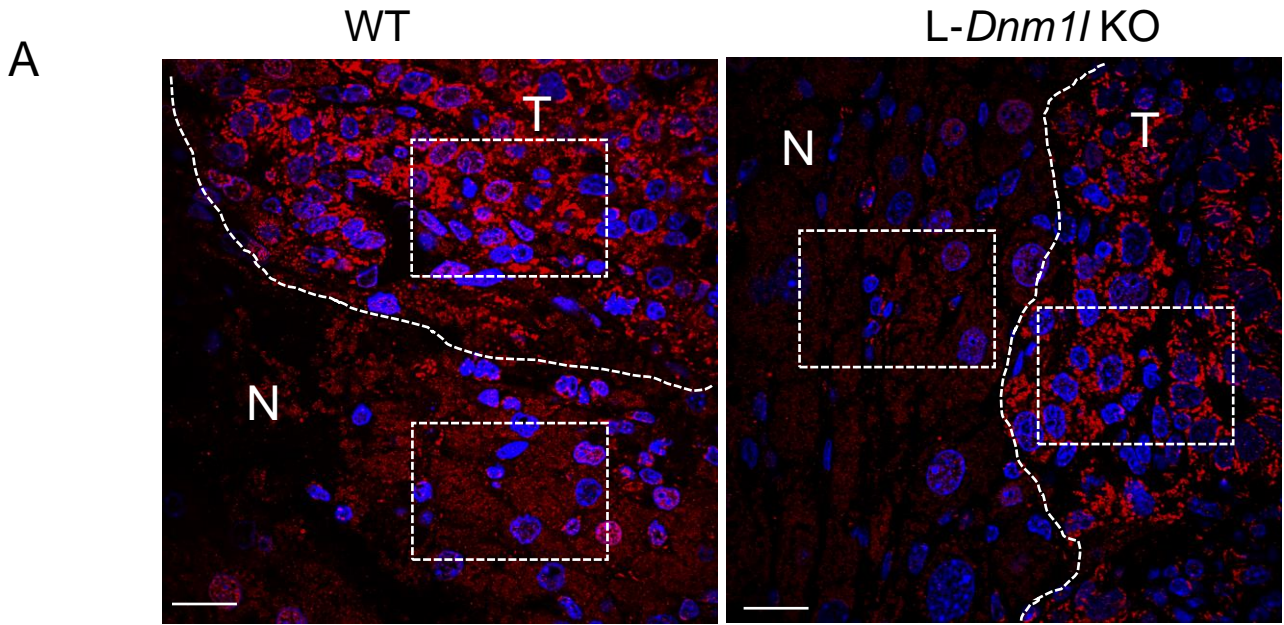

B

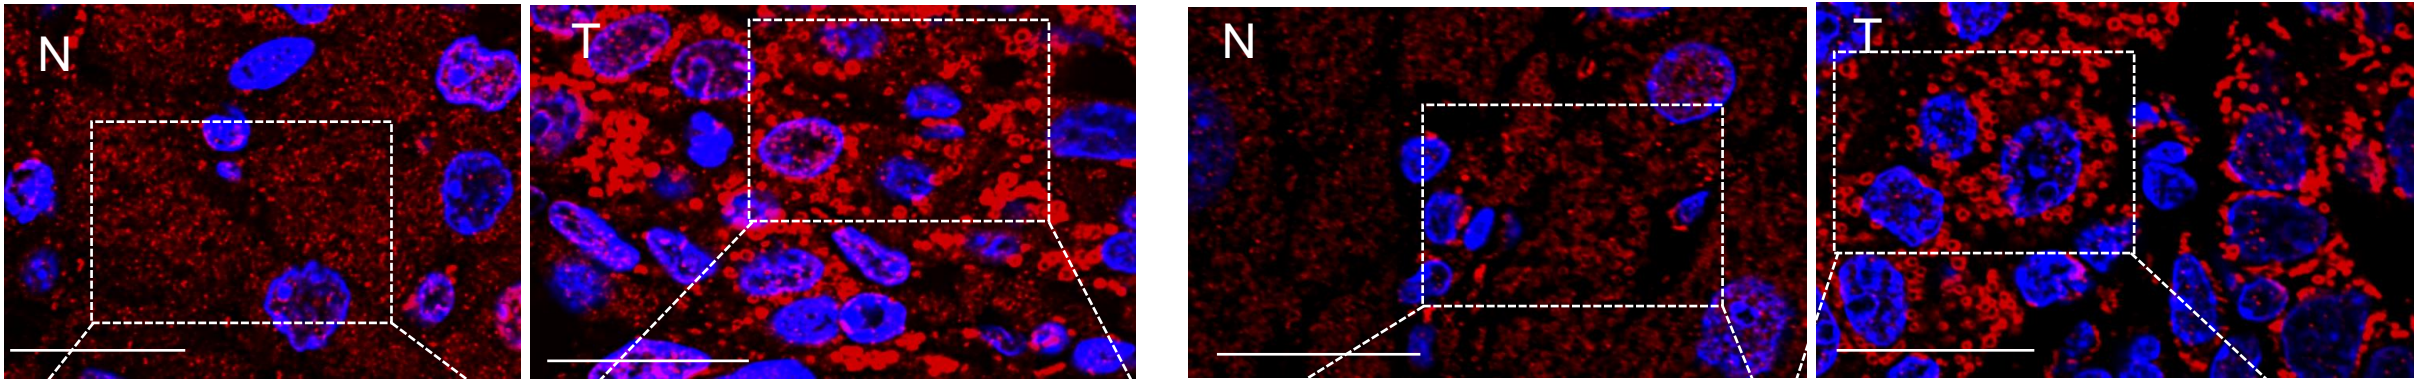

C

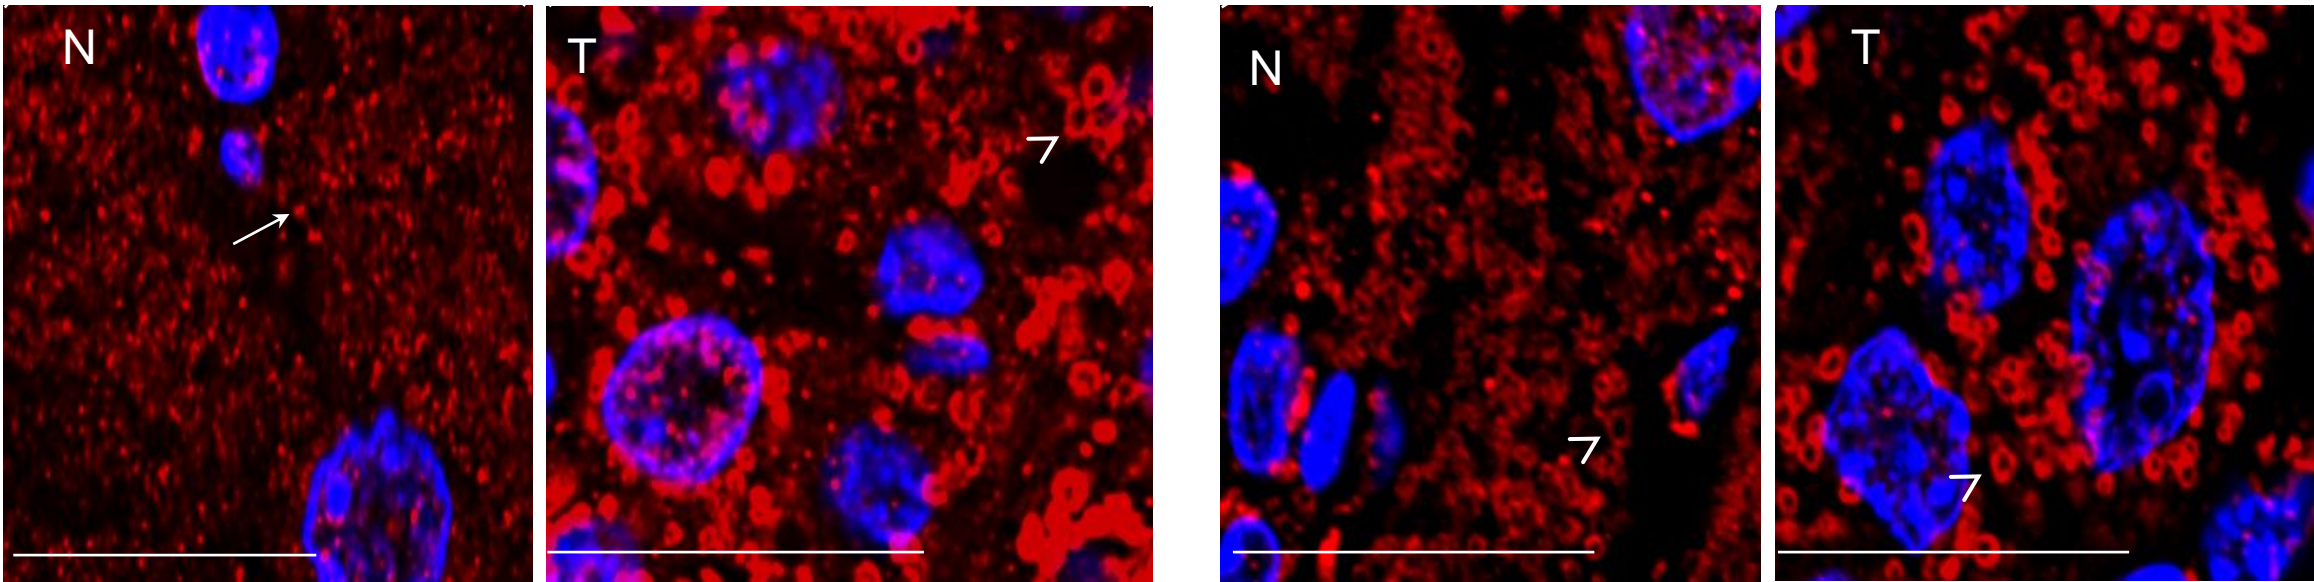

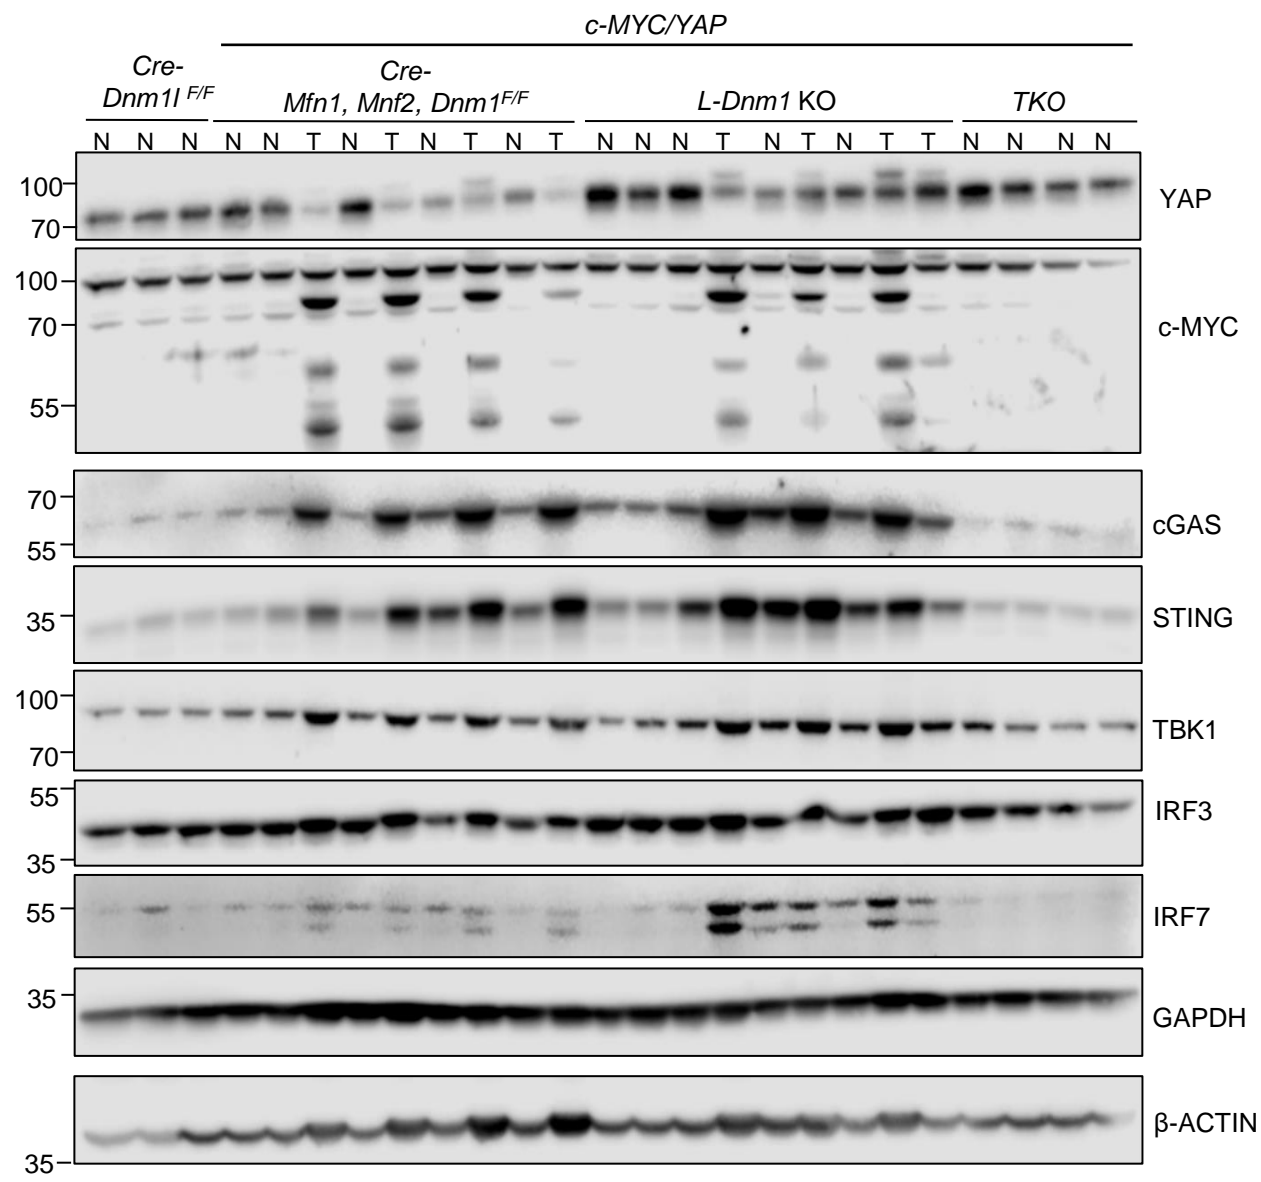

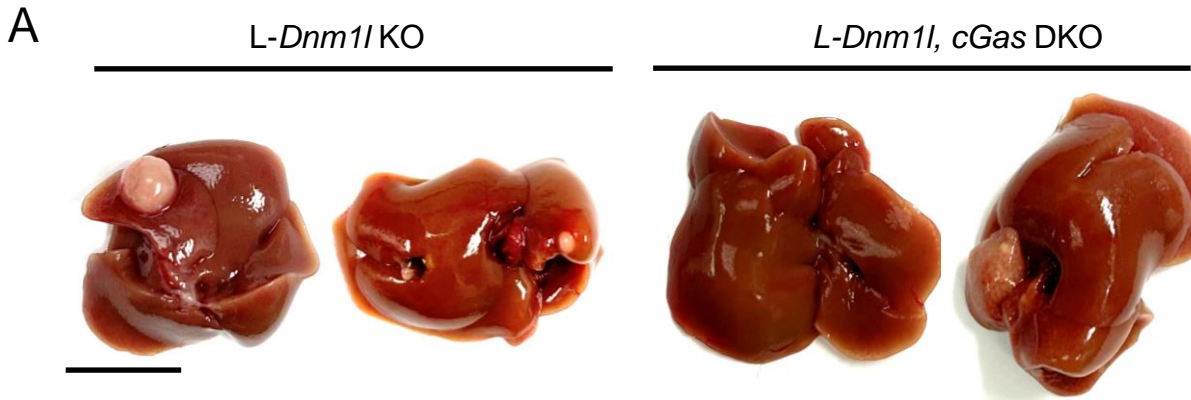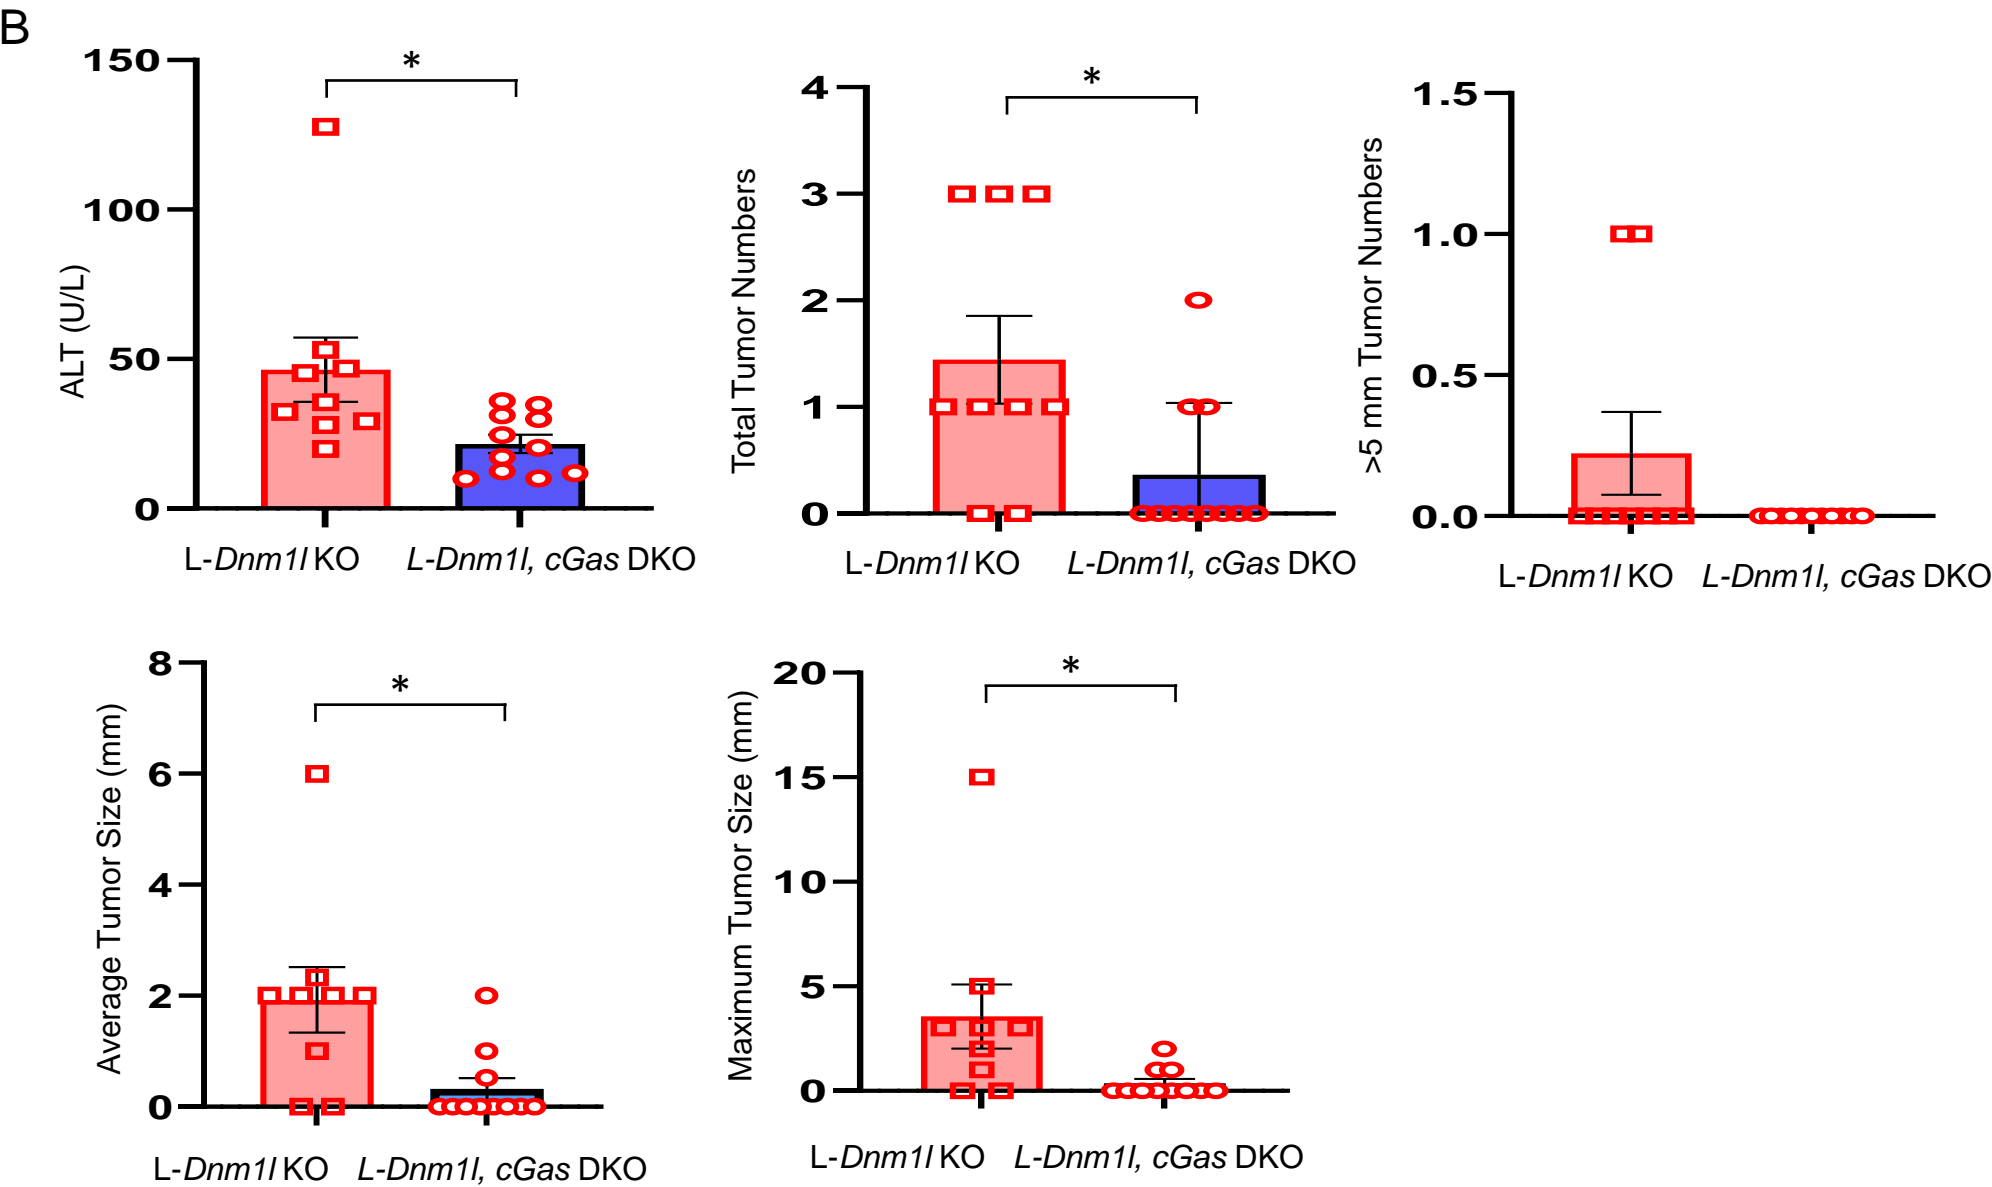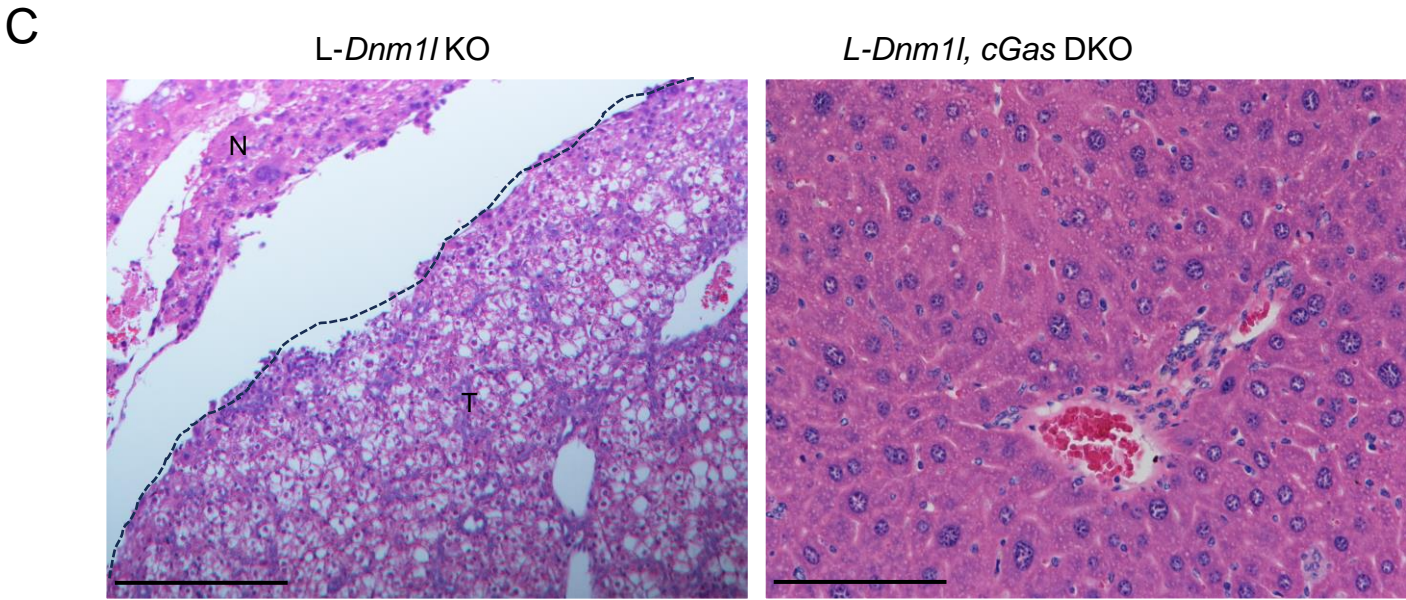

Table S1. Liver tumorigenesis in indicated genotyped mice.

| Mice Genotype              | Sex | Tumorigenic mice / total |     |       |
|----------------------------|-----|--------------------------|-----|-------|
|                            |     | 6M                       | 15M | ≥18M  |
| L- <i>Dnm1l</i> KO         | M   | 0/11                     | 5/6 | 17/20 |
|                            | F   | 0/11                     | 4/8 | 1/5   |
| L- <i>Dnm1l</i> , cGAS DKO | M   | 0/10                     | 2/7 | 3/11  |
|                            | F   | 0/7                      | 1/6 | 0/6   |

# Supplementary material for: Genetic disruption of mitochondrial dynamics and stasis leads to liver injury and tumorigenesis
**Source:** J Clin Invest. 2025 Dec 16;136(4):e194441. doi: 10.1172/JCI194441

**Fig 6B**

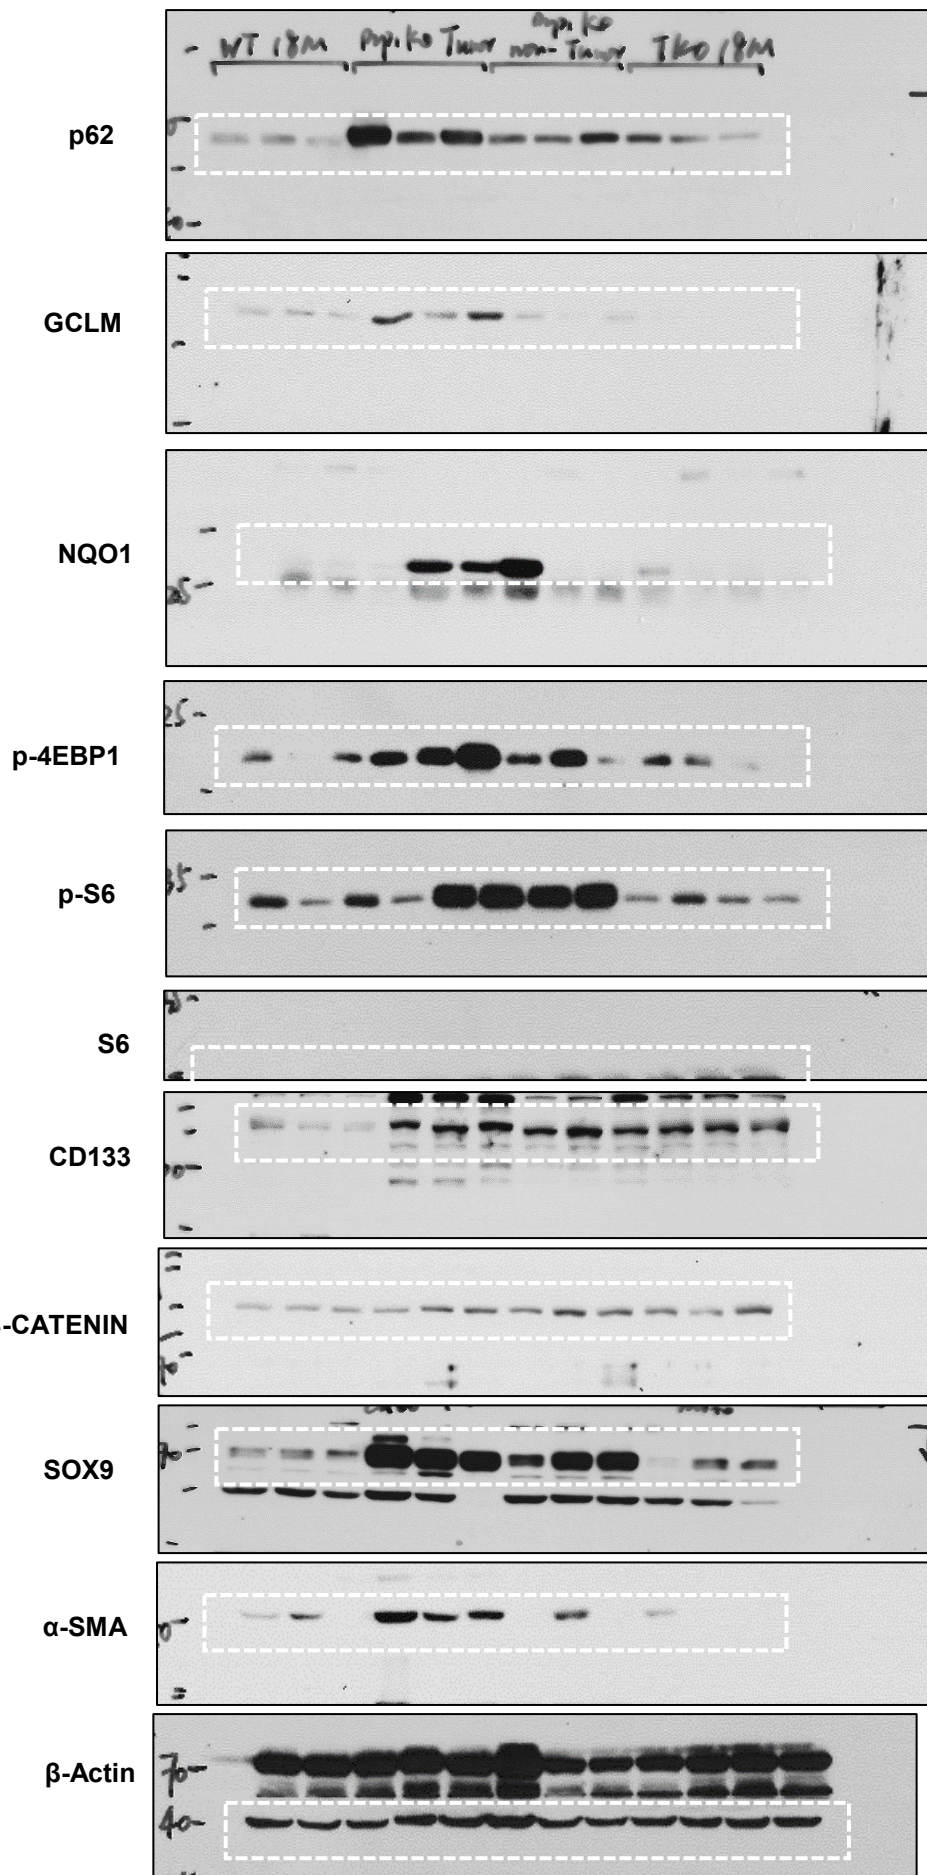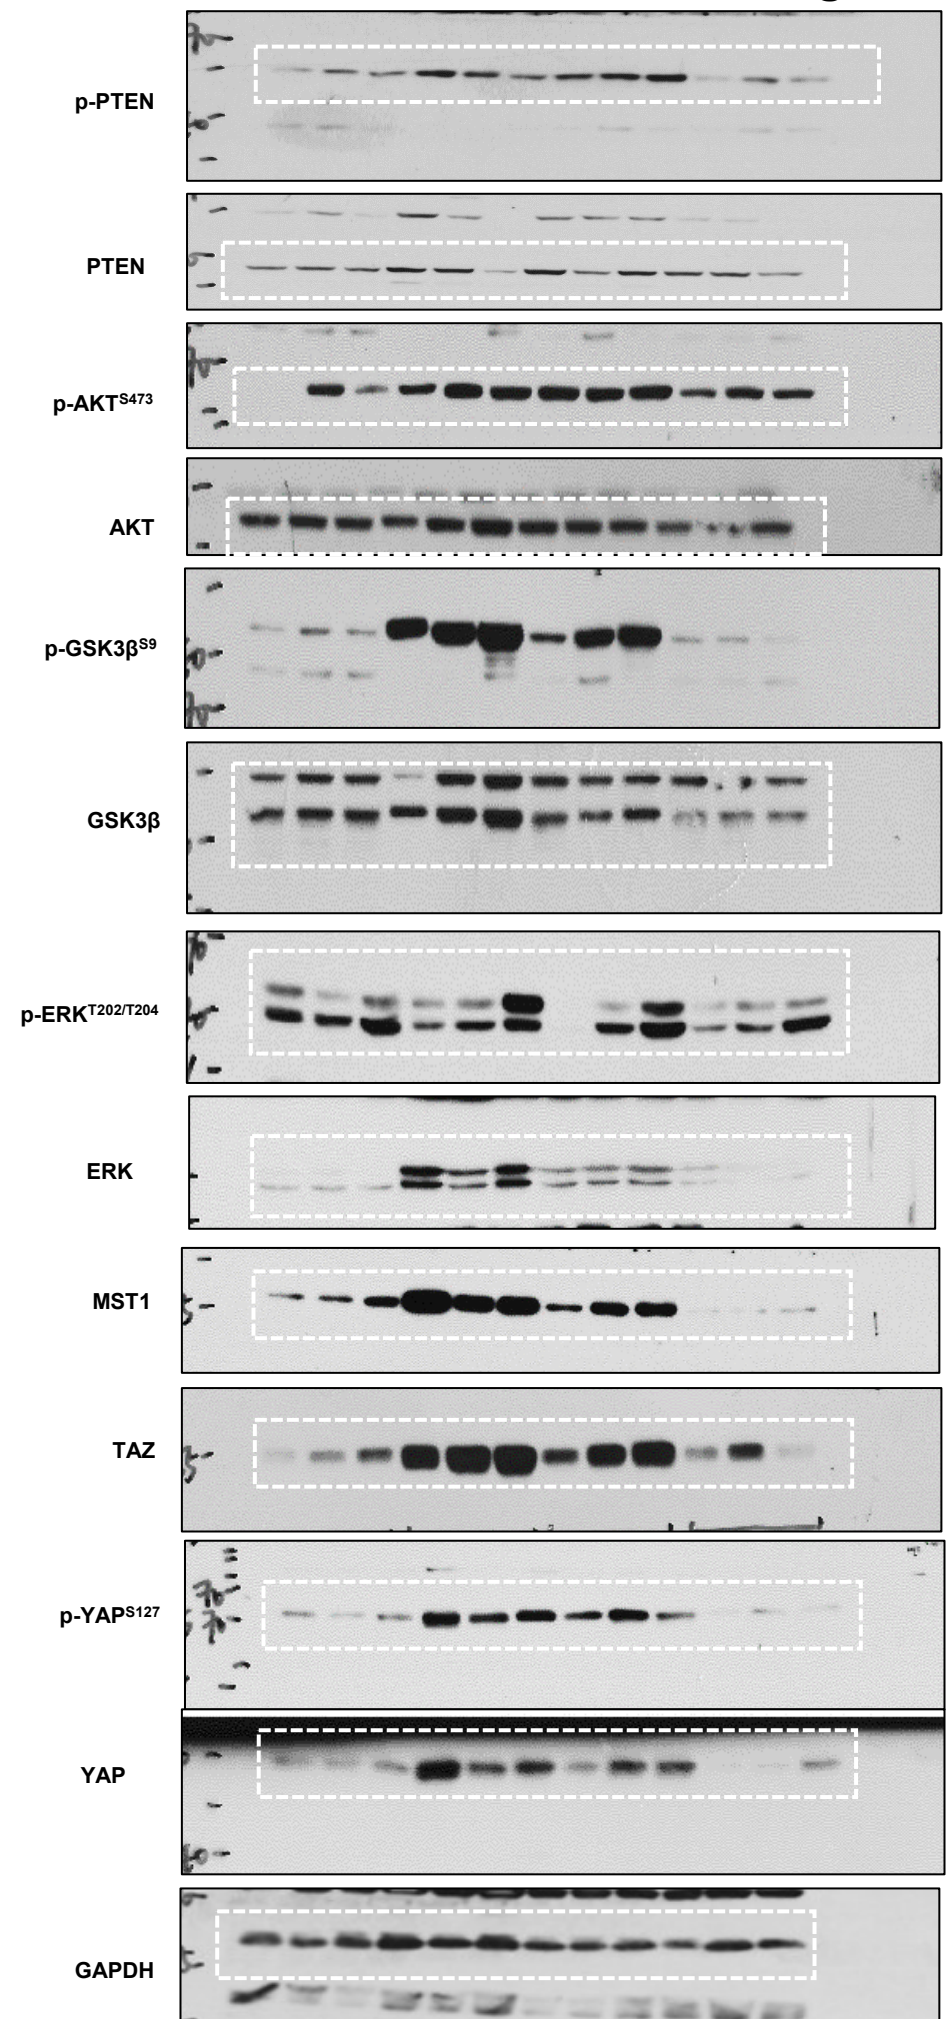

Figure 7D

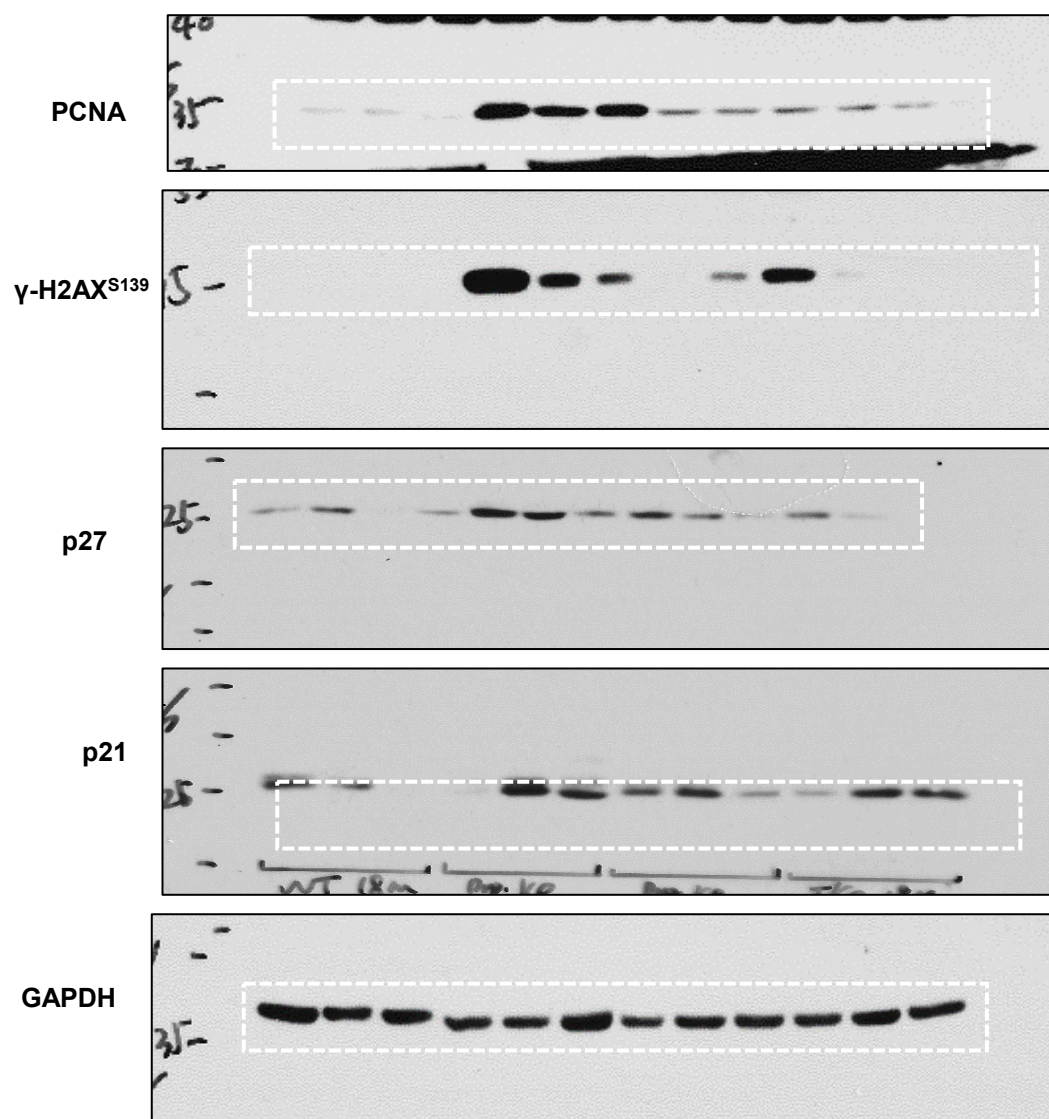

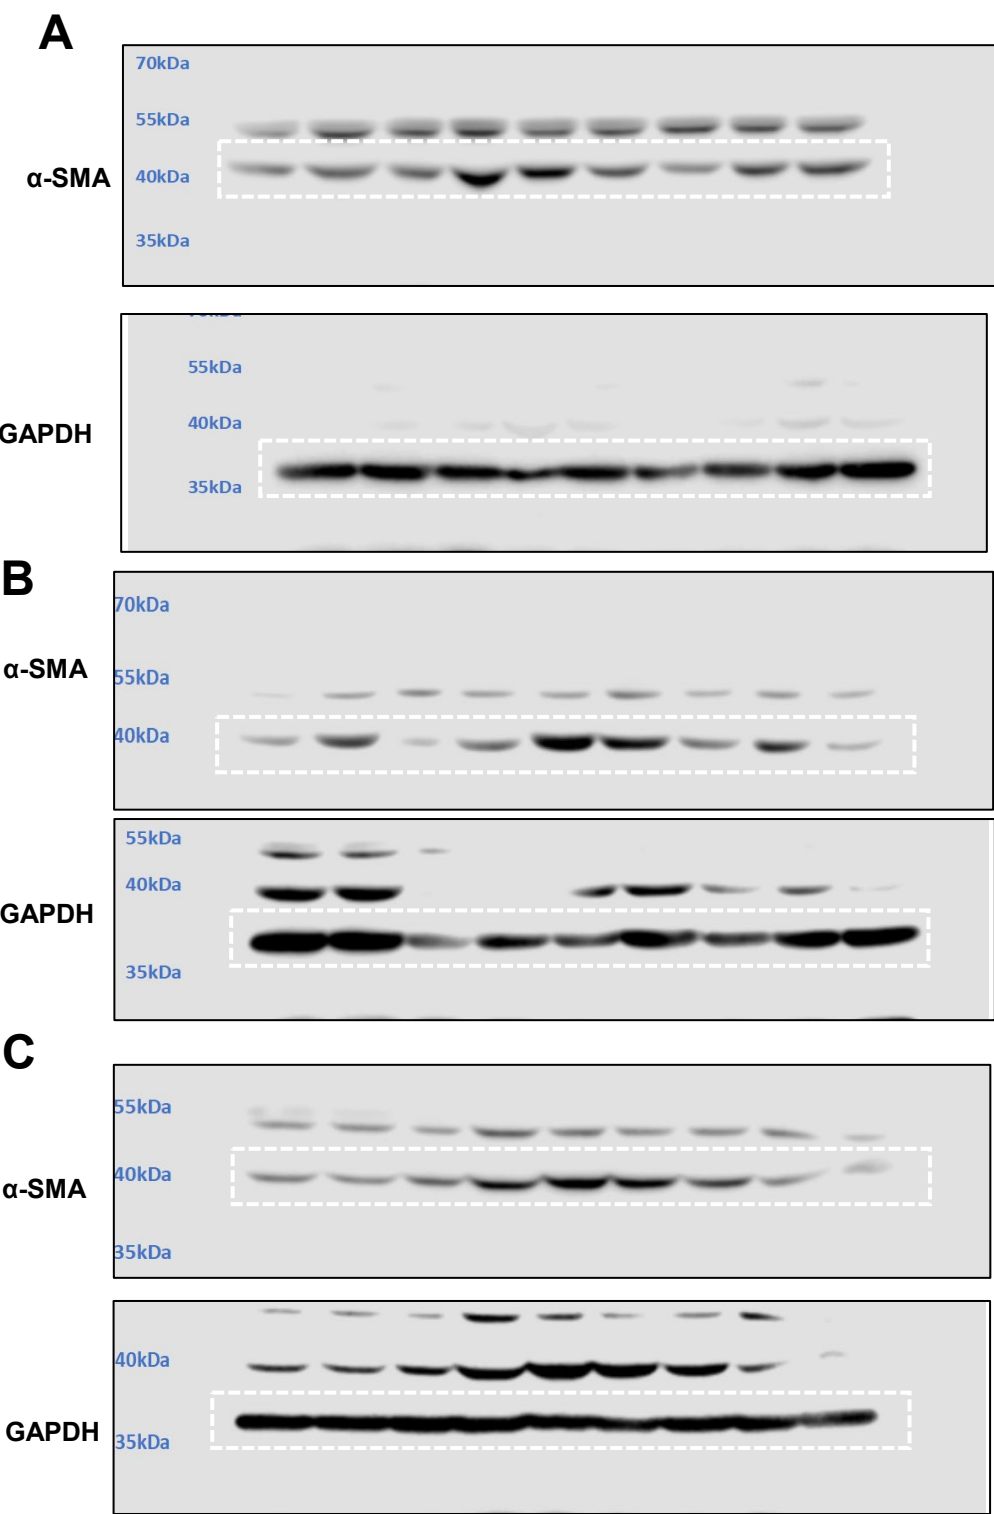

Supplemental Figure 6A

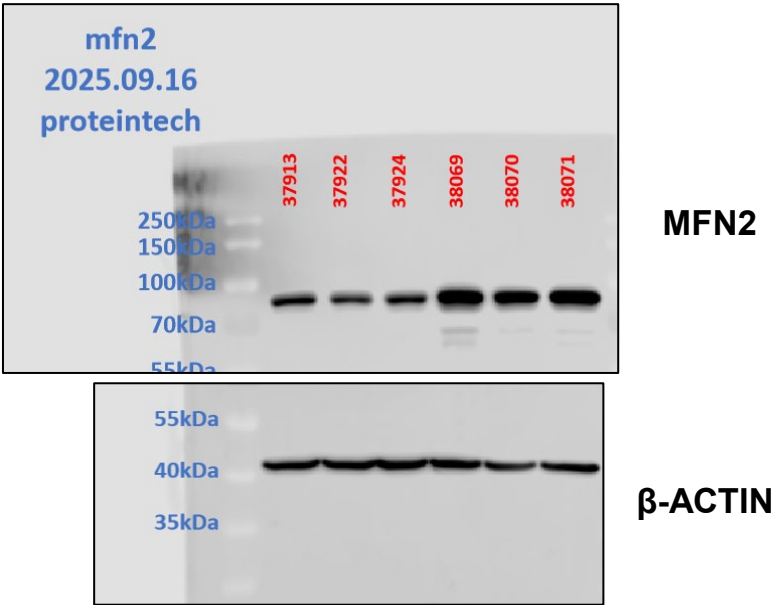

Supplemental Figure 7F

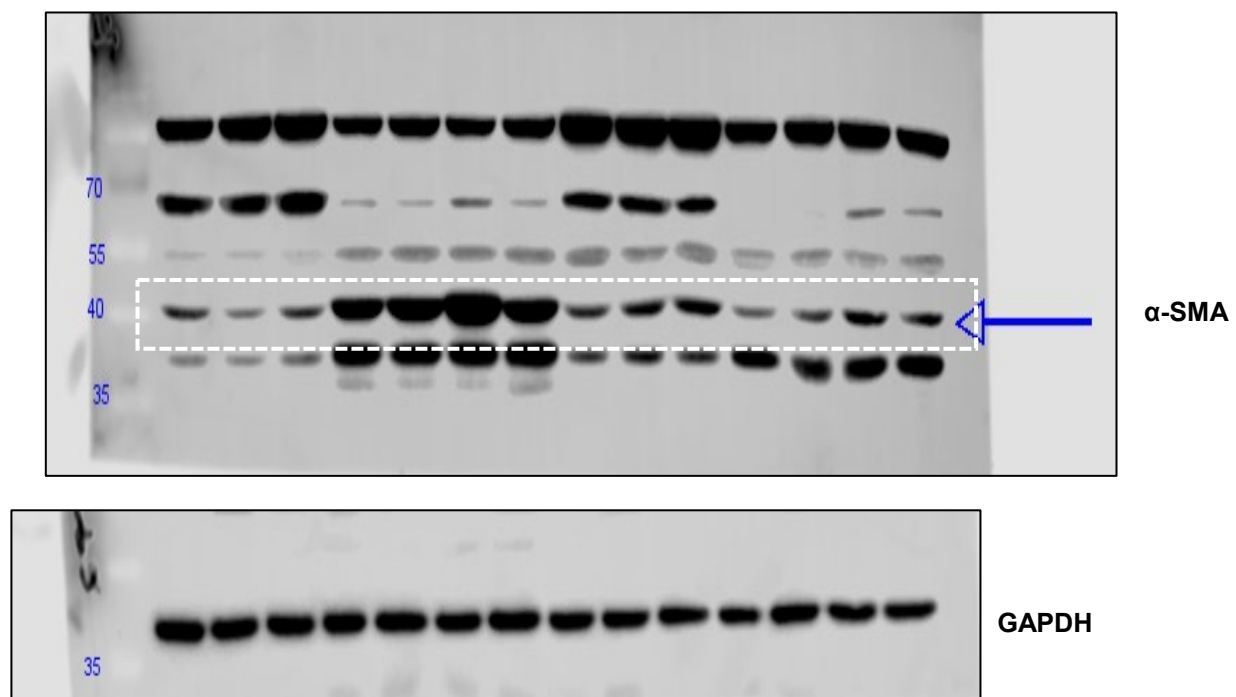

C

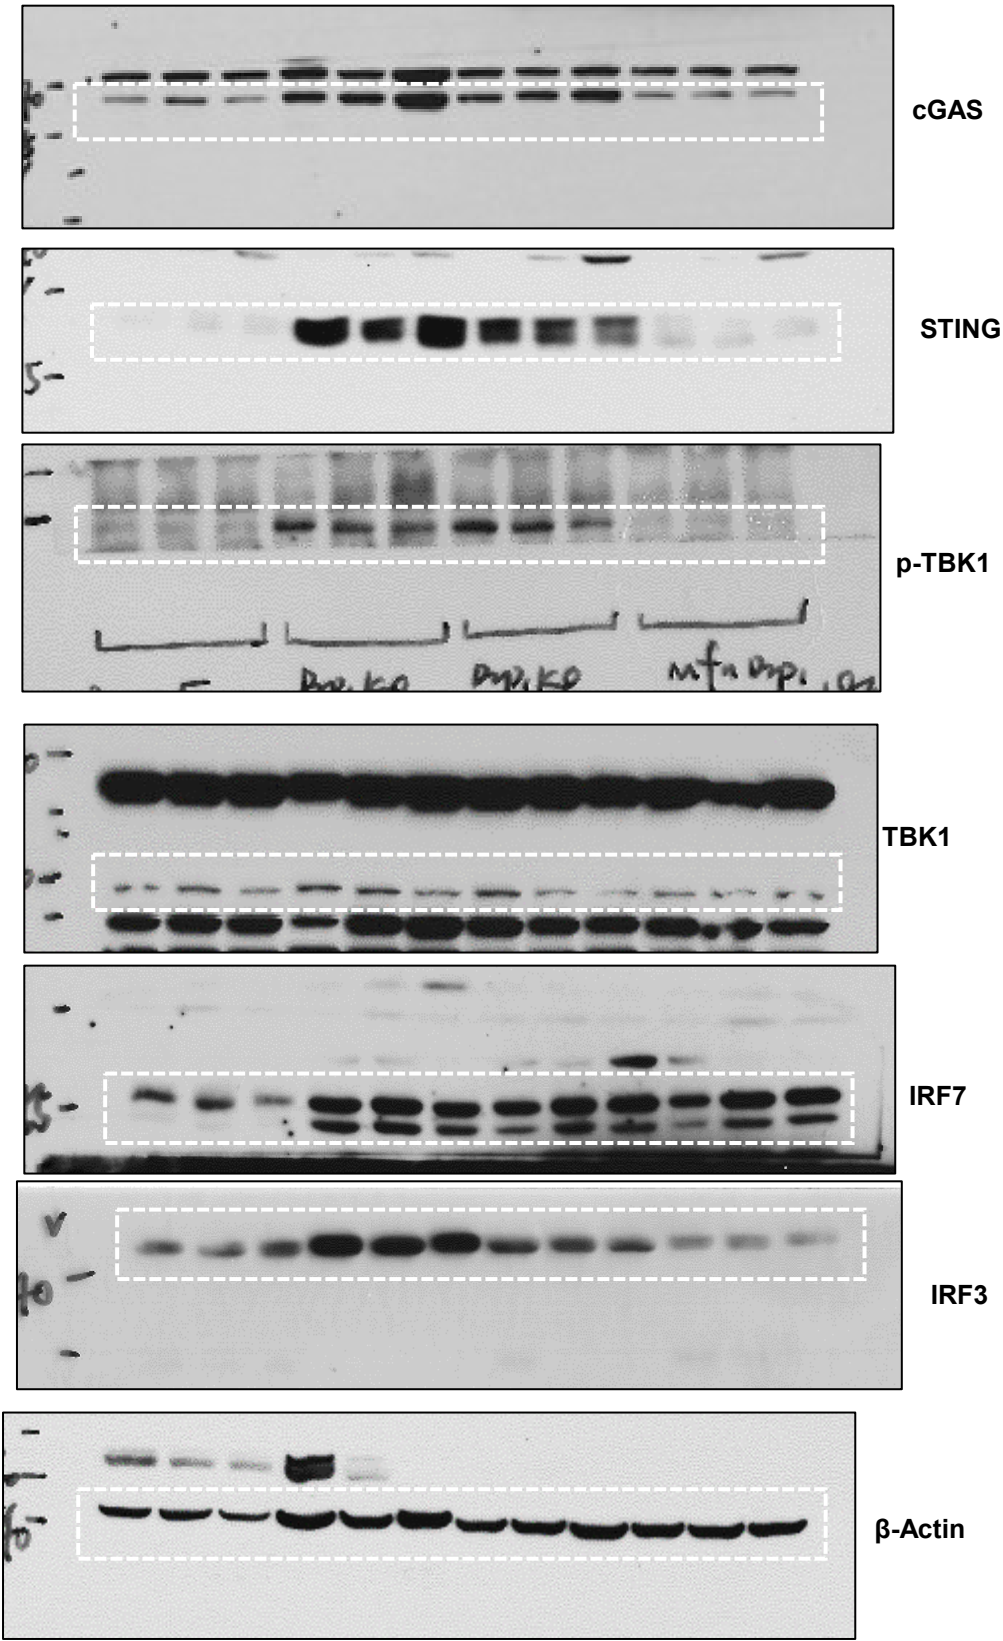

D

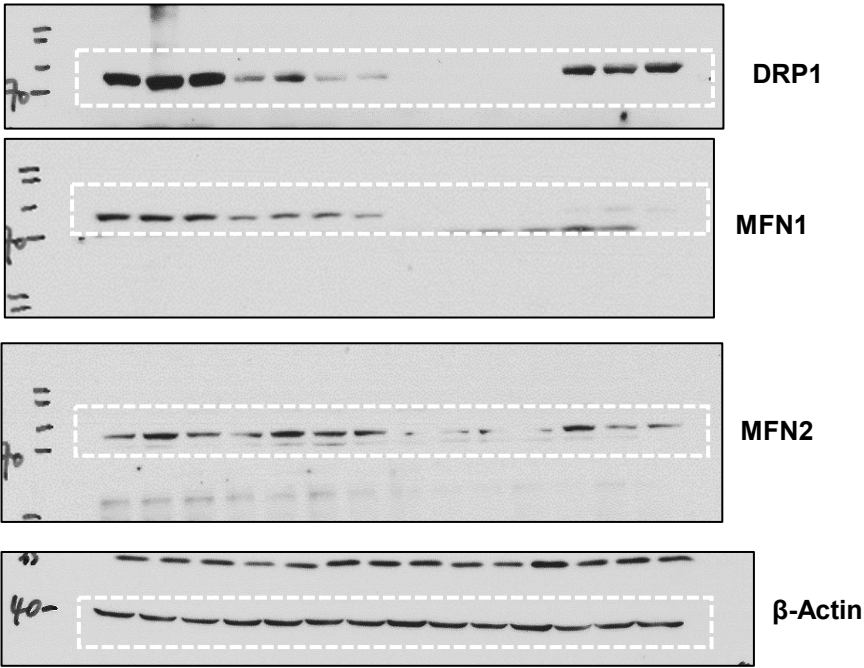

C

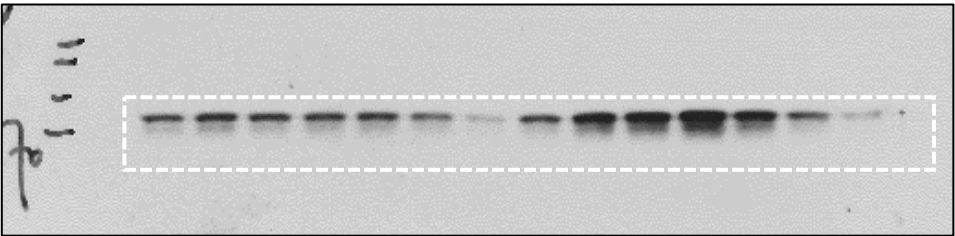

BIP

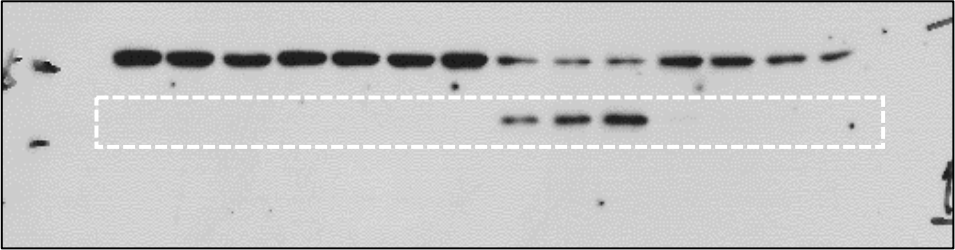

CHOP

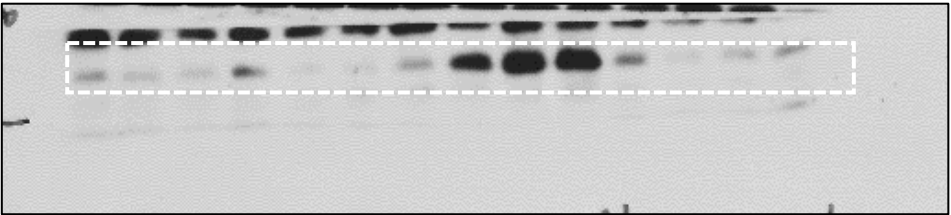

Cleaved-  
CASPASE3

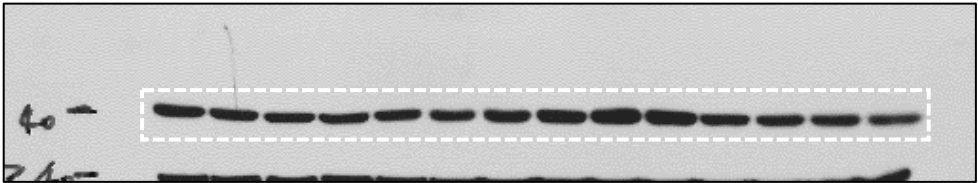

β-ACTIN

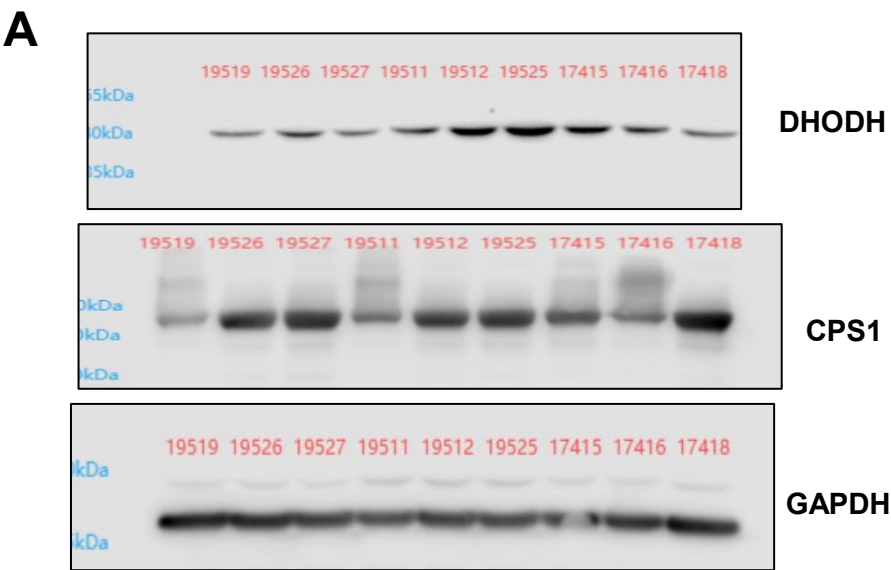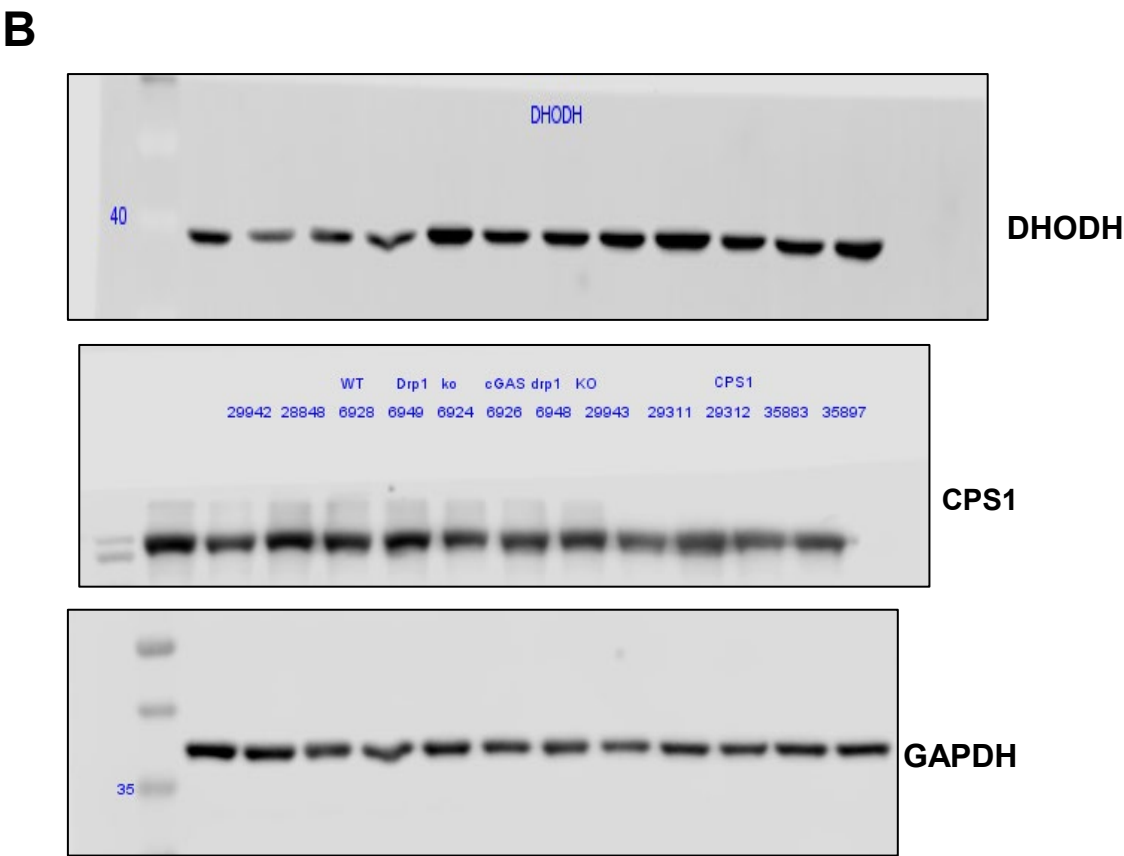

## Supplemental Figure 18

A

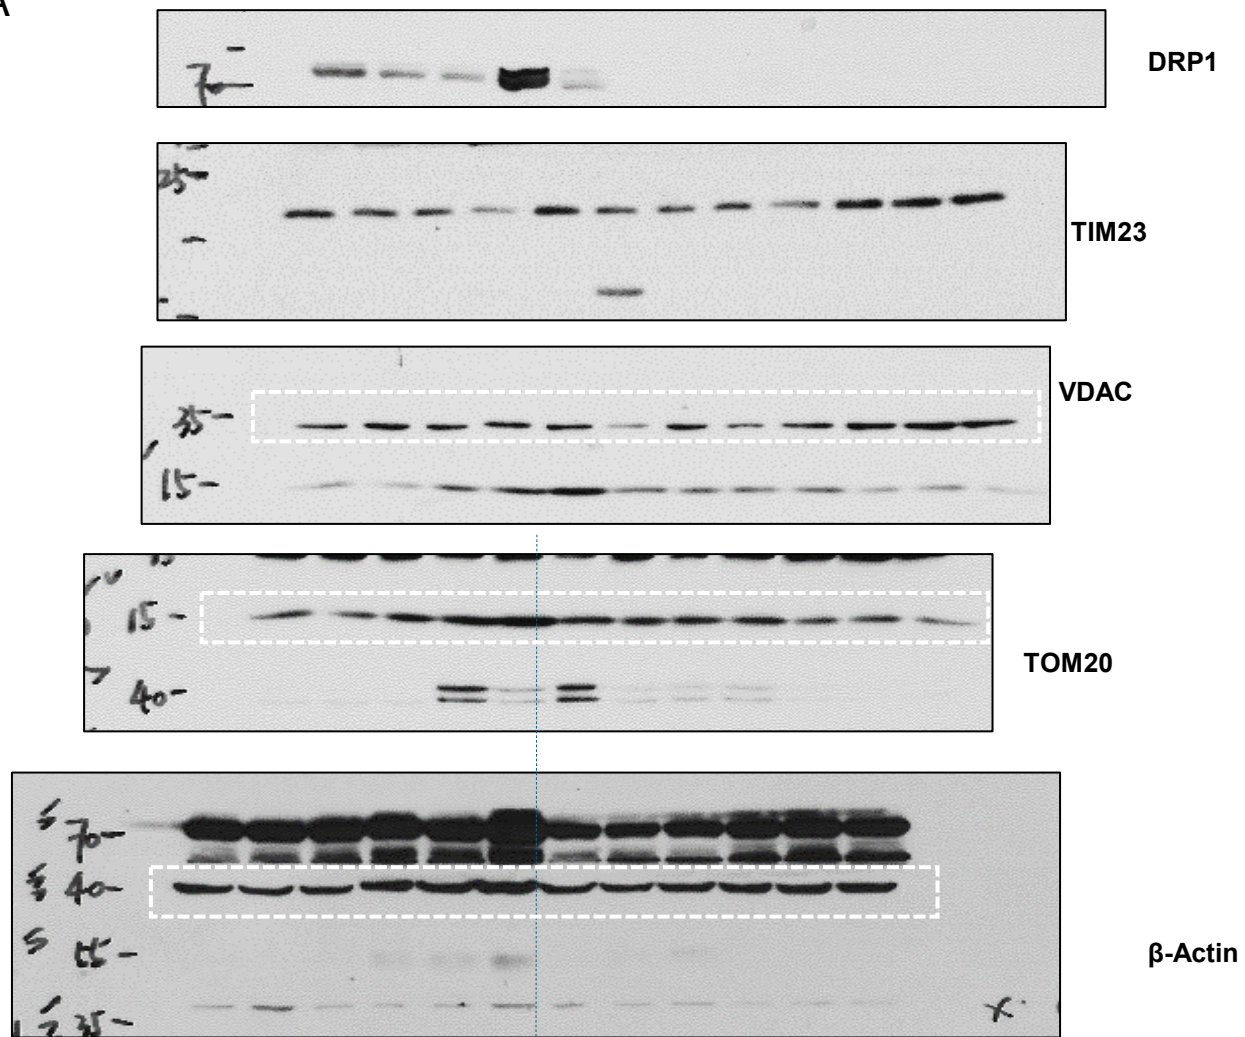

Supplemental Figure 21

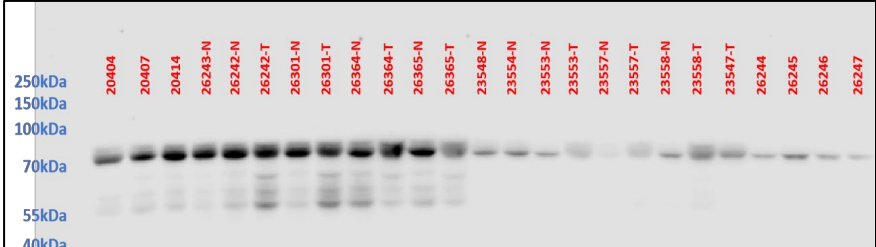

DRP1

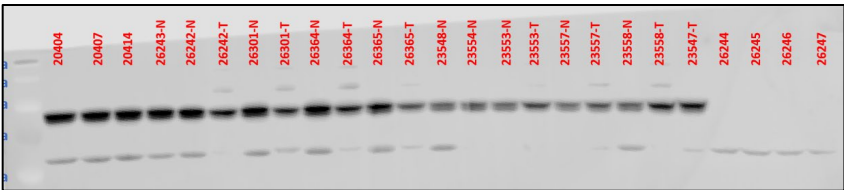

MF  
N1

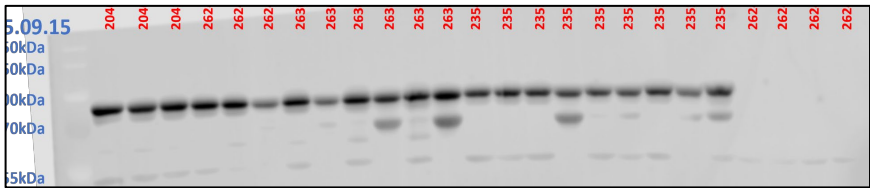

Mfn  
2

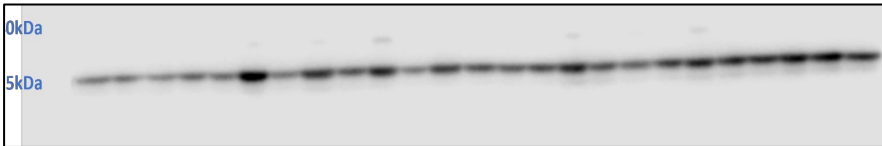

VDAC  
C

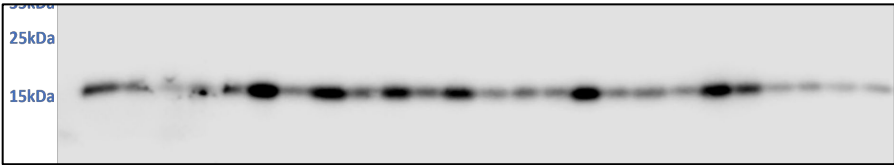

TOM  
20

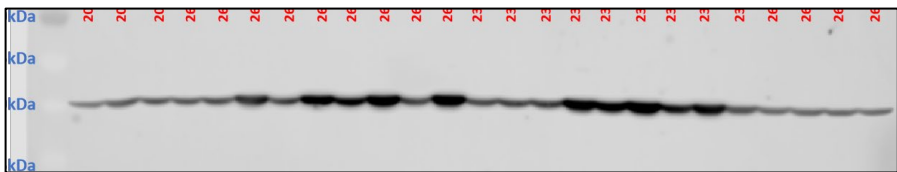

β-ACTIN

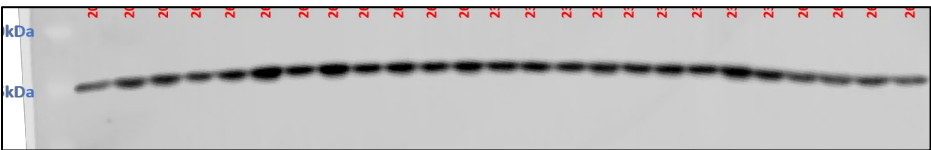

GAPDH

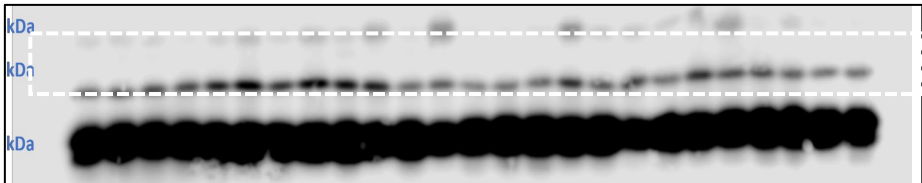

TIM23

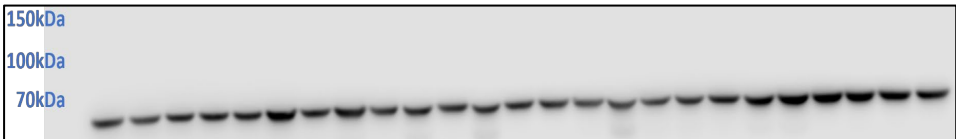

HSP60

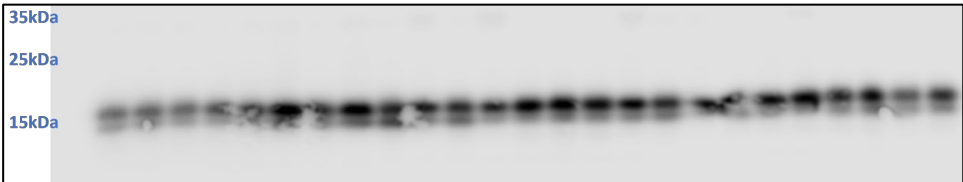

Cyclophilin D

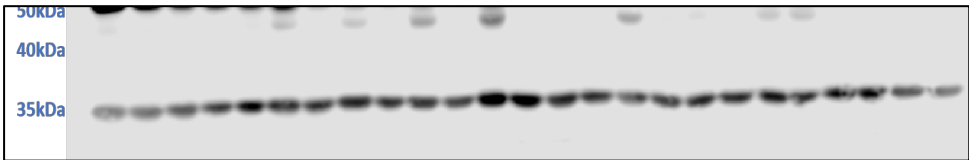

GAPDH

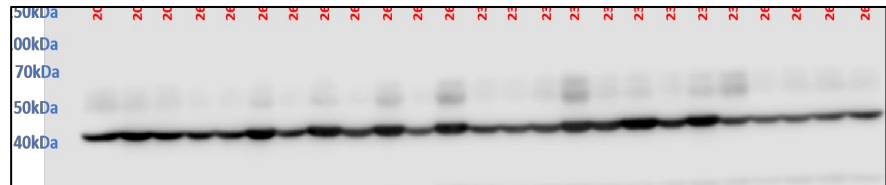

β-ACTIN

Supplemental Figure 23

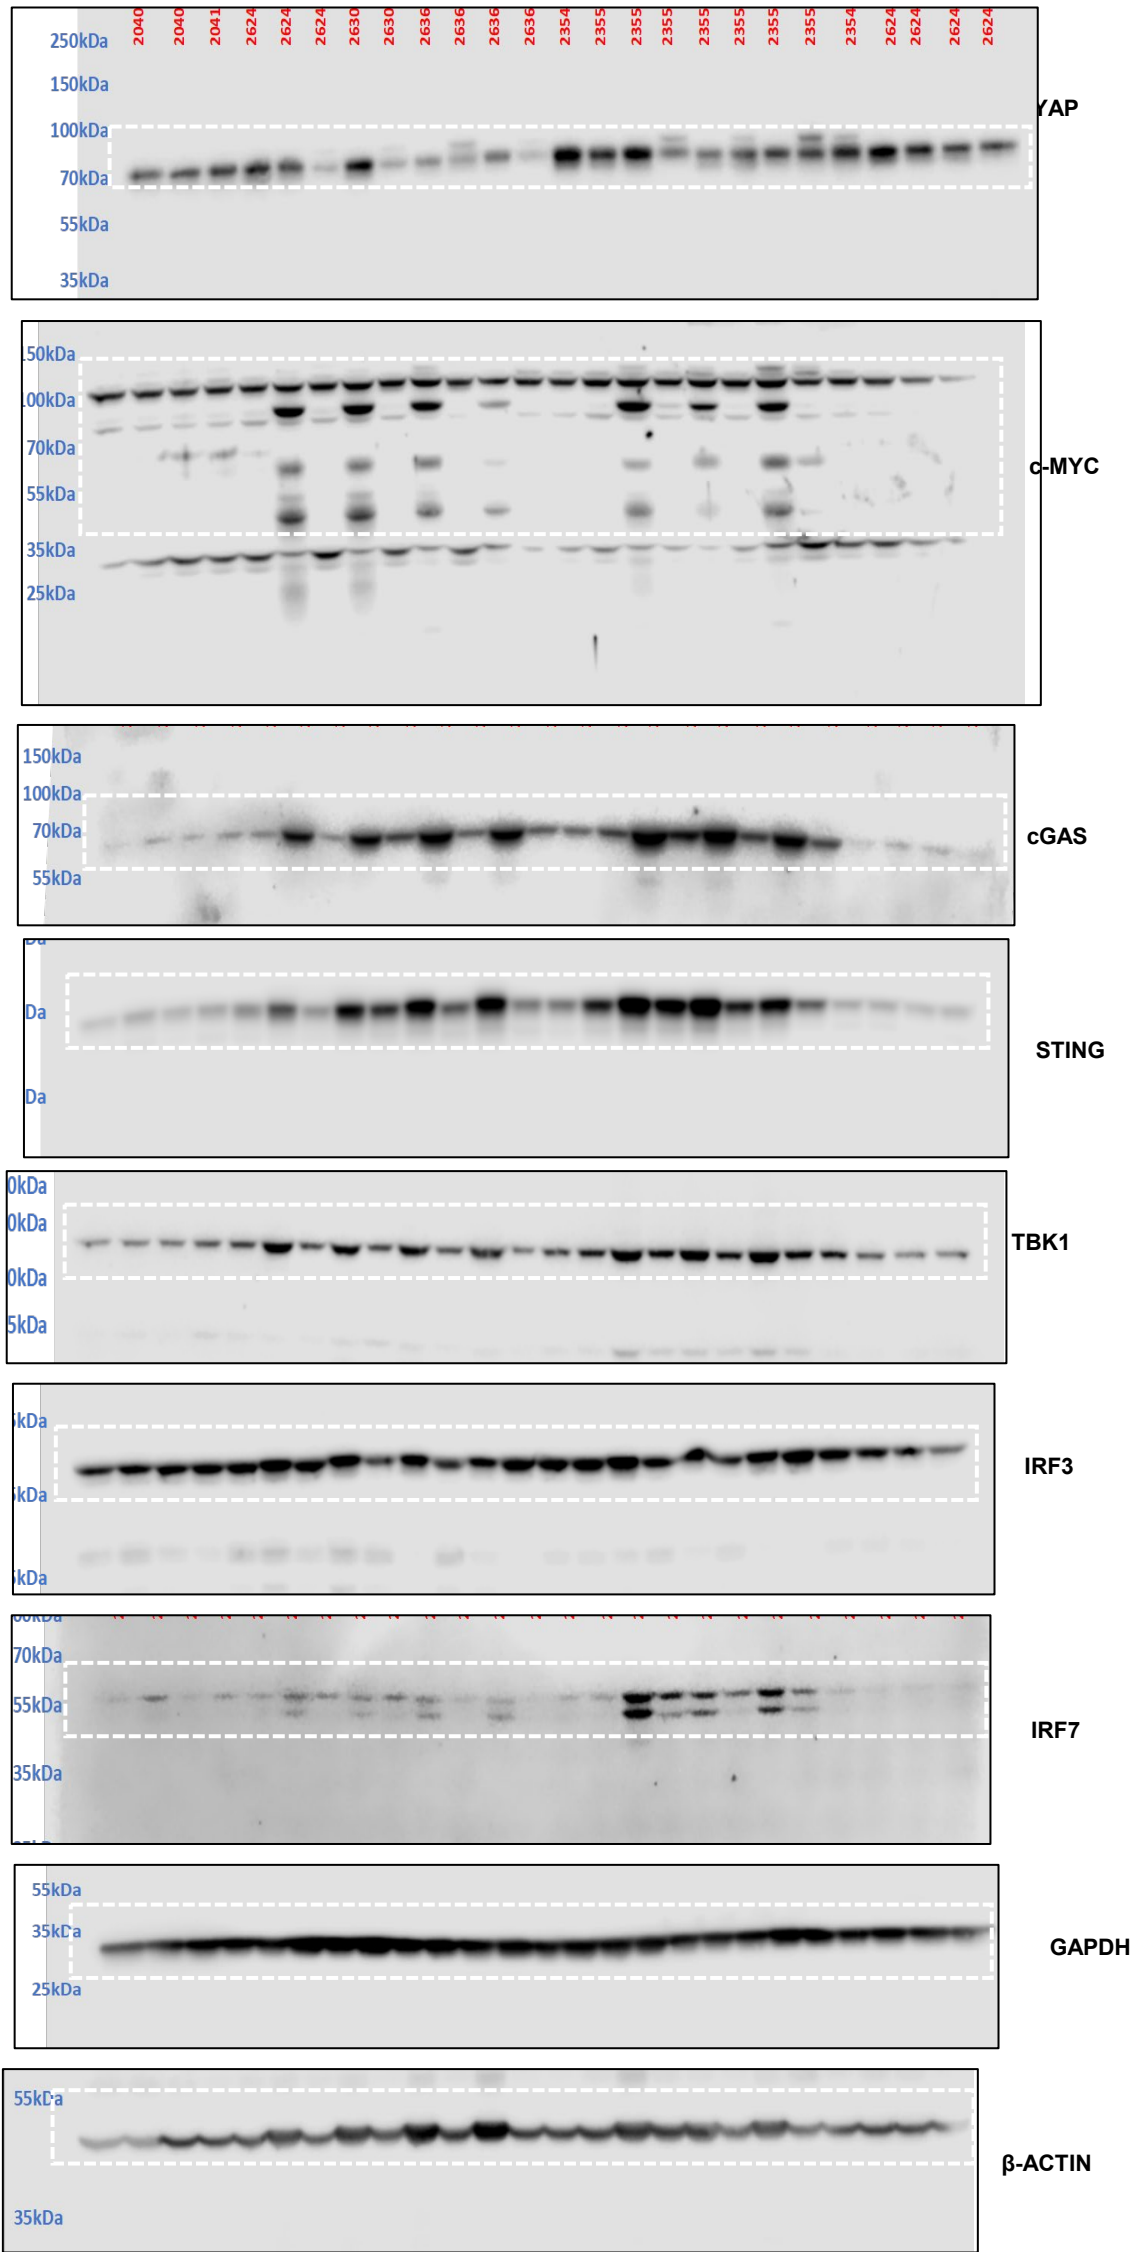

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

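RNA from livers of WT, L-*Dnm1l*–KO, TKO and DKO mice at 2M and 6M was sequenced by the authors, with 4 libraries per genotype and age and 32 in all. The libraries were poly(A)-selected and strand-specific. The authors mapped the reads with HISAT2 v2.1.0.13 to GRCm38.90 and counted them on genes with HTSeq-counts v0.6.0, whose strand setting the paper's text does not name. The authors then fitted DESeq2.

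What was analysed is the results table that the authors deposited, with 21880 genes and 6 comparisons of a knockout genotype with WT of the same age. The signal values deposited by the authors are the mean normalized counts, the mean over libraries of counts divided by DESeq2's size factors, and they are identical in the 6 comparisons. The log2 values deposited by the authors are DESeq2's log2 fold changes, with their standard errors. The score deposited by the authors is the Wald statistic, which equals the log2 fold change divided by its standard error. Each p-value deposited by the authors is that of the Wald test, and the adjusted p-value is the Benjamini-Hochberg value after DESeq2's filter on low counts, listed as NA for the genes the filter removed. Those genes were left without a call here.

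Single libraries were not analysed, so library totals, values per mouse, principal components, fits with other normalizations, list values per library, fry and an estimated inter-gene correlation could not be computed. The depth per library is unknown for the same reason. The mean normalized counts sum to 900450, with a median of 1.52 per gene and 23.5% of the sum in the 10 highest genes. Of the genes, 12419 have a mean of at least 1, 4423 of at least 10 and 1013 of at least 100.

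Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. Gene positions came from GENCODE M21 on GRCm38, in which 21833 of the gene identifiers were found and 47 were not. A gene whose exons overlap those of a coding gene on the opposite strand was put in one class (4804 genes), a coding gene whose exons overlap no annotated gene on the opposite strand, coding or noncoding, in another (9895), and 7181 genes were left in neither class, coding genes that overlap only a noncoding gene among them.

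A gene was counted as different at an adjusted p-value under 0.05 and a log2 fold change above 1 or below −1. Alternatives were a log2 fold change of 1.5, no fold change threshold, and Benjamini-Hochberg adjustment over all 21879 genes with a p-value. Added after the values had been seen were adjustment over genes with a mean of at least 10, centring of log2 fold changes separately in genes with and without an opposite-strand coding gene, the former on their own median and the latter on that of the second class, and 32 settings of an unadjusted p-value. The difference between 2 comparisons was tested as the difference of log2 fold changes over the root of the summed squared standard errors, over 5336 genes for the L-*Dnm1l*–KO effect at 6M against 2M. For genotypes of 1 age, which share their WT libraries, that test is conservative for genes not selected on the effect in one of them. Unchanged groups against shared WT libraries were simulated 100 times. The distance from WT was the root mean square log2 fold change over genes with a mean of at least 100, or 30 as an alternative, after subtracting squared standard errors, with a jackknife over chromosomes. This distance and the list medians and set tests took the place, once the contents of the table were known, of measures set earlier that need values per library.

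Gene lists were read from Figure 4D, Figure 5E and Supplemental Figures 8B, 11 and 13 to 17, and lists of markers of hepatocytes, macrophages, stellate cells, endothelial cells, cholangiocytes, B cells, T cells, neutrophils and proliferation, of Y-linked transcripts and of mitochondrially encoded genes were written before the data were examined. A list's median log2 fold change was set against 10000 random lists of as many genes matched on mean count, and also on gene class. Set tests were camera on the Wald statistics with an inter-gene correlation of 0.01, or 0.05 as an alternative, over 32 lists with Benjamini-Hochberg adjustment; they were repeated among genes with a mean of at least 1 and of at least 10 and with gene classes centred separately. The neutrophil list, with 1 gene in the table, was not tested.

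The genes named are those the paper names or labels for its RNA-seq, the genes of proteins it measures in liver, *Xist*, and for each comparison up to 5 genes per direction with the largest change among those past the thresholds and with a mean of at least 1. The part of that rule that asked for no overlap between groups could not be applied. Other named genes were chosen after their values were seen.

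The calls were tested on simulated data with 200 of 5336 genes changed by a log2 fold change of 3 in 20 simulations. Of the changed genes 99% were called, and 4.56% of the calls fell on unchanged genes. For the difference between ages these values were 93.4% and 4.70%. Of 20 unchanged lists 1 fell outside the central 95% of random lists. Camera called 60 of 60 shifted lists and 1 of 540 unshifted ones. The simulated statistics were independent between genes, so this result does not test the preset correlation. The shift was larger than the mean statistic of most lists analysed here, and smaller changes were not simulated. The pathway analysis with Ingenuity was not repeated.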

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

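The tests of strain variants, of the share of lower genes by class in 6M DKO mice, of mitochondrial genes in 2M DKO mice and of matched lists in 6M DKO mice were chosen after the results had been seen.

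The comparisons with WT of DKO mice at both ages and of L-*Dnm1l*–KO and TKO mice at 6M are not reported by the paper as lists of differential genes, and each holds genes past the thresholds. In 2M DKO mice 462 genes differed from WT mice, 188 higher and 274 lower, against 258 in 2M L-*Dnm1l*–KO mice. A larger share of reads on the annotated strand in some groups is a technical explanation, since it would shift coding genes with no gene on the opposite strand together. It is argued against as the whole cause of the larger number, since 398 genes differed after the classes of genes had been centred separately, a correction that left 206 in 2M L-*Dnm1l*–KO mice. A strain variant near the floxed genes is argued against for most of these genes, as 97.2% of 461 with a known position lie more than 10 Mb from *Mfn1* and *Mfn2*. For the 13 genes within 10 Mb a strain variant and an effect of the deletion cannot be told apart, because 9.35% of 139 genes near and 5.79% of 7740 elsewhere passed (Fisher's exact test, two-sided, *P* value 0.096). An effect of the deletions remains open and was not tested further. So does a difference between mouse lines elsewhere in the genome, since no WT of the DKO line is labelled.

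In 6M DKO mice 931 genes differed, 142 higher and 789 lower. Here the direction may follow the class of gene. Of the 613 genes called among coding genes with no gene on the opposite strand 97.1% were lower, and of the 158 called among genes that overlap a coding gene on the opposite strand 39.2% were lower. A share of sense-strand reads that differs between groups is a candidate explanation for the excess of lower genes. With the classes centred separately 612 genes differed and 25.3% of them were lower, but centring sets this balance by construction and does not bear on the explanation. An effect of genotype on expression was not excluded, nor was a difference between mouse lines.

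In 6M L-*Dnm1l*–KO mice 113 genes differed from WT mice, 64 higher and 49 lower, and in 6M TKO mice 25 differed, 6 higher and 19 lower. After centring, 103 and 26 differed. The medians of the 2 classes of genes were 0.05 and −0.12 in L-*Dnm1l*–KO mice and −0.02 and −0.01 in TKO mice. No further technical explanation was tested for these counts, and genotype stays open as the biological one. For TKO mice a difference between mouse lines stays open too.

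The L-*Dnm1l*–KO effect differed between 6M and 2M for 49 of 5336 genes by a test of the difference, 15 with a higher and 34 with a lower effect at 6M. With classes centred separately 31 genes differed, so a difference in sense-strand share between the groups is argued against as the whole cause. Without DESeq2's filter 9 genes differed. Age stays open as the biological explanation, and a batch difference between 2M and 6M libraries was not tested, since no batch is labelled.

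By the same kind of test with camera, the L-*Dnm1l*–KO effect differed between ages for several lists. Adjusted *P* values were 0.000526 for the hepatocyte signature (median log2 fold change −1.04 at 2M and −0.03 at 6M, with 5 of 5 genes lower at 2M) and 4.8e-05 for the hepatocyte markers (−1.16 and −0.35, with 7 of 7 lower at 2M). Among genes with a mean count of at least 10 the first was 0.068. They were 0.00174 for complex I (−0.50 and −0.01, 41 of 54 lower at 2M), 0.0163 for complex III (−0.37 and 0.12, 8 of 13), 0.0226 for cristae formation (−0.45 and 0.05, 27 of 37) and 0.0202 for the mitochondrial lists combined (−0.34 and −0.03, 287 of 464). With a mean of at least 10 the calls of complex I (0.25), complex III (0.31), cristae formation (0.94) and the mitochondrial lists combined (0.38) were lost. With the gene classes centred separately those of complex III (0.066), cristae formation (0.093) and the mitochondrial lists combined (0.072) were lost, and those of the hepatocyte signature (0.019), the hepatocyte markers (0.023) and complex I (0.023) were kept. None of the random lists matched on gene class was matched on the share of reads from each strand, so what they argue against holds within that limit. Sense-strand share could contribute to all of these, since most of the genes are coding genes with no gene on the opposite strand, a class with a median of −0.46 at 2M and −0.12 at 6M. As the whole cause at 2M it is argued against for the hepatocyte signature, which lay above 2.44% of random lists of the same classes and kept its call in camera under each alternative tried, with the classes centred separately among them (0.00092). For the mitochondrial lists combined, sense-strand share as the whole cause at 2M and lower expression cannot be told apart. Random lists of the same classes had a median of −0.086 against −0.34. With the classes centred separately the lists lost their call at 2M (0.092), as did complex II (0.17), cristae formation (0.25), metabolite transporters (0.27) and proteostasis and mitophagy (0.067), while complex I kept its own (0.014). Among genes with a mean count of at least 10 the lists combined were not distinguishable from other genes either (0.62). The genes listed opposite them, which would carry their reads if strands were exchanged, had a median of 0.03 at 2M against 0.13 for random sets, above 1.31% of the sets. In 6M DKO mice, where the lists combined had a median of −0.71, random lists of the same classes had one of −0.43, and all 10000 random lists matched on mean count lay above. Centring left their adjusted *P* value at 0.046, and the call was lost among genes with a mean of at least 1 (0.14) or 10 (0.43) and with a correlation of 0.05 (0.48), so that sense-strand share as the whole cause and lower expression cannot be told apart there either. The genes opposite them had a median of 0.34 there, above 83.3% of random sets, so lower expression of these genes was not seen on the opposite strand in 6M DKO mice.

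The mitochondrially encoded genes differed most between ages (3.36e-13, median −0.94 at 2M with 11 of 13 lower, and 0.13 at 6M with 5 of 13 lower). The 12 mRNAs of the heavy strand had a median of −0.96 in 2M L-*Dnm1l*–KO mice, above 1.2% of lists of the same class, whose median was −0.42, and the list kept its call in camera with the classes centred separately (1.6e-08). Within the limit of the matched lists given above, this argues against sense-strand share as the whole cause. In 2M DKO mice, 8 genes annotated on the light strand had a median of −1.42 and all 8 were lower by more than 2 standard errors. These genes would carry reads of the heavy strand if strands were exchanged, and a share of sense-strand reads would not lower them, which argues against it as the whole cause there. In 2M L-*Dnm1l*–KO mice, 5 of these 8 were lower by that measure, and in 2M TKO mice 3, as in 6M L-*Dnm1l*–KO mice. The heavy-strand mRNAs had a median of −0.59 in 2M TKO mice, above 0.03% of lists of the same class, whose median was 0.05. In 2M DKO mice their median was −1.34, above 0.05% of such lists, whose median was −0.27. Within the limit of the matched lists, both argue against sense-strand share as the whole cause at 2M. In 6M DKO mice, the heavy-strand mRNAs lay above 41.6% of lists of the same class, while the light-strand genes had a median of −0.71 with 7 of 8 lower by more than 2 standard errors. A lower level of mitochondrial transcripts at 2M stays open as the biological explanation, and it was not tested beyond these comparisons of strands and matched lists. Camera's preset correlation, the matched lists and the counts of genes treat these genes as nearly independent. If they move together, a shared change was counted more than once.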

How the results depend on the processing

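Before the data were examined, these alternatives were set: for counts of genes, other size factors, a DESeq2 Wald test, no filter, at least 10 counts in every library, all genotypes in the fit, a log2 fold change of 1.5 or none, leaving out each replicate, a replicate block, thinned counts and *Xist* as a covariate; for principal components and list values per library, other gene sets, transformations, scalings, prior counts and tests. Those that need values per library were not run. The deposited table is itself a DESeq2 Wald test with all genotypes of both ages in 1 fit. No paired analysis was possible because the table holds comparisons and no values per library. How much 1 mouse decides any value was not tested for the same reason, nor were other splits of the mice. The other alternatives were added after the values had been seen.

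Counts are given as main and alternative. With a log2 fold change of 1.5, counts fell in 2M L-*Dnm1l*–KO mice from 104 to 52 higher and from 154 to 74 lower genes, from 462 to 264 in 2M DKO mice, from 64 to 36 higher and 49 to 18 lower in 6M L-*Dnm1l*–KO mice, from 25 to 12 in 6M TKO mice and from 931 to 497 in 6M DKO mice, as a stricter threshold must. With none, they rose to 189 higher genes in 2M L-*Dnm1l*–KO mice, 715 in 2M DKO mice, and 102 higher and 83 lower in 6M L-*Dnm1l*–KO mice. Without DESeq2's filter, more genes are tested, and 86 lower genes remained in 2M L-*Dnm1l*–KO mice, 29 lower in 6M L-*Dnm1l*–KO mice, 9 in 6M TKO mice and 584 in 6M DKO mice, with 9 genes in place of 49 whose L-*Dnm1l*–KO effect differs between ages. With adjustment over genes with a mean count of at least 10, each count stayed within 1.5 times its main value.

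With the classes of genes centred separately, 159 higher and 47 lower genes were counted in 2M L-*Dnm1l*–KO mice and 612 in 6M DKO mice, and 31 differed between ages. The share of lower genes went from 59.7% to 22.8% in 2M L-*Dnm1l*–KO mice, from 59.3% to 54.3% in 2M DKO mice, from 43.4% to 40.8% in 6M L-*Dnm1l*–KO mice and from 84.7% to 25.3% in 6M DKO mice. In TKO mice it went from 70.6% to 73.3% at 2M and from 76% to 73.1% at 6M. The log2 fold change of *Dnm1l* in 2M L-*Dnm1l*–KO mice turned from −0.42 to 0.042. Centring moves the balance of higher and lower genes by construction.

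The median log2 fold change in TKO mice of genes higher in 2M L-*Dnm1l*–KO mice was 0.07 and stayed between 0.03 and 0.13. The ratio of the TKO to the L-*Dnm1l*–KO distance from WT went from 0.231 to 0.391 at 2M and from 0.704 to 0.598 at 6M with genes of a mean of at least 30, and to 0.318 at 2M with genes opposite a coding gene; the cause was not tested.

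In the set tests, a correlation of 0.05 makes each test less sensitive by construction, and in 2M L-*Dnm1l*–KO mice the cGAS-STING pathway (0.254) and the mitochondrial lists combined (0.579) lost their call, as did the latter in 6M DKO mice (0.478); so did 33 results of other lists or of differences, complex I in 2M L-*Dnm1l*–KO mice (0.0666) among them. Restricted to genes with a mean count of at least 1, the calls lost by pathways, signatures and the combined lists against WT were those of the cGAS-STING pathway (0.245) and the mitochondrial lists combined (0.181) in 2M L-*Dnm1l*–KO mice, of the hepatocyte signature in 2M DKO mice (0.0617) and of the mitochondrial lists combined in 6M DKO mice (0.140). Another 25 results of other lists or of differences lost theirs, among them complex II (0.181), cristae formation (0.232), metabolite transporters (0.0605) and proteostasis and mitophagy (0.0627) in 2M L-*Dnm1l*–KO mice, macrophage markers in 2M DKO (0.217) and 6M L-*Dnm1l*–KO mice (0.103), hepatocyte markers in 6M L-*Dnm1l*–KO mice (0.181), and the differences between ages of complex III (0.0812), cristae formation (0.0896) and the mitochondrial lists combined (0.0896). Directions turned for pyrimidine metabolism (0.98), mitochondrial transcription (0.866) and stellate cell markers (0.980) in 2M L-*Dnm1l*–KO mice, for complex IV (0.955) and ubiquinone synthesis (0.98) in 2M DKO mice, for proliferation markers in 6M L-*Dnm1l*–KO mice (0.98), and for the interferon pathway (0.98), RNA modification and processing (0.943) and proteostasis and mitophagy (0.943) in 6M TKO mice. They also turned in the difference between ages for mitochondrial transcription (0.900) and mtDNA replication (0.974), and for pyrimidine metabolism in the difference from L-*Dnm1l*–KO mice of TKO (0.819) and DKO mice (0.726) at 2M and of TKO mice at 6M (0.817). Other differences from L-*Dnm1l*–KO mice turned for RNA modification and processing (0.924) and tRNA synthetase (0.929) in 2M TKO mice, ubiquinone synthesis in 2M DKO mice (0.970), metabolite transporters in 6M TKO mice (0.929) and mitochondrial translation in 6M DKO mice (0.890). Fewer genes of each list enter, and the cause was not tested further.

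When only genes with a mean count of at least 10 were tested, the calls lost by pathways, signatures and the combined lists against WT were those of the mitochondrial lists combined in 2M L-*Dnm1l*–KO (0.623) and 6M DKO mice (0.430), of the hepatocyte signature in 2M DKO mice (0.359) and of the interferon pathway in 6M L-*Dnm1l*–KO mice (0.0830). Another 35 results of other lists or of differences lost theirs, among them complex I (0.359), complex II (0.495), cristae formation (0.966), metabolite transporters (0.173) and proteostasis and mitophagy (0.623) in 2M L-*Dnm1l*–KO mice, complex I in 6M DKO mice (0.136), and the differences between ages of the hepatocyte signature (0.0684), complex I (0.246), complex III (0.306), cristae formation (0.937) and the mitochondrial lists combined (0.380). Directions turned in 2M L-*Dnm1l*–KO mice for the interferon pathway (0.964), pyrimidine metabolism (0.885), protein import (0.895), ubiquinone synthesis (0.993) and the mitochondrial ribosome (0.173), and in 2M TKO mice for the interferon pathway (0.964) and complex I (0.993). In 2M DKO mice they turned for cristae formation (0.694), protein import (0.854), proteostasis and mitophagy (0.699), the mitochondrial ribosome (0.850) and the mitochondrial lists combined (0.966). In 6M L-*Dnm1l*–KO mice they turned for cristae formation (0.993), metabolite transporters (0.993), mitochondrial transcription (0.993), RNA modification and processing (0.855), proteostasis and mitophagy (0.964) and the mitochondrial ribosome (0.966). In 6M TKO mice they turned for the interferon pathway (0.922), RNA modification and processing (0.964) and proteostasis and mitophagy (0.761), and in 6M DKO mice for protein import (0.985) and the mitochondrial ribosome (0.401). The difference between ages turned for complex IV (0.937) and the mitochondrial ribosome (0.181). Differences from L-*Dnm1l*–KO mice turned for the interferon pathway in 2M TKO mice (0.870) for pyrimidine metabolism in 2M TKO (0.570), 2M DKO (0.686) and 6M TKO mice (0.848), for RNA modification and processing in 2M (0.632) and 6M TKO mice (0.882), for the mitochondrial ribosome in 2M TKO (0.419), 2M DKO (0.377) and 6M DKO mice (0.238), for tRNA synthetase in 2M DKO mice (0.630), for metabolite transporters in 6M TKO mice (0.925) and for mitochondrial translation in 6M DKO mice (0.848). Of the differences from L-*Dnm1l*–KO mice, that of complex I lost its call in 2M TKO mice (from 3.3e-06 to 0.272) and in 6M DKO mice (from 0.00014 to 0.0607). The cause was not tested. Lists with under 3 genes left, the hepatic stellate cell signature among them, were not tested there.

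With the classes centred separately, the mitochondrial lists combined lost their call in 2M L-*Dnm1l*–KO mice (0.0918), and 28 results of other lists or of differences lost theirs, among them complex II (0.173), cristae formation (0.249), metabolite transporters (0.271) and proteostasis and mitophagy (0.0668) in 2M L-*Dnm1l*–KO mice and the mitochondrially encoded genes in 6M DKO mice (0.0598). Directions turned in 2M L-*Dnm1l*–KO mice for RNA modification and processing (0.942), mitochondrial translation (0.982), T cell markers (0.952) and stellate cell markers (0.952), in 2M TKO mice for pyrimidine metabolism (0.985) and metabolite transporters (0.952), and in 2M DKO mice for cristae formation (0.952), RNA modification and processing (0.985) and proteostasis and mitophagy (0.985). At 6M they turned in L-*Dnm1l*–KO mice for mitochondrial transcription (0.985) and T cell markers (0.985), and in DKO mice for RNA modification and processing (0.832), tRNA synthetase (0.952), mitochondrial translation (0.952), mtDNA replication (0.952) and endothelial cell markers (0.985). The difference between ages turned for pyrimidine metabolism (0.981), RNA modification and processing (0.9997) and T cell markers (0.942). Differences from L-*Dnm1l*–KO mice turned for mitochondrial translation (0.993) and Y-linked transcripts (0.913) in 2M TKO mice, for complex II (0.999), RNA modification and processing (0.913), T cell markers (0.945) and hepatocyte markers (0.602) in 2M DKO mice, for metabolite transporters in 6M TKO mice (0.820) and for RNA modification and processing in 6M DKO mice (0.913). That of hepatocyte markers lost its call in 6M DKO mice (0.120), and that of protein import gained one there (0.0281). The cause was not tested. Over the main lists and these 4 alternatives, 124 set tests kept direction and side of the threshold, 12 lost their call and 8 turned; for the other lists and the differences these numbers were 891, 121 and 75, with 1 call gained, and of the values of named genes 19 lost their call and 1 turned.

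Unadjusted *P* values in place of adjusted ones moved the counts of 2M mice as follows, in the order higher in L-*Dnm1l*–KO mice, lower in L-*Dnm1l*–KO mice and different in TKO mice. Under 0.05 they were 697, 932 and 578 with no fold change threshold, 336, 648 and 343 above 1, and 218, 379 and 252 above 1.5, and 175 genes differed in TKO mice above 2. With a mean count of at least 1 these were 684, 925 and 565, then 323, 641 and 330, then 205, 372 and 239, and 162. Under 0.01 they were 312, 381 and 131 with no threshold and 171, 286 and 82 above 1, with 51 in TKO mice above 1.5, and 65, 75 and 30 above 2. A mean count of at least 1 changed the higher genes to 311, 170, 100 (from 101, above 1.5) and 64, and left the lower genes and those of TKO mice as they were. Under 0.005 they were 241, 265 and 76 with no threshold, with 47 in TKO mice above 1 and 30 above 1.5, and 52 higher and 53 lower above 2. Under 0.001, 34 genes differed in TKO mice with no threshold, 54 were higher and 56 lower in L-*Dnm1l*–KO mice above 1.5, and 32, 29 and 10 passed above 2. A less strict threshold gives more genes by construction.

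Low counts also limit several lists: 13 of 19 interferon pathway genes, 5 of 12 pyrimidine metabolism genes and 1 of 9 genes of the hepatic stellate cell signature have a mean count of at least 1.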

Differences from the paper's values

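The paper reports 743 genes upregulated in 2M L-*Dnm1l*–KO mice, and 104 were found here at an adjusted *P* value under 0.05 and a log2 fold change above 1. None of the alternatives set before the data were examined closed the gap: a threshold of 1.5 gave 52, no fold change threshold 189, and no filter 80. Of those added later, adjustment over genes with a mean count of at least 10 gave 89 and centring of the gene classes 159. An unadjusted *P* value under 0.05 with no fold change threshold gave 697, or 684 among genes with a mean of at least 1, a setting chosen after seeing the values, and the same settings gave 932 and 925 lower genes in L-*Dnm1l*–KO mice and 578 and 565 genes in TKO mice.

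The paper reports 48 differential genes between TKO and WT mice at 2M, and 17 were found here. The alternatives set before the data were examined gave 12, 21 and 14, in the order above, and none closed the gap. Added settings chosen after seeing the values did so: an unadjusted *P* value under 0.005 with a log2 fold change above 1 gave 47, one under 0.01 with 1.5 gave 51, and one under 0.001 with no fold change threshold gave 34. These gave 134, 101 and 136 higher genes in L-*Dnm1l*–KO mice. Of 32 unadjusted settings tried, 20 came within 1.5 times of none of the 3 counts that the paper gives for 2M mice, 8 of 1, 4 of 2 and none of all 3.

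The paper names *Ifi44*, *Ifi27*, *Oasl2* and *Irf7* among the top upregulated genes of 2M L-*Dnm1l*–KO mice. In the authors' deposited table *Ifi27* passes the thresholds, *Irf7* has an adjusted *P* value of 0.22, and *Oasl2* and *Ifi44* have none. By unadjusted *P* value they rank as numbers 27 (*Ifi27*), 213 (*Oasl2*), 629 (*Irf7*) and 3352 (*Ifi44*) of 9540. Settings chosen after seeing the values call some of them: *Oasl2* passes each setting with an unadjusted *P* value under 0.05, 0.01 or 0.005, and *Irf7* those under 0.05 with no fold change threshold or one of 1.

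The paper places *Mfn1* and *Mfn2* among the most significantly downregulated genes of TKO mice. In 2M TKO mice *Mfn2* ranked as number 14, and *Mfn1* ranked as number 346 with an adjusted *P* value of 0.91 in the authors' deposited table. The combined z of the 2 genes was −4.08 there. In 6M TKO mice *Mfn1* ranked as number 44 and *Mfn2* as number 176.

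The paper describes pyrimidine metabolism genes as increased in 2M L-*Dnm1l*–KO mice. Their median log2 fold change was 0.67, the median of those with a mean count of at least 1 was −0.61, and camera gave an adjusted *P* value of 0.67.

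The paper describes stellate cell and Kupffer cell signatures as increased in L-*Dnm1l*–KO mice, less so at 6M. Their medians were 0.73 and 0.37 at 2M and 1.59 and 1.02 at 6M, and neither was distinguishable from other genes at either age. A separate list of 8 macrophage markers, with no gene of the Kupffer cell signature, was higher at both ages with a lower median at 6M: 1.54 at 2M (camera, adjusted *P* value 0.0019) and 0.87 at 6M (0.018, or 0.10 among genes with a mean count of at least 1). Its difference between ages was not distinguishable (0.31). Stellate cell markers had medians of −0.01 and 0.38 (0.99 and 0.53).

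The paper describes the interferon and cGAS-STING pathway genes as upregulated in 2M L-*Dnm1l*–KO mice. The interferon pathway had an adjusted *P* value of 0.29 in camera and the cGAS-STING pathway one of 0.047, with medians of 0.73 and 0.77.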

Other observations

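The tests of the 100 highest genes, of *mt-Nd6*, of the 100 highest genes opposite a coding gene and of the genes opposite the interferon pathway were chosen after the result had been seen.

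The highest mean counts lie on genes that overlap a coding gene on the opposite strand. Of the 100 genes with the highest mean counts 92% do, against 22.0% of all genes. The highest are *Ccdc152*, opposite *Selenop*, at 40709 and *mt-Nd6* at 30507, while *Alb* ranks as number 26 at 4958. These were named after their values were seen. The mean count of *mt-Nd6*, annotated on the mitochondrial light strand, was 4.61 times that of the highest heavy-strand mRNA. Noncoding genes had the higher mean count in 85.6% of 1032 pairs with a coding gene on the opposite strand, or in 75.8% of 1669 pairs with no minimum count. A candidate explanation is that reads were counted on the strand opposite to the annotated gene. The counts of a gene would then be mostly those of its neighbour on the other strand, and a gene with no neighbour would keep a remainder of its own reads. Genomic DNA in the libraries is argued against as the source, since it would give both genes of a pair the same count per kilobase, and the median log2 ratio of noncoding over coding was 5.58, or 4.68 with no minimum. The strand of the reads themselves was not examined, and overlap in the annotation that differs from GENCODE M21 was not tested.

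Coding genes with no gene on the opposite strand were lower as a class in some groups. For genes with a mean of at least 10 the median log2 fold change was −0.46 in 2M L-*Dnm1l*–KO mice, −0.23 in 2M DKO mice and −0.85 in 6M DKO mice, and it was 0.12 in 2M TKO mice, −0.12 in 6M L-*Dnm1l*–KO mice and −0.01 in 6M TKO mice. If the remainder of reads on the annotated strand differed between groups, a coding gene would shift against the noncoding gene opposite it. Over 233 pairs the median difference was −0.47 (95% bootstrap interval −0.57 to −0.40) in 2M L-*Dnm1l*–KO mice and −0.79 (−0.91 to −0.60) in 6M DKO mice. Over all 764 pairs, coding neighbours included, it was −0.16 (−0.21 to −0.12) and −0.25 (−0.31 to −0.19). Lower expression of this class in the liver and a different share of sense-strand reads cannot be told apart: the 100 highest genes opposite a coding gene had a median of 0.0025 (−0.06 to 0.06) in 2M L-*Dnm1l*–KO mice, but they would carry reads of other coding genes than this class. A different share of sense-strand reads between groups may thus account for part of the lower genes in 2M L-*Dnm1l*–KO and 6M DKO mice. Whether it varies from mouse to mouse was not tested.

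If strands were exchanged, the response of a pathway would appear on the genes opposite to its members. The 9 genes with a mean of at least 10 opposite an interferon or cGAS-STING pathway gene had a median log2 fold change of 0.67 in 2M L-*Dnm1l*–KO mice, above 99.91% of random sets of such genes, whose median was 0.14. In 2M TKO mice the median was 0.02 (80.2%) and in 2M DKO mice 0.17 (57.3%). At 6M it was 0.33 in L-*Dnm1l*–KO mice (97.6%), −0.37 in TKO mice (0.64%) and 0.11 in DKO mice (10.4%). Chance among such genes is thereby argued against at 2M in L-*Dnm1l*–KO mice, and an interferon response read on the opposite strand is a candidate explanation. Among the genes with the largest increases in 2M L-*Dnm1l*–KO mice are *Gm44148* (chromosome 6, 121255203 to 121272685), a noncoding gene that overlaps *Usp18* by 124 bp, and *Art3* (chromosome 5, 92331827 to 92414628), which overlaps *Cxcl10* by 133 bp. In the authors' deposited table *Gm44148* has a log2 fold change of 3.05 (adjusted *P* value 3.6e-21) in 2M L-*Dnm1l*–KO mice and of 0.09 in 2M TKO mice, and *Art3* one of 3.52 (4.4e-11) and of 0.25. The gene opposite a pyrimidine metabolism gene, *Gm15829* opposite *Umps*, lay above 86.6% of random genes with a log2 fold change of 0.53, and 1 gene decides nothing.

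*1700023B13Rik*, which overlaps *Cdkn1a* on the opposite strand by 273 bp, had log2 fold changes of 4.76, 4.19 and 4.58 in 6M L-*Dnm1l*–KO, TKO and DKO mice in the authors' deposited table (adjusted *P* values 0.0035, 0.040 and 0.0022). *Cdkn1a* itself has a mean normalized count of 1.30 and no adjusted *P* value.

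Lists of markers written before the data were examined gave these median log2 fold changes, in the order L-*Dnm1l*–KO, TKO and DKO at 2M and then at 6M. Hepatocyte markers had medians of −1.16, 0.16 and −1.08, then −0.35, 0.11 and −1.18. Macrophage markers had medians of 1.54, −0.02 and 1.27, then 0.87, −1.06 and −1.29, with camera adjusted *P* values of 0.0019 in 2M L-*Dnm1l*–KO mice, 0.047 in 2M DKO mice and 0.018 in 6M L-*Dnm1l*–KO mice. For macrophage markers with a mean count of at least 1 these were 0.022, 0.22 and 0.10. Stellate cell markers had medians of −0.01, 0.20 and 1.19, then 0.38, 0.12 and −0.80. Endothelial cell markers had medians of −0.05, −0.07 and 0.22, then 0.38, −0.36 and −0.31. Cholangiocyte markers had medians of 0.00, 0.75 and 0.00, then 1.03, −0.65 and 0.66. B cell markers had medians of 0.00, 0.75 and 0.00, then −0.12, 0.00 and −0.41, and T cell markers were at 0.00 in 5 of 6 comparisons and at 0.37 in 2M DKO mice. The single neutrophil gene in the table lay between −2.38 and −0.57. Proliferation markers had medians of 0.48, 0.03 and 0.33, then 0.16, 0.50 and 0.39. Y-linked transcripts had medians of −0.29, −0.40 and −0.48, then 0.07, 0.23 and −0.92, with no gene past an adjusted *P* value of 0.05.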
